# PUCHI represses early meristem formation in developing lateral roots of *Arabidopsis thaliana*

**DOI:** 10.1093/jxb/erac079

**Published:** 2022-02-28

**Authors:** Kevin Bellande, Duy-Chi Trinh, Anne-Alicia Gonzalez, Emeric Dubois, Anne-Sophie Petitot, Mikaël Lucas, Antony Champion, Pascal Gantet, Laurent Laplaze, Soazig Guyomarc’h

**Keywords:** Arabidopsis, auxin, cytokinin, lateral root development, meristem, organogenesis, patterning, PLETHORA, PUCHI

## Abstract

Lateral root organogenesis is a key process in the development of a plant’s root system and its adaptation to the environment. During lateral root formation, an early phase of cell proliferation first produces a four-cell-layered primordium, and only from this stage onwards is a root meristem-like structure, expressing root stem cell niche marker genes, being established in the developing organ. Previous studies reported that the gene regulatory network controlling lateral root formation is organized into two subnetworks whose mutual inhibition may contribute to organ patterning. *PUCHI* encodes an AP2/ERF transcription factor expressed early during lateral root primordium development and required for correct lateral root formation. To dissect the molecular events occurring during this early phase, we generated time-series transcriptomic datasets profiling lateral root development in *puchi-1* mutants and wild types. Transcriptomic and reporter analyses revealed that meristem-related genes were expressed ectopically at early stages of lateral root formation in *puchi-1* mutants. We conclude that, consistent with the inhibition of genetic modules contributing to lateral root development, PUCHI represses ectopic establishment of meristematic cell identities at early stages of organ development. These findings shed light on gene network properties that orchestrate correct timing and patterning during lateral root formation.

## Introduction

Dynamic and plastic development evolved in sessile organisms such as plants to adapt to changing environmental conditions (Morris *et al.*, 2017). Root branching, the production of new lateral roots (LRs) from existing roots, is key in elaborating root system architecture (Motte *et al.*, 2019). In the model plant *Arabidopsis thaliana*, LRs arise from pre-branch sites originating in the basal meristem close to the root apex (Xuan *et al.*, 2020). Primed pericycle cells at these pre-branch sites enter new rounds of cell divisions producing a lateral root primordium (LRP). The developing LRP, while growing through overlying cell layers, progressively organizes into a new root apical meristem (RAM) that ultimately emerges from the parent root and whose activity will determine the later growth of the LRs (Malamy *et al.*, 1997; Banda *et al.*, 2019). Remarkably, LRP development is a two-step process featuring an early, so-called morphogenetic phase (stages I–IV) during which cell proliferation generates a four-cell-layered, bulge-shaped LRP and a second, so-called meristematic phase (stages V–VIII) when the LRP further develops to acquire key RAM characteristics (Lucas *et al.*, 2013; Lavenus *et al.*, 2015; Voß *et al.*, 2015; Goh *et al.*, 2016). However, the mechanisms controlling the establishment of a new root meristem and especially the transition from the early phase of LRP development to the meristematic phase, when key root meristem genes start to be expressed in the centre of the developing LRP, remain unclear.

RAMs are proliferating tissues located at the tip of growing roots within which cell division and differentiation are regulated sequentially. Maintenance of a stem cell niche at the centre of root meristems ensures continuous production of cells and indeterminate organ growth (van den Berg *et al.*, 1995, 1997; Bennett and Scheres, 2010; Trinh *et al.*, 2018). Multiple regulatory components, including transcriptional regulators and hormones, mediate the regulation of cell identity and division activity in RAMs (Himanen *et al.*, 2002; Goh *et al.*, 2012, 2016; Porco *et al.*, 2016; Du and Scheres, 2017, 2018). In *A. thaliana*, networks of key transcription factors, including AP2-domain PLETHORA (PLT), GRAS-family transcription factors SHORT-ROOT (SHR) and SCARECROW (SCR), as well as auxin-dependent factors, have been shown to control the patterning of the RAM stem cell niche and specification of its organizing centre, known as the quiescent centre (QC) (Galinha *et al.*, 2007; Hofhuis *et al.*, 2013; Goh *et al.*, 2016; Du and Scheres, 2017; Shimotohno *et al.*, 2018). Many of these corresponding genes are also dynamically expressed during the process of LR formation (Tian *et al.*, 2014; Lavenus *et al.*, 2015; Goh *et al.*, 2016; Du and Scheres, 2017).

Several studies have shown that cell fate acquisition in developing LRPs is not dependent on cell lineage but relies on tissue-scale mechanisms and positional signals (Lucas *et al.*, 2013; von Wangenheim *et al.*, 2016). The progressive organization of the organ could thus result from emerging properties of a complex genetic network possibly integrating chemical and mechanical cues (Banda *et al.*, 2019). Two examples of such patterning mechanisms are the definition of inner and outer domains of the early LRP by the interplay of SHR and SCR expression domains, and the correct patterning of cell divisions at early stages and transition of the developing LRP to the meristematic phase by distinct sets of *PLT* genes (Goh *et al.*, 2016; Du and Scheres, 2017). These data highlight that gene regulatory events during early LRP development are necessary to transition to the second meristem organization phase.

Inference of the gene regulatory network (GRN) during LR formation suggested that two distinct genetic subcircuits operate and that their mutual inhibition could be instrumental in LRP developmental patterning (Lavenus *et al.*, 2015). The first one includes genes predominantly expressed in the whole primordium in the early stages, but only in its base in the later phase. The second one includes meristematic genes whose expression initiates during the transition from the morphogenetic phase to the meristematic phase in the tip of the developing primordium, where the new root meristem stem cell niche is established. Mutual inhibition between these two groups of genes may explain the bifurcation between cell identities in the central zone and the flanking domain of the developing LRP (Lavenus *et al.*, 2015). In addition, in complex genetic systems, mutual inhibition motifs associated with positive regulatory cascades can generate sequential waves in gene expression dynamics and control cell state switch over time (Alon, 2007).

PUCHI is an AP2/ERF-family transcription factor belonging to the first GRN subcircuit and whose loss of function or perturbation in expression kinetics impairs LRP development (Hirota *et al.*, 2007; Kang *et al.*, 2013; Trinh *et al.*, 2019; Toyokura *et al.*, 2019; Goh *et al.*, 2019). GRN inference and experimental validation previously revealed that PUCHI acted as a master regulator of very long chain fatty acid (VLCFA) biosynthesis during the first phase of LRP development (Trinh *et al.*, 2019). However, the role played by PUCHI-dependent genetic pathways in LRP development remains elusive.

Here, we show that the AP2/ERF transcription factor PUCHI, which is predominantly expressed at early stages of LR development, controls the correct timing and pattern of expression of transcription factors as well as the distribution of hormonal signals that orchestrate meristem formation during late LR organogenesis. Root meristem-related genes are ectopically expressed in inner cell layers of early-phase LRPs in a *puchi-1* mutant background. Thus, these results support the hypothesis that the inhibition of gene regulatory modules participates in LRP functional patterning, and show that in the absence of PUCHI, the LR GRN yields premature expression of meristematic genes in inner cells of young LRPs.

## Materials and methods

### Plant materials, constructs, and growth conditions

*Arabidopsis thaliana* ecotype Columbia-0 (Col-0) plants were used for all experiments and as the background of transgenic lines in this study. The *A. thaliana* seeds were surface-sterilized and sown on half-strength Murashige and Skoog (1/2 MS) solid medium with 0.7% (w/v) plant agar supplemented with B5 vitamins. Plates were kept at 4 °C for 2 d and then placed in long-day conditions (16 h light/8 h dark cycle) in a vertical position. The *puchi-1* mutant line has previously been described (Hirota *et al.*, 2007). The *promPLT:PLT-YFP* lines were reported in Galinha *et al.* (2007) and Hofhuis *et al.* (2013). The *DR5::GFP* synthetic auxin response reporter was described in Friml *et al.* (2003), the synthetic cytokinin response reporter *promTCSn::GFP* was described in Zürcher *et al.* (2013), and the organizing centre markers *QC25::CFP* and *promWOX5::nls:GFP* were described in ten Hove *et al.* (2010) and Goh *et al.* (2016) respectively.

### RNAseq

Col-0 wild-type (WT) and *puchi-1* mutant seeds were surface-sterilized and sown on 1/2 MS solid medium containing 0.7% (w/v) plant agar supplemented with B5 vitamins. Plates were kept at 4 °C for 2 d and then placed in continuous light conditions in a vertical position. Gravistimulation was performed on 4-day-old seedlings, and root bends were sampled at 12, 18, 24, 30, and 36 h after gravistimulation. Three biological replicates (for both Col-0 and *puchi-1*) were used for the RNAseq experiment. For each replicate, root bends of >400 seedlings were dissected under a binocular microscope and frozen in liquid nitrogen immediately on harvesting. Approximately 400 mature root segments located between the bend and the shoot were harvested in 4-day-old seedlings at 12 h after gravistimulation to be used as a reference of root tissues devoid of developing LRPs (termed ‘No LR’ in the dataset). Total RNA was extracted using a Qiagen RNeasy plant mini kit with an on-column DNase treatment following the manufacturer’s recommendations (RNase-free DNase Set, Qiagen, Crawley, UK). RNA samples were quantified using a Nanodrop ND100 spectrophotometer (Nanodrop, Wilimington, DE, USA), and RNA purity and integrity were evaluated using High-Resolution Automated Electrophoresis 2100 Bioanalyzer system from Agilent Technologies (https://www.agilent.com/en/product/automated-electrophoresis).

RNAseq analyses was performed by the MGX-Montpellier GenomiX platform (https://www.mgx.cnrs.fr/). cDNA libraries were constructed using a Stranded mRNA Prep Ligation kit (Illumina, San Diego, CA, USA) according to the manufacturer’s instructions. Briefly, poly(A) RNAs were purified using oligo-d(T) magnetic beads from 310 ng of total RNA. Poly(A) RNAs were fragmented and underwent reverse transcription using random hexamers. During the second-strand generation step, dUTP substituted dTTP to prevent the second strand being used as a matrix during the final PCR amplification. Double-stranded cDNAs were adenylated at their 3ʹ ends and ligated to Illumina’s universal anchors. Ligated cDNAs were amplified following 12 PCR cycles. During this PCR, the libraries were indexed, and the adapter’s sequences were completed to be compatible with the cluster generation step. PCR products were purified using AMPure XP Beads (Beckman Coulter Genomics, Brea, CA, USA). Libraries were validated using a High Sensitivity NGS kit on a Fragment Analyzer (Agilent Technologies, Santa Clara, CA, USA) and quantified using a KAPA Library quantification kit (Roche, Basel, Switzerland).

For library sequencing, 36 libraries were pooled in equimolar amounts. The balance between all samples of the pool was assessed by sequencing on a Miniseq (Illumina) using a 300 cycle Mid Output Reagent Cartridge. The pool was then sequenced on a Novaseq 6000 (Illumina USA) S1 flow cell in paired-end 2*100 nt mode according to the manufacturer’s instructions. This sequencing produced between 36 and 44 million passed filter clusters per library.

For sequencing quality control, image analyses and base calling were performed using the NovaSeq Control Software and Real-Time Analysis component (Illumina). Demultiplexing and trimming were performed using Illumina’s conversion software (bcl2fastq 2.20). The quality of the raw data was assessed using FastQC from the Babraham Institute and the Illumina software SAV (Sequencing Analysis Viewer). FastqScreen was used to estimate the potential level of contamination.

For alignment and statistical analysis, a splice junction mapper, TopHat 2.1.1 (Kim *et al.*, 2013) (using Bowtie 2.3.5.1; Langmead *et al.*, 2009), was used to align the RNAseq reads to the *A. thaliana* genome (NCBI TAIR10.1) with a set of gene model annotations (gff file downloaded from the NCBI on 13 November 2020). Final read alignments with more than six mismatches were discarded. Samtools (v1.9) was used to sort the alignment files. Then, gene counting was performed using Featurecounts 2.0.0 (Liao *et al.*, 2014). As the data are from a strand-specific assay, the reads needed to be mapped to the opposite strand of the gene (-s 2 option). Before statistical analysis, genes with fewer than 15 reads (cumulating all the analysed samples) were filtered out.

Differentially expressed genes (DEGs) were identified using the Bioconductor (Gentleman *et al.*, 2004) package (http://www.bioconductor.org) DESeq2 1.26.0 (Love *et al.*, 2014) (R version 3.6.1). Data were normalized using the DESeq2 normalization method. Genes with an adjusted *P*-value of <5% (according to the false discovery rate method of Benjamini and Hochberg) were declared differentially expressed. DEGs between Col-0 and *puchi-1* were then investigated for each time point. The DEGs with a log2 fold change (FC) >1 or log2FC <–1 and a DESeq2 package Wald test (*P*-value: *P<0.05; **P<0.02; ***P<0.01) were selected for the Gene Ontology (GO) analysis. GO biological process enrichment analyses of the list of either up- or down-regulated DEGs in *puchi-1* were performed using a PANTHER Overrepresentation assay (http://pantherdb.org) and Fisher’s test followed by a Bonferroni correction (*P<0.05) (Thomas *et al.*, 2003; Mi *et al.*, 2013). Only the individual elementary annotations of the GO biological process are shown.

### RT–qPCR analysis

For quantitative reverse transcription–PCR (RT–qPCR) analyses, plant material was collected following the lateral root induction system described in Himanen *et al.* (2002). Briefly, square Petri dishes containing 1/2 MS solid medium, 0.7% (w/v) plant agar supplemented with B5 vitamins, and containing *N*-1-naphthylphthalamic acid (NPA) and/or 1-naphthalene acetic acid (NAA) were used. Col-0 and *puchi-1* seeds were germinated and grown for 72 h on 5 µM NPA before transfer to 5 µM NPA-containing (control) or 10 µM NAA-containing (LR induction) medium. Three biological replicates of root segments without the RAM were harvested after 24 h of treatment and immediately frozen in liquid nitrogen for each condition. Total RNA was extracted using a Qiagen RNeasy plant mini kit with an on-column DNase treatment following the manufacturer’s recommended protocol (RNase-free DNase Set, Qiagen). Quantification, purity, and contamination assessment of the RNA samples was carried out using gel electrophoresis and a Nanodrop ND100 spectrophotometer. cDNAs generated from the three biological replicates were synthesized following the manufacturer’s recommended protocol (Omniscript RT Kit, Qiagen): 1000 ng of RNA in RNase-free water were heated 10 min at 70 °C, and added to the manufacturer’s mix (up to 20 µl) for 1 h at 37 °C. Generated cDNAs diluted 1/10 were added to the Brilliant III Ultra-Fast SYBR® Green QPCR Master Mix with Low ROX reaction mix and used to perform qPCR analysis as recommended by the manufacturer (Qiagen). All qPCRs were carried out and analysed using the Roche® LC480 Lightcycler system and software (qPCR analysis program, Cq determination, curves calibration). Complete thermocycling parameters were as follow: 95 °C, 3 min 15 s; 95 °C, 20 s; 60 °C, 20 s ×40 cycles; 95 °C, 1 min; 60 °C, 30 s; 95 °C, 30 s. Normalization was achieved with the tubulin *TUB3* gene (AT5G62700) and the *UBQ5* gene (AT3G62250) (Lavenus *et al.*, 2015; Trinh *et al.*, 2019). The calibrator cDNA for relative quantification of the effect of each treatment was the control WT treated with NPA. Data are represented as the mean ±SEM. Significant differences between NAA-treated samples were determined using a Student’s *t*-test (*P<0.05; **P<0.02; ***P<0.01). The primers used for RT–qPCR analysis were designed to generate amplicon lengths of 75–110 bases. Primer efficiency and specificity were confirmed by qPCR. Primer sequences were as follows: AT3G20840, PLT1-F CAACCCTTTTCAAACACAAGAGT and PLT1-R TTGGAACCTCTCCTCCTTCA; AT1G51190, PLT2-F AGGAAAGGAAGACAAGTCTACTTAGG and PLT2-R AGAGGGACCCCAATATTTAAGTG; AT5G10510, PLT3-F GATCTTTACCTTGGAACCTTTGC and PLT3-R GCTGCTATGTCATACGCTTCA; AT5G17430, PLT4/BBM-F GAGACAATAATAGTCACTCCCGAGAT and PLT4/BBM-R TTTGTTCGTTATTGTTAATGTTATTGC; AT5G57390, PLT5-F CTCCATGTACAGAGGCGTCA and PLT5-R GCAGCTTCCTCTTGAGTGCTA; AT5G65510, PLT7-F AACAGCTGTAGGAGGGAAGGT and PLT7-R TCTATCTTCCTTGTCATATCCACCTA; TUB3-F TGCATTGGTACACAGGTGAGGGAA and TUB3-R AGCCGTTGCATCTTGGTATTGCTG; and UBQ5-F CGATGGATCTGGAAAGGTTC and UBQ5-R AGCTCCACAGGTTGCGTTAG.

### Confocal microscopy, image processing, and analysis

Confocal microscopy images were obtained with a Leica SP8 confocal system using a ×40 HCX corr Plan Apochromat CS 1.1 NA water objective. Samples were mounted in water or in 15 µM propidium iodide for 1–2 h or in 15 µM propidium iodide supplemented with 0.004% Triton X-100 for 20–40 min as previously described (Du and Scheres, 2017). All combinatorial fluorescence analyses were run as sequential scans. The following excitation/emission settings were used to obtain specific fluorescence signals: for propidium iodide, 488/600–620 nm; for yellow fluorescent protein (YFP), 514/520–550 nm; for cyan fluorescent protein (CFP), 458/475–505 nm; and for enhanced green fluorescent protein (EGFP), 488/500–550 nm. All post-acquisition image such as channel merging was performed using Fiji (https://imagej.net/Fiji) (Schindelin *et al.*, 2012).

### Database mining for PUCHI target genes

Genes showing differential expression (fold change ≥1.5, *P*-value ≤0.05 as determined by Welch two sample *t*-test) in auxin-treated fusion protein PUCHI–GR (glucorticoid receptor) roots upon dexamethasone treatment and in the presence of cycloheximide were retrieved from Trinh *et al.* (2019). Genes associated with genome sequences bound by the transcription factor PUCHI *in vitro* (ampDAP, FRiP ≥5%) were retrieved from the Arabidopsis DAP-seq database published at http://neomorph.salk.edu/dev/pages/shhuang/dap_web/pages/index.php (O’Malley *et al.*, 2016). List contents were compared using the ‘Calculate and draw custom Venn diagrams’ system from VIB/ UGent Bioinformatics & Systems (https://www.vandepeerlab.org/?q=tools/venn-diagrams) to select genes that had been detected by at least two of the three methods: RNAseq profiling of *puchi-1* roots, DAP-seq using PUCHI as a bait, or inducible complementation of PUCHI–GR *puchi-1* roots. Aliases and description summaries were retrieved for each gene from Thalemine (https://bar.utoronto.ca/thalemine/begin.do). Over-representation of GO terms among the 150 genes that are common between two datasets was assayed using the PANTHER algorithm (http://pantherdb.org) and Fisher’s test followed by a Bonferroni correction (*P<0.05) (Thomas *et al.*, 2003; Mi *et al.*, 2013). Among the list of those 150 genes, transcription factors and genes annotated as related to auxin, cytokinin, VLCFA, LR development, or meristem regulation were selected for closer inspection (see Supplementary Table S1 for detailed lists).

## Results

### Loss of PUCHI function alters sequential expression patterns of *PLETHORA* genes in developing lateral root primordia

To assess the role played by PUCHI in the genetic regulation of LRP development and identify its targets, either direct or indirect, during this organogenesis process, we performed a time-series transcriptomic analysis following LR induction by gravistimulation in Col-0 WT and *puchi-1* mutant plants (Fig. 1A). 

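RNAseq was carried out on 36 libraries, with 3 biological replicates in each of 12 groups. The groups were the root bends of the WT and of *puchi-1* at 12, 18, 24, 30, and 36 hpg, and the ‘No LR’ root segments of both genotypes. Each bend sample pooled more than 400 seedlings grown for 4 days before gravistimulation. For the ‘No LR’ segments the paper gives 12 hpg, whereas the sample labels give 9 h. The authors aligned the reads to the TAIR10 genome with TopHat2 (version 2.1.1) and counted them per gene with featureCounts (version 2.0.0), so the deposited values are raw read counts. The paper states 36 to 44 M (1000000) clusters per library. The values given here use the total counts per library, which ranged from 31.7 to 121.6 M with a median of 48.1 M. In the WT, the lowest, median, and highest totals were 41, 46.5, and 54 M for ‘No LR’, 46.4, 48.3, and 51.2 M at 12 hpg, and 39, 47.8, and 48.6 M at 18 hpg. They were 48.1, 51.8, and 89.7 M at 24 hpg, 47.2, 53.2, and 57.8 M at 30 hpg, and 41.5, 44, and 51.8 M at 36 hpg. In *puchi-1* they were 50, 55.5, and 104.4 M for ‘No LR’, 33.5, 46.5, and 54.4 M at 12 hpg, and 31.7, 44.3, and 48.1 M at 18 hpg. The later *puchi-1* totals were 43.8, 57, and 84.5 M at 24 hpg, 41.7, 44.9, and 45.4 M at 30 hpg, and 45.9, 63.6, and 121.6 M at 36 hpg.

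Genes with fewer than 15 reads summed over the 36 libraries were left out, which left 25889 genes. Counts were normalized by TMM and fitted together in one edgeR quasi-likelihood model of the 12 groups. A gene passed the test at an adjusted p under 0.05 (Benjamini-Hochberg within the comparison), and was called differentially expressed when its log2FC was also beyond 1 or -1. Log2FC is *puchi-1* relative to the WT unless stated. Expression levels are TMM-normalized counts per M (CPM), as mean ± SD of the 3 libraries of a group. Where all 3 libraries of a group had 0 counts, the difference is a lower bound against 3 counts over the group, and where they had 1 to 3 counts the ratio has its exact (Clopper-Pearson) 95% interval. Both cover counting error only. Lists of genes written before the data were examined were tested with camera, which compares the members of a list with all other genes. P-values were adjusted over the 31 lists and the 6 comparisons. The lists of QC genes, the PLETHORA family, and early lateral root regulators were taken from genes the study reports on these samples. Other lists, such as those of wax, cutin, suberin, VLCFA, Aux/IAA, *GH3*, *CRF*, and SHI/STY genes, share genes or processes with what it reports. Their tests are not independent of the study either.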

Root segments were sampled at 12 hours post-gravistimulation (hpg; stage I), 18 hpg (predominantly stage II in Col-0 and *puchi-1*), 24 hpg (stages II–IV in Col-0, stages II–III in *puchi-1*), 30 hpg (stages III–V in Col-0, stages II–IV in *puchi-1*), and 36 hpg (stages III–VI in Col-0, stages II–V in *puchi-1*), which correspond approximately to LR initiation, the mid and late morphogenetic phases, and the early meristematic phase in a Col-0 background in our experimental conditions (Supplementary Fig. S1A–C) (Goh *et al.*, 2016; Trinh *et al.*, 2019). A root segment was sampled directly above the root bend in both genotypes at 12 hpg to be used as ‘No LR’ reference material. RNAseq profiling of these samples was performed, and DEGs between successive time points or between the two genotypes at a single time point were identified (log2FC >1 or log2FC < –1, *P<0.05; see the Materials and methods).

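*PUCHI* mRNA was counted in every library of both genotypes, and its level was higher in *puchi-1* than in the WT. *PUCHI* encodes the AP2/ERF transcription factor under study and lies on chromosome 5 of TAIR10 from 6164526 to 6166040. At 18 hpg, *PUCHI* reached 16.7 ± 2.7 CPM in the WT and 36.9 ± 3.58 CPM in *puchi-1* (log2FC = 1.15, standard error 0.19, adjusted p = 0.00268). It also passed the test at 24 hpg (log2FC = 0.99, adjusted p = 0.00799) and 30 hpg (log2FC = 0.97, adjusted p = 0.0119). In ‘No LR’ segments and at 12 and 36 hpg the log2FC was 0.71, 0.45, and 0.58 (adjusted p = 0.0692, 0.624, and 0.197, the first 0.0426 without WT replicate 1). The difference in log2FC between the bend time points did not pass its own test (unadjusted p of 0.074, adjusted p = 1). The call at 24 hpg was lost without WT replicate 3 (adjusted p = 0.0738), and that at 30 hpg without *puchi-1* replicate 3 (0.0996) or WT replicates 1 or 2 (0.126 and 0.0555). Counts per gene do not tell a complete transcript from an incomplete one.

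Genes of root hairs and of the endodermal barrier varied widely between the ‘No LR’ libraries of each genotype. The 9 root hair genes and 9 barrier genes include *COBL9* and *EXPA18*, which act in root hair growth, and *CASP1* and *CASP4*, which build the Casparian strip. Their mean log2 CPM was between 5.34 and 5.85 in all bends at 12 hpg, and between -1.02 and 2.91 at 36 hpg. In ‘No LR’ segments it was 5.58, 0.56, and -1.15 in WT replicates 1, 2, and 3, and 5.43, 1.86, and -1 in those of *puchi-1*. Neither list differed between the genotypes at any time point (lowest adjusted p = 0.104 for root hair genes and 0.366 for barrier genes, both from camera) in all libraries. Without 1 library root hair genes passed in ‘No LR’ segments (0.00562 and 0.000715 without *puchi-1* replicate 3 and WT replicate 1), at 24 hpg (0.0324 without WT replicate 2), and at 36 hpg (0.00893 without WT replicate 3). Barrier genes did so in ‘No LR’ segments (0.0363 and 0.000916 without *puchi-1* replicate 3 and WT replicate 1). At 18 hpg barrier genes passed with the replicate as a block (0.000115), and at 24 hpg with the sampling month as a covariate (0.00102). Root hair genes passed with the replicate as a block at 12, 24, and 30 hpg (7.68e-05, 0.00164, and 0.00523). They also passed at 24 hpg with the bends alone (0.0363).

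**Figure D1:**
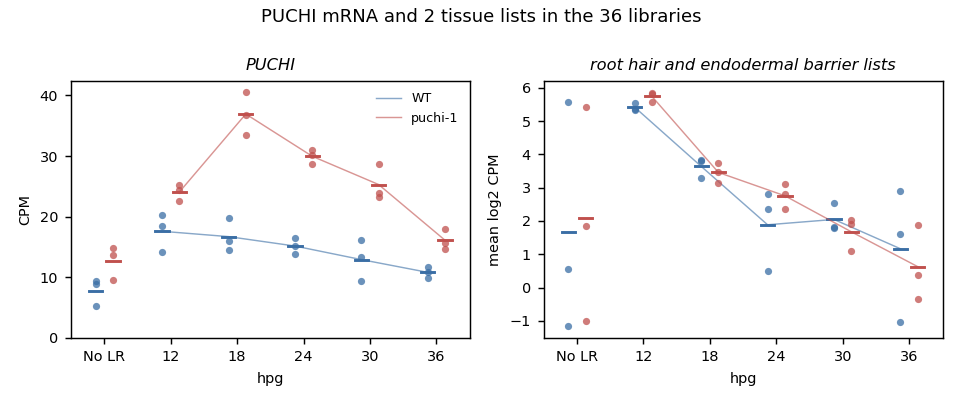
Level of *PUCHI* (CPM) and mean log2 CPM of root hair and endodermal barrier genes in each library, by sample and genotype. Points are libraries, bars are means of 3 libraries, and the line joins the means of the bends. The ‘No LR’ libraries of each genotype spread from above 5 to below 0 on the marker axis.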

**Fig. 1.**
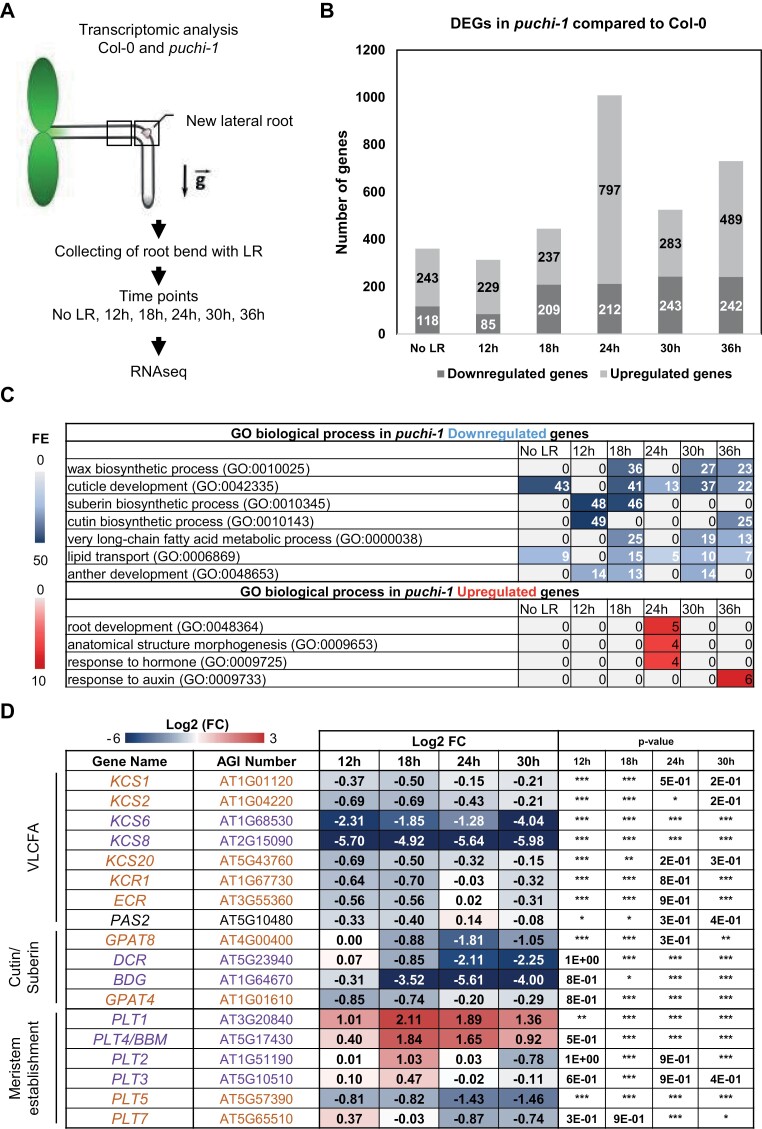
Time-course transcriptomic analysis of LRP formation in Col-0 and *puchi-1* after root gravistimulation. (A) Schematic diagram of the experimental procedure for the RNAseq analysis. (B) Number of differentially expressed genes (DEGs) in *puchi-1* compared with Col-0 at No LR, 12, 18, 24, 30, and 36 h after gravistimulation. Genes with a fold change (FC) of log2FC >1 or log2FC <–1 with *P<0.05 were selected. (C) Distribution of elementary Gene Ontology (GO) terms among either up-regulated or down-regulated genes in *puchi* was analysed using a PANTHER over-representation assay and Fisher test followed by a Bonferroni correction (*P<0.05). The heat map shows the GO term fold enrichment (FE) of DEGs for each time point. (D) Heat map of selected gene patterns up- and down-regulated in *puchi-1* compared with the Col-0 background during the formation of LRPs. Log2FC of expression in *puchi-1* compared with the WT is given. Statistical analysis on three independent RNAseq replicates was performed using the DESeq2 package and Wald test: *P<0.05; **P<0.02; ***P<0.01. The colour code for the heatmaps in (C) and (D) is red for up-regulated genes and blue for down-regulated genes. The colour code for gene names in (D) indicates the module classification (orange, module1, morphogenetic phase; and purple, module 2, meristematic phase) as described in Lavenus *et al.* (2015).

A total of 5791 genes in the WT and 9571 genes in the *puchi-1* mutant background were shown to be differentially expressed during the LRP developmental time course. 

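*PUCHI*, *LBD16*, and *GH3.1* were higher, and *CYP86A1* and *GPAT6* lower, in WT bends at 12 hpg than in ‘No LR’ segments. In the WT, *PUCHI* had a log2FC of 1.18 at 12 hpg relative to ‘No LR’ (standard error 0.19, adjusted p = 0.000898), and *LBD16* and *GH3.1* had 1.04 and 1.14 (adjusted p = 0.00303 and 0.00143). *CYP86A1* and *GPAT6*, which act in suberin and cutin synthesis, had log2FC of -3.48 and -3.34 (adjusted p = 0.000688 and 0.000896). In *puchi-1*, the log2FC was 0.92 for *PUCHI*, 1.01 for *PLT5*, and 1.56 for *DCR* (adjusted p = 0.00149, 0.00221, and 0.000599), and -5.54 for *CYP86A1* (adjusted p = 2.71e-06). These calls held without any 1 library. From 12 to 18 hpg *CYP86A1* rose with a log2FC of 2.77 in the WT (adjusted p = 0.0271) and 3.38 in *puchi-1* (adjusted p = 0.00399). In the WT this was lost without replicates 1, 2, or 3 of 12 hpg (0.238, 0.202, and 0.149) or 1 or 2 of 18 hpg (0.0567 and 0.164), and in *puchi-1* without replicate 1 of 12 hpg (0.0653).

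Over the 5 successive comparisons from ‘No LR’ to 36 hpg, 639 genes were called in the WT and 2479 in *puchi-1*. Between ‘No LR’ and 12 hpg there were 637 genes in the WT, 39 up-regulated and 598 down-regulated, and 2458 in *puchi-1*, 845 up-regulated and 1613 down-regulated. Between 12 and 18 hpg there were 27 in the WT (26 and 1) and 123 in *puchi-1* (97 and 26), which were also the totals without ‘No LR’ segments. After 18 hpg edgeR called 0 genes in either genotype. At an unadjusted p with the same limit on log2FC it gave 800, 541, and 371 genes in the WT and 405, 945, and 343 in *puchi-1* for the 3 later steps. DESeq2 in one fit called 55, 4, and 0 in the WT and 0, 1, and 0 in *puchi-1*, and on the 6 libraries of a step 383, 173, and 97, and 202, 705, and 87. The total of the WT became 226 and 319 without replicates 1 and 2 of 12 hpg, and 3014 and 155 without ‘No LR’ replicates 1 and 3. That of *puchi-1* became 1477 without replicate 1 of 12 hpg, and 4051, 1537, and 1603 without ‘No LR’ replicates 1, 2, and 3. Both totals fell with root hair and endodermal barrier genes as a covariate. Other splits of the libraries called up to 1973 genes in the WT and 3434 in *puchi-1*, so chance cannot be excluded for the totals. The genotypes were not tested for a difference in the totals.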

Noticeably, comparison of WT and *puchi-1* reference ‘No LR’ root segments revealed 361 genes differentially expressed between the two genotypes (Fig. 1B). In contrast, comparison of *puchi-1* with WT LRP transcriptomic datasets at 12, 18, 24, 30, and 36 hpg yielded a minimum of 314 up to a maximum of 1009 DEGs, with the highest divergence between the two genotypes observed at 24 and 36 hpg (Fig. 1B). 

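*PDF1*, *LTP6*, and *ADS1* had lower levels, and *GH3.1* and *SHY2* higher levels, in ‘No LR’ segments of *puchi-1* than in those of the WT. In all, 95 genes were called, 17 up-regulated and 78 down-regulated, and 274 passed the test at any fold change. *PDF1*, a gene of the protoderm, was lower with a log2FC of -8.29 (standard error 1.25, adjusted p = 0.00131). *LTP6*, which encodes a lipid transfer protein, had a log2FC of -7.55 (adjusted p = 0.00295). *ADS1*, which encodes a fatty acid desaturase, had a log2FC of -3.19 (adjusted p = 0.00779). Among the genes that were higher, *GH3.1* encodes an auxin-conjugating enzyme and had a log2FC of 1.18 (adjusted p = 0.0031). *SHY2*, an Aux/IAA repressor, had a log2FC of 0.8 (adjusted p = 0.00275).

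Of 33 cell cycle genes, 1 was lower and none was higher (14 lower when adjusted over the list alone), and the list was lower as a group (adjusted p = 2.47e-11, adjusted p = 0.172 with an estimated correlation). Of 12 xylem genes none passed the test (3 lower when adjusted over the list alone, list adjusted p = 8.25e-05, adjusted p = 0.288 with an estimated correlation). The lists of 29 Aux/IAA genes and 7 *GH3* genes were higher (adjusted p = 2.31e-06 and 8.63e-06, both held with an estimated correlation and without any 1 library), with 4 genes higher in each (8 and 4 when adjusted over the list alone). The 9 SHI/STY genes were lower (adjusted p = 0.000352, adjusted p = 0.181 with an estimated correlation, and 0.168 without WT replicate 3), with 2 lower genes (5 when adjusted over the list alone). The 12 early lateral root regulators were higher (adjusted p = 0.00528, adjusted p = 0.253 with an estimated correlation), with 2 higher genes (3 when adjusted over the list alone), and this was lost without *puchi-1* replicate 1 (0.341) or WT replicate 3 (0.291). So were the 6 QC genes (adjusted p = 0.0347, adjusted p = 0.278 with an estimated correlation), which was lost without *puchi-1* replicates 2 or 3 (0.173 and 0.129) or WT replicate 2 (0.588), with the replicate as a block (0.106), and with the filter of filterByExpr (0.0538). The early lateral root regulators and the QC genes were taken from genes the study reports on these samples, so their tests are not independent evidence. The 3 replicates of ‘No LR’ segments were those that differed most in root hair and endodermal barrier genes. The count of 95 became 520, 40, and 54 without *puchi-1* replicates 1, 2, and 3, and 152 and 341 without WT replicates 1 and 3. With the 6 ‘No LR’ libraries fitted alone 1 gene was called, and the adjusted p of each of these 5 genes was 1.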

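A retroposon pseudogene and a phosphate transporter gene differed between the genotypes at every time point, whereas the number of genes called was smallest at 12 hpg. *SADHU3-2*, a pseudogene of a retroposon, was measured at 70.4 ± 4.43 CPM in *puchi-1* and 0.182 ± 0.113 CPM in the WT at 18 hpg. *PHT2;1*, which encodes a chloroplast phosphate transporter, was lower, with 12.9 ± 1.4 CPM in *puchi-1* and 58.9 ± 6.82 CPM in the WT at 12 hpg (log2FC = -2.19, adjusted p = 2.28e-09). *SRS5*, a transcription factor gene of the SHI/STY family, and *PRP4*, which encodes a proline-rich cell wall protein, were lower at 18 hpg with log2FC of -4.84 and -6.08 (adjusted p = 0.000114 and 8.43e-06). *scpl25*, which encodes a serine carboxypeptidase-like protein, had a log2FC of -3.77 at 30 hpg (adjusted p = 5.18e-05).

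At 12, 18, 24, 30, and 36 hpg, edgeR called 13, 58, 105, 91, and 135 genes. The up-regulated genes numbered 4, 28, 26, 25, and 37, and the down-regulated genes 9, 30, 79, 66, and 98. With an unadjusted p and the same limit on log2FC, the numbers were 457, 542, 989, 623, and 768. The titles of replicates of equal number gave the same month at 18 hpg, where a model with the replicate as a block called 217 genes, 91 up-regulated and 126 down-regulated.

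These counts depended on single libraries. At 12 hpg the count became 6 and 7 without *puchi-1* replicates 1 and 3, and 8 without WT replicate 3. At 18 hpg it became 35, 31, and 28 without *puchi-1* replicates 1, 2, and 3, and 36, 29, and 38 without those of the WT. The count of 24 hpg became 53, 51, and 53 without the *puchi-1* replicates and 59 without WT replicate 3. At 30 hpg it became 51, 55, and 47 without the *puchi-1* replicates, and 58, 57, and 54 without those of the WT. At 36 hpg it became 52 and 61 without *puchi-1* replicates 1 and 3, and 89 without WT replicate 2 or 3. The difference in the number of genes between time points was not tested.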

Because we were first interested in uncovering the role of PUCHI in the process of LR organogenesis without necessarily distinguishing the primary molecular targets of this transcription factor from the secondary regulatory events influencing LRP formation, we examined all the genes whose expression dynamics during LRP formation was shown to be dependent on PUCHI function, later termed PUCHI-dependent genes.

We analysed GO enrichment among DEGs focusing specifically on genes whose expression is either up-regulated or down-regulated in *puchi-1* as compared with the WT. Consistent with previous studies, this analysis revealed that PUCHI-dependent genes are highly enriched in lipid metabolism-related genes (*P*-value <0.001), and confirmed that PUCHI positively influences the expression of multiple VLCFA, cutin, and suberin biosynthetic genes during LRP formation (Fig. 1C, D; Supplementary Figs S2, S3) (Trinh *et al.*, 2019). In addition, transcriptomic profiling in *puchi-1* and the WT revealed other biological processes dependent on PUCHI. 

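Genes of wax, cutin, and VLCFA synthesis had lower levels in *puchi-1* bends. *CER3*, which acts in the synthesis of wax alkanes, lies on chromosome 5 of TAIR10 from 23420184 to 23424117. At 24 hpg it was measured at 33.1 ± 6.18 CPM in the WT and 4.98 ± 0.837 CPM in *puchi-1* (log2FC = -2.73, standard error 0.24, adjusted p = 1.18e-07). Its log2FC was -0.17 at 12 hpg (adjusted p = 0.926), -1.88 at 18 hpg, -3.11 at 30 hpg, and -2.87 at 36 hpg (adjusted p = 0.000114, 9.01e-09, and 4.11e-08). *KCS5*, which encodes a VLCFA elongation enzyme, reached 8.66 ± 0.469 CPM in the WT at 36 hpg against 0.467 ± 0.28 CPM in *puchi-1* (log2FC = -4.24, adjusted p = 4.01e-05). *KCS8*, a gene of the same family, had a log2FC of -5.56 at 24 hpg (adjusted p = 0.00147). At 12 hpg it had 0 counts in the 3 *puchi-1* libraries, at least 9.85-fold lower than in the WT. *DCR*, which encodes an acyltransferase of cutin synthesis, had a log2FC of -2.1 at 24 hpg (adjusted p = 0.000212). *ABCG11*, which encodes a transporter of cuticular lipids, was measured at 4.38 ± 1.57 CPM in the WT and 0.146 ± 0.0503 CPM in *puchi-1* at 18 hpg (log2FC = -4.86, adjusted p = 0.00268). *BDG*, a gene of cuticle formation, had a log2FC of -5.52 at 24 hpg (adjusted p = 0.0014).

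Of 22 VLCFA elongation genes, 1, 2, 3, and 3 were lower at 18, 24, 30, and 36 hpg and none was higher (7 lower at 12 hpg, then 8, 3, 7, and 6, when adjusted over the list alone). As a group they were lower at every time point of the bends (adjusted p = 5.42e-06, 3.46e-07, 0.00835, 1.1e-10, and 2.83e-09 from 12 to 36 hpg). The call at 24 hpg was lost with an estimated correlation (adjusted p = 0.132 with an estimated correlation) and without *puchi-1* replicate 2 (0.061). Of 11 genes of wax synthesis and export, 2, 4, 5, and 5 were lower from 18 to 36 hpg (2 at 12 hpg, then 7, 6, 6, and 6, when adjusted over the list alone). The list was lower with adjusted p of 2.43e-08, 9.46e-10, 2.49e-14, and 8.69e-12 from 18 to 36 hpg, all held with an estimated correlation. At 12 hpg its adjusted p was 0.0239, which was lost without *puchi-1* replicate 2 (0.0573) or WT replicates 2 or 3 (0.121 and 0.251), as was the call with an estimated correlation (adjusted p = 0.218 with an estimated correlation). Of 12 cutin genes, 4, 3, and 5 were lower from 24 to 36 hpg (5 at 12 and 18 hpg, then 6, 5, and 5, when adjusted over the list alone). The adjusted p of the list was 0.00473 at 12 hpg (adjusted p = 0.23 with an estimated correlation). From 18 to 36 hpg it was 3.46e-07, 1.02e-08, 2.8e-11, and 3.51e-11, all held with an estimated correlation.

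Suberin genes were lower as a group in *puchi-1* at 12 hpg. *CYP86A1*, which encodes a fatty acid hydroxylase of suberin synthesis, was at 39.6 ± 4.86 CPM in the WT and 10.1 ± 2.75 CPM in *puchi-1* (log2FC = -1.97, standard error 0.53, adjusted p = 0.303). DESeq2 in one fit and on 6 libraries, and edgeR on the bends alone, called *CYP86A1* at 12 hpg. In the edgeR model of the 12 groups none of 13 suberin genes passed the test at any time point over all genes. Adjusted over the list alone, 10 were lower at 12 hpg and none later. Of the 13, 10 passed and were lower on the average of the 5 bend time points, among them *CYP86A1* with a log2FC of -1.13 (adjusted p = 0.00176), and without any 1 of the 30 bend libraries 7 to 10 did. Together they were lower at 12 hpg (adjusted p = 8.69e-12, adjusted p = 0.0298 with an estimated correlation) and at 18 hpg (adjusted p = 1.88e-06, adjusted p = 0.155 with an estimated correlation). At 24 hpg the list had an adjusted p of 0.0176 (adjusted p = 0.561 with an estimated correlation), and without *puchi-1* replicate 2 or WT replicate 2 it was 0.404 and 0.0966. At 36 hpg it was 0.0189 (adjusted p = 0.567 with an estimated correlation) and 0.0757 without WT replicate 1.

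**Figure D2:**
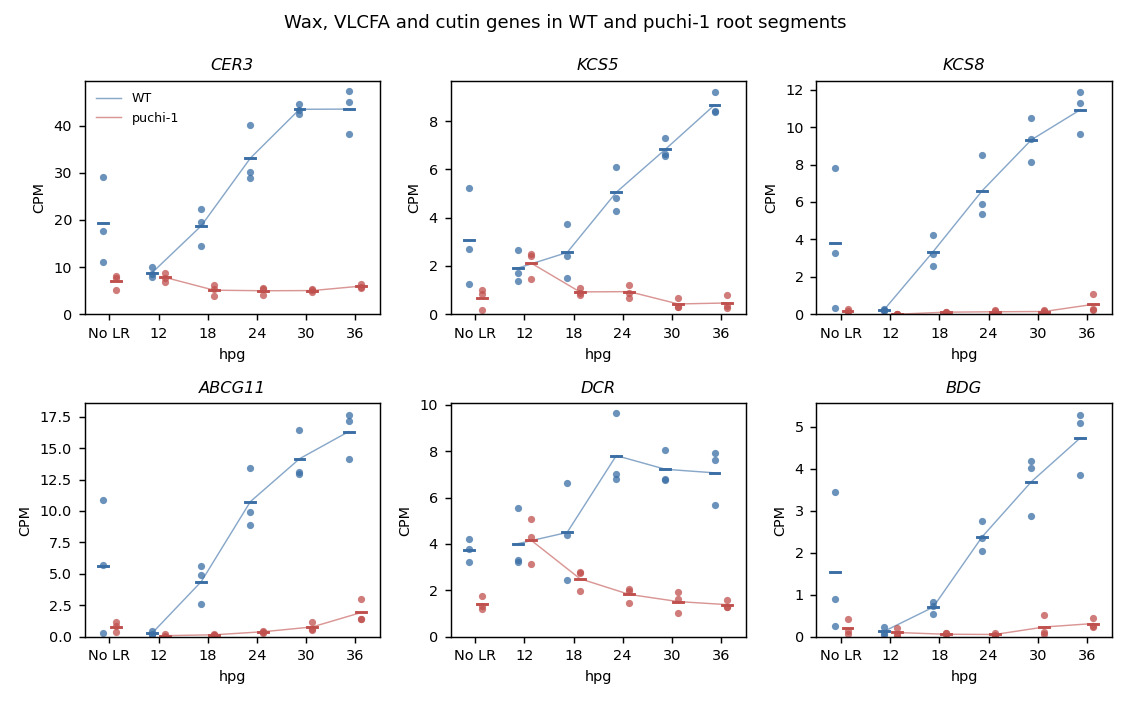
Level (CPM) of *CER3*, *KCS5*, *KCS8*, *ABCG11*, *DCR*, and *BDG* by sample and genotype. Points are libraries, bars are means of 3 libraries, and the line joins the means of the bends. At 24 hpg *CER3* has a mean of 33.1 CPM in the WT and 4.98 CPM in *puchi-1*.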

Interestingly, root development-related genes were over-represented in the *puchi-1* RNAseq dataset as compared with the WT (*P<0.05 when comparing *puchi-1* and the WT at 24 h). These include *PLT1*, *PLT2*, and *PLT4/BBM* genes, which are well known regulators of RAM establishment and maintenance (Fig. 1D) (Aida *et al.*, 2004). 

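*RGF1* and *SHR*, genes of the root stem cell niche, were higher in *puchi-1* bends at 24 hpg. *RGF1*, which encodes a peptide that maintains the root stem cell niche, lies on chromosome 5 from 24466509 to 24467215. At 24 hpg it was measured at 1.31 ± 0.157 CPM in *puchi-1* and 0.0333 ± 0.0301 CPM in the WT (log2FC = 5.38, standard error 0.95, adjusted p = 0.00332). The difference in its log2FC between the bend time points had an unadjusted p of 0.00297 (adjusted p = 0.785). *SHR*, which encodes a transcription factor that patterns the ground tissue, had a log2FC of 0.47 (adjusted p = 0.0312). It no longer passed without *puchi-1* replicates 1, 2, or 3 (0.105, 0.127, and 0.0989) or WT replicates 2 or 3 (0.0821 and 0.291).

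Of 23 genes of the root stem cell niche and root cap, among them *WOX5* and *WIP4* that the study also shows as QC genes, 2 were higher at 18 hpg and 3 at 24 hpg, and none was lower at either (2 and 5 higher when adjusted over the list alone). Taken as a list they were higher at 18 hpg (adjusted p = 0.00851, adjusted p = 0.282 with an estimated correlation) and at 24 hpg (adjusted p = 0.0152, adjusted p = 0.327 with an estimated correlation). At 24 hpg the adjusted p was 0.0546 without *puchi-1* replicate 3 and 0.0989 without WT replicate 3. At 30 hpg the test of the list gave an adjusted p of 0.163. The 33 cell cycle genes were all above 0 in log2FC at 18 hpg, from 0.03 to 0.56, although none passed on its own (1 when adjusted over the list alone). Their adjusted p as a group was 1.02e-08 at 18 hpg (adjusted p = 0.259 with an estimated correlation). They were also higher at 24 hpg (adjusted p = 5.07e-06, adjusted p = 0.398 with an estimated correlation) and at 30 hpg (adjusted p = 0.0231, adjusted p = 0.754 with an estimated correlation). The call at 30 hpg was lost without *puchi-1* replicates 1 or 3 (0.17 and 0.118) or WT replicates 1 or 2 (0.146 and 0.143). At 36 hpg they were lower (adjusted p = 1.01e-07, adjusted p = 0.293 with an estimated correlation).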

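*PLT2*, which encodes a PLETHORA transcription factor of the RAM, lies on chromosome 1 of TAIR10 from 18977176 to 18980618. At 18 hpg it was measured at 3.19 ± 0.72 CPM in *puchi-1* and 1.57 ± 0.561 CPM in the WT. This is a log2FC of 1.03 (standard error 0.46, adjusted p = 0.445 from edgeR, and 0.0438 with the replicate as a block). At 24 hpg the levels were 2.51 ± 0.203 CPM and 2.44 ± 0.519 CPM (log2FC = 0.04, adjusted p = 0.988). At 36 hpg they were 1.88 ± 0.45 CPM and 5.5 ± 0.519 CPM (log2FC = -1.55, adjusted p = 0.113). The change in its log2FC over the bend time points had an unadjusted p of 0.00618 (adjusted p = 0.918).

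Of the 7 genes of the PLETHORA family tested, 1 was higher at 18 hpg, 1 was higher and 1 lower at 24 hpg, and 1 was lower at 30 and at 36 hpg. When adjusted over the list alone, 2 were higher and 1 lower at 18 hpg, 2 were higher and 2 lower at 24 hpg, 1 was higher and 2 lower at 30 hpg, and 3 were lower at 36 hpg. The list was chosen from the genes the study reports on these samples, so neither these counts nor the tests of the list are independent evidence. As a group the 7 genes were higher at 18 hpg (adjusted p = 0.0254, adjusted p = 0.278 with an estimated correlation) and lower at 36 hpg (adjusted p = 0.000186, adjusted p = 0.064 with an estimated correlation). The call at 18 hpg was lost without *puchi-1* replicate 2 (0.0635) or WT replicate 3 (0.0592).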

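*WIP4*, which encodes a zinc finger protein needed for root initiation in the embryo, was higher in *puchi-1* bends at 18 and 24 hpg. It lies on chromosome 3 of TAIR10 from 7313538 to 7315883. At 18 hpg the 3 WT libraries held 3 counts of *WIP4* and the 3 *puchi-1* libraries 100, a ratio of 34.6 with a 95% interval of 11.5 to 171. Its adjusted p was 0.00838, and it became 0.0572 and 0.0759 without WT replicates 1 and 2. At 24 hpg the level was 1.08 ± 0.295 CPM in *puchi-1* and 0.0549 ± 0.0428 CPM in the WT (log2FC = 4.34, adjusted p = 0.00632, and 0.0891 without WT replicate 3). At 36 hpg the log2FC was 0.68 (adjusted p = 0.78), and the difference between the time points had an unadjusted p of 0.000884 (adjusted p = 0.636). *NAP*, a NAC transcription factor gene, had a log2FC of 2.97 at 30 hpg (adjusted p = 0.0284). This was lost without *puchi-1* replicates 1 or 3 (0.127 and 0.122) or WT replicates 1, 2, or 3 (0.103, 0.145, and 0.223). *NPY4*, a gene of auxin-dependent organ formation, was at 13.3 ± 0.773 CPM in *puchi-1* and 3.39 ± 1.82 CPM in the WT at 24 hpg (log2FC = 1.98, adjusted p = 0.125). Its average over the bends was 1.03 (adjusted p = 0.00864).

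Of the 6 QC genes, which also include *DUF9*, *APL4*, and *WOX5*, 1 was higher at each of 18, 24, and 30 hpg and none was lower. Adjusted over the list alone, 3 were higher at 18 and 24 hpg, and 1 was higher and 1 lower at 30 and 36 hpg. The study chose these 6 genes on these samples, so neither the counts nor the tests of the list are independent evidence. As a group they were higher at 18 hpg (adjusted p = 2.93e-06, held with an estimated correlation), at 24 hpg (adjusted p = 0.00825, adjusted p = 0.163 with an estimated correlation), and at 30 hpg (adjusted p = 0.00437, adjusted p = 0.132 with an estimated correlation). At 36 hpg the adjusted p was 0.671. None of the 6 passed in ‘No LR’ segments (1 higher when adjusted over the list alone), and as a group they were higher there (adjusted p = 0.0347, adjusted p = 0.278 with an estimated correlation), which was lost without *puchi-1* replicates 2 or 3 (0.173 and 0.129) or WT replicate 2 (0.588), with the replicate as a block (0.106), and with the filter of filterByExpr (0.0538).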

Other genes whose function can be related to root meristem organization or activity (e.g. predominantly expressed in the QC; Nawy *et al.*, 2005) displayed altered expression dynamics during LRP development in the *puchi-1* background (Supplementary Fig. S3). In particular our RNAseq analysis shows robust overexpression of *PLT1* and *PLT4* genes in *puchi-1* root segments throughout the four time points of our dataset and especially at 18 h and 24 h, which correspond to root segments harbouring young LRPs from stage II to stage III—before the transition to the meristematic phase (Fig. 1D; Supplementary Fig. S1). Conversely other regulators of the PLETHORA family, *PLT5* and *PLT7*, were down-regulated in *puchi-1* root segments as compared with the WT (Fig. 1D). These latter results are consistent with previously published LR GRN prediction analyses and confirm that both *PLT5* and *PLT7* are positively regulated downstream of *PUCHI* in the early morphogenetic phase (Lavenus *et al.*, 2015). 

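*PLT1* had higher levels in *puchi-1* bends at 18 and 24 hpg. *PLT1* and *PLT4* encode AP2-type transcription factors that act in the stem cell niche of the RAM. *PLT1* lies on chromosome 3 of TAIR10 from 7300444 to 7303693, and *PLT4* on chromosome 5 from 5742393 to 5745748. *PLT1* was measured at 9.66 ± 1.19 CPM in *puchi-1* and 2.24 ± 0.314 CPM in the WT at 18 hpg, a log2FC of 2.11 (standard error 0.45, adjusted p = 0.023). At 24 hpg the levels were 8.8 ± 0.913 CPM and 2.37 ± 1.1 CPM (log2FC = 1.9, adjusted p = 0.0367). At 12, 30, and 36 hpg its log2FC was 1, 1.36, and 0.11 (adjusted p = 0.641, 0.317, and 0.964). Averaged over the 5 bend time points the log2FC was 1.3 (standard error 0.2, adjusted p = 5.36e-05).

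The call of *PLT1* at 18 hpg was lost without any single library, with adjusted p of 0.0589, 0.061, and 0.121 without *puchi-1* replicates 1, 2, and 3, and 0.106, 0.166, and 0.128 without those of the WT. At 24 hpg it was lost without *puchi-1* replicates 1, 2, or 3 (0.0843, 0.124, and 0.104) or WT replicates 2 or 3 (0.0722 and 0.35). *PLT4* was at 3.4 ± 0.385 CPM in *puchi-1* and 0.952 ± 0.377 CPM in the WT at 18 hpg (log2FC = 1.84, adjusted p = 0.288, and 0.0174 with the replicate as a block). Its levels at 24 hpg were 4.03 ± 0.338 and 1.29 ± 0.218 CPM (log2FC = 1.65, adjusted p = 0.221). DESeq2 on 6 libraries and edgeR on the bends alone called *PLT4* at both times, and edgeR on 6 libraries called it at 24 hpg. At 36 hpg its log2FC was -0.54 (adjusted p = 0.805). On the average of the bends the log2FC of *PLT4* was 0.85 (standard error 0.27, adjusted p = 0.0376). This was lost without *puchi-1* replicates 1 or 2 of 12 hpg (0.0629 and 0.0646), 3 of 18 hpg (0.0579), 2 or 3 of 24 hpg (0.0546 and 0.0501), 1 of 30 hpg (0.0573), or 2 of 36 hpg (0.0655). It was also lost without WT replicates 1 or 2 of 12 hpg (0.069 and 0.0548), 2 of 18 hpg (0.0658), 3 of 24 hpg (0.0623), 2 or 3 of 30 hpg (0.0539 and 0.0622), or 1 or 2 of 36 hpg (0.0565 and 0.0549). The tests of a difference between time points had unadjusted p of 0.0236 for *PLT1* and 0.0524 for *PLT4* (adjusted p = 1 for both).

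**Figure D3:**
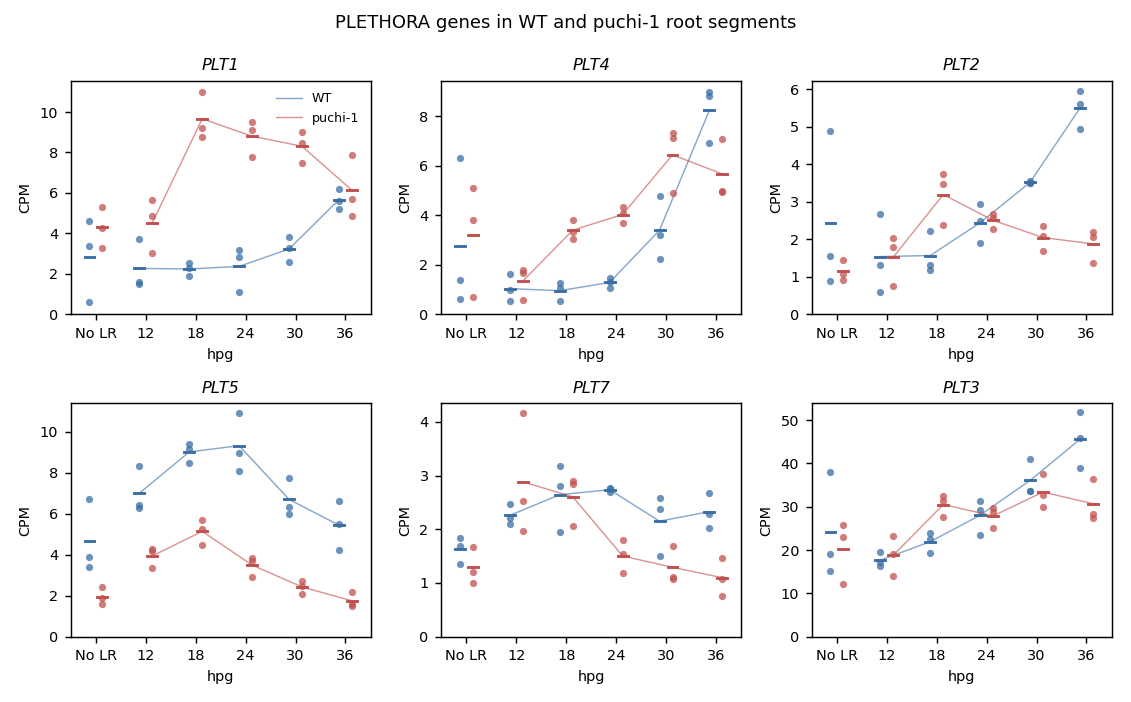
Level (CPM) of *PLT1*, *PLT4*, *PLT2*, *PLT5*, *PLT7*, and *PLT3* by sample and genotype. Points are libraries, bars are means of 3 libraries, and the line joins the means of the bends. At 18 hpg the mean of *PLT1* is 9.66 CPM in *puchi-1* and 2.24 CPM in the WT.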

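*PLT5* was lower in *puchi-1* at 24, 30, and 36 hpg, and *PLT7* was lower when averaged over the bends. Both encode PLETHORA transcription factors that act early in lateral root primordia. The log2FC of *PLT5* was -1.41 at 24 hpg (standard error 0.22, adjusted p = 0.00069), -1.46 at 30 hpg (adjusted p = 0.000677), and -1.64 at 36 hpg (adjusted p = 0.000122). These 3 calls held without any 1 library. At 12 and 18 hpg it was -0.83 and -0.81 (adjusted p = 0.281 and 0.123, and 0.0158 at 18 hpg with the replicate as a block). *PLT7* lies on chromosome 5 of TAIR10 from 26185593 to 26189571. Its level was 1.5 ± 0.309 CPM in *puchi-1* and 2.74 ± 0.0445 CPM in the WT at 24 hpg (log2FC = -0.86, standard error 0.28, adjusted p = 0.17). At 12 and 18 hpg its log2FC was 0.35 and -0.02 (adjusted p = 0.835 and 1), and at 36 hpg -1.08 (adjusted p = 0.0625). Over the 5 time points its average was -0.47 (adjusted p = 0.0151). The tests of a difference between the time points had unadjusted p of 0.0307 for *PLT5* and 0.00512 for *PLT7*, and neither passed (adjusted p = 1 and 0.908).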

Underexpression of *PLT5* and *PLT7* was confirmed by independent RT–qPCR analyses in *puchi-1* roots compared with the WT 24 h after LR induction by auxin (which corresponds to stages II–III LRPs in Col-0 and stages I–III LRPs in *puchi-1*) (Himanen *et al.*, 2002) (Supplementary Fig. S4A).

We took advantage of published *in vitro* and *in vivo* datasets to compare identified DEGs with previously reported PUCHI-dependent gene expression or PUCHI genomic binding sites. First, a list of 13 putative direct target genes of PUCHI were previously identified from the transcriptomic response of the roots of PUCHI–GR seedlings upon dexamethasone treatment and in the presence of cycloheximide, an inhibitor of protein synthesis (Trinh *et al.*, 2019). Second, a total of 2412 putative PUCHI-binding sites have been identified in the genome using DAP-seq technology (O’Malley *et al.*, 2016). Comparison of those lists with the list of PUCHI-dependent genes identified by RNAseq profiling of branching root segments (this work) yielded one single gene, namely *CYTOKININ RESPONSE FACTOR 1* (*CRF1*), that is retrieved by these three investigation methods, and a total of 150 genes identified by at least two of these three experimental strategies (Supplementary Fig. S5A; Supplementary Table S1). 

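*CRF1*, *PLT5*, and *ERF12*, which encode transcription factors of the AP2/ERF family, were among the genes found by DAP-seq and by RNAseq that were lower in *puchi-1* bends. Supplementary Table S1 lists 142 genes common to the DAP-seq and RNAseq datasets, and all 142 were tested here. Of these, 23 were called at 1 or more of 12, 18, 24, and 30 hpg, and 1 gene, *CRF1*, at all 4 times. Averaged over the 5 bend time points, 65 passed the test, 20 higher and 45 lower in *puchi-1*. The study selected the genes of the table on these samples, so the counts are not independent evidence. The DAP-seq and PUCHI-GR data were not examined.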

Because DAP-seq profiles genomic sequences for which the PUCHI transcription factor displays affinity *in vitro*, and because the PUCHI–GR complementation assay was performed in the presence of cycloheximide, *CRF1* is most probably a direct target of PUCHI that induces its expression during LRP formation (Supplementary Figs S3, S6E). 

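*CRF1* was lower in *puchi-1* than in the WT in ‘No LR’ segments and at every time point of the bends. It lies on chromosome 4 of TAIR10 from 6794630 to 6796398. At 18 hpg it was measured at 3.15 ± 0.294 CPM in the WT and 0.42 ± 0.237 CPM in *puchi-1* (log2FC = -2.88, standard error 0.38, adjusted p = 0.000114). At 12 hpg the levels were 2.36 ± 0.519 and 0.365 ± 0.165 CPM (log2FC = -2.66, adjusted p = 0.00126). The log2FC was -2.38 at 24 hpg, -2.49 at 30 hpg, and -2.22 at 36 hpg (adjusted p = 0.00069, 0.000643, and 0.00134). All 5 calls held without any 1 library of the time point. In ‘No LR’ segments the log2FC was -1.66 (adjusted p = 0.0267, and 0.14 and 0.0822 without *puchi-1* replicate 2 and WT replicate 2). The log2FC did not differ between the bend time points in its own test (unadjusted p of 0.736, adjusted p = 1).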

Interestingly, this gene encodes a component of the cytokinin signalling pathway that modulates a wide range of developmental processes (Raines *et al.*, 2016) (Supplementary Fig. S5). Next, a GO analysis revealed that genes associated with responses to stresses and to chemical stimuli are over-represented among the 150 genes shared by at least two of these three experimental datasets (Supplementary Table S1). 

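Genes of the SHI/STY family, which encode zinc finger transcription factors that activate auxin synthesis genes, were lower in *puchi-1* bends. *STY2* was at 7.37 ± 2.04 CPM in the WT and 0.21 ± 0.128 CPM in *puchi-1* at 30 hpg (log2FC = -5.11, standard error 0.81, adjusted p = 0.00121). *SRS7* had 0 counts in the 3 *puchi-1* libraries at 18 hpg and was at least 39-fold lower than in the WT. Of the 9 genes of the family, 1, 3, 4, 4, and 4 were lower from 12 to 36 hpg and none was higher (4, 5, 7, 6, and 6 lower when adjusted over the list alone). Together they were lower at each of these times (adjusted p = 6.47e-06, 1.02e-08, 9.35e-11, 1.28e-11, and 2.4e-08). With an estimated correlation the call at 12 hpg was lost (adjusted p = 0.0868 with an estimated correlation) and the others held. *ABCG12*, which encodes a transporter of cuticular lipids, was at 9.2 ± 1.85 CPM in the WT and 0.577 ± 0.105 CPM in *puchi-1* at 24 hpg (log2FC = -3.98, adjusted p = 0.011, and 0.0746, 0.0849, and 0.0772 without *puchi-1* replicates 1, 2, and 3). *GPAT6*, *LBD11*, *ACS7*, *SCZ*, *ERF2*, *ERF113*, and *DDF1* did not pass the test in ‘No LR’ segments or at any time point (*GPAT6* at 18 hpg had an adjusted p of 0.429, and 0.0167 with the replicate as a block). *KCR2*, a VLCFA elongation gene, had 0 counts in *puchi-1* at 24 and 30 hpg, at least 6.77-fold and 6.39-fold lower, and did not pass either (adjusted p = 0.0953 and 0.143, the first 0.0386 without WT replicate 2). Averaged over the bends, *KCR2* and *GPAT6* were lower (log2FC = -3.75 and -1.01, adjusted p = 0.00103 and 0.00503). The average of *KCR2* is a fitted value of uncertain size, since *puchi-1* had 0 counts at 12, 24, and 30 hpg. On the same average *LBD11* was lower (log2FC = -0.91, adjusted p = 0.0446), and *SCZ* was higher (log2FC = 0.62, adjusted p = 0.0105). The call of *LBD11* was lost without 22 of the 30 bend libraries (0.055 to 0.0847), with the sampling month in the model (0.129), and with edgeR’s legacy FALSE (0.0528). It held only without *puchi-1* replicates 3 of 12 hpg, 1 of 24 hpg, and 3 of 30 hpg, and without WT replicates 1 of 12 hpg, 1 of 18 hpg, 1 of 24 hpg, 2 of 30 hpg, and 1 of 36 hpg.

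Early regulators of lateral root formation went both ways. *LBD16*, a target of auxin response factors in founder cells, was lower at 24 hpg, with 7.31 ± 0.678 CPM in *puchi-1* and 15.6 ± 1.62 CPM in the WT (log2FC = -1.09, adjusted p = 0.00499). *MAKR4*, a gene of the spacing of lateral roots, was higher at 36 hpg, with 24.8 ± 2.37 CPM against 6.2 ± 0.855 CPM (log2FC = 2, adjusted p = 0.00278). *LBD33* was higher at 36 hpg with a log2FC of 2.85 (adjusted p = 0.0011). Of 12 such regulators, *PUCHI* among them, 2 were higher and 1 lower at 18 hpg, 1 was higher and 1 lower at 24 hpg, 2 were higher and 1 lower at 30 hpg, and 3 were higher at 36 hpg. When adjusted over the list alone, 7 were higher and 2 lower at 18 hpg, 8 and 2 at 24 hpg, 4 and 1 at 30 hpg, and 7 higher at 36 hpg. The study reports on these genes in these samples, so neither the counts nor the tests of the list are independent evidence. At 12 hpg none passed (2 higher and 2 lower when adjusted over the list alone), and in ‘No LR’ segments 2 were higher (3 when adjusted over the list alone). Taken as a list they were higher at 12 hpg with an adjusted p of 0.0093, and with 8.51e-05, 0.000399, 0.000322, and 3.64e-05 from 18 to 36 hpg. The call at 12 hpg was lost without WT replicate 3 (0.247). They were also higher in ‘No LR’ segments (adjusted p = 0.00528), which was lost without *puchi-1* replicate 1 (0.341) or WT replicate 3 (0.291). No call held with an estimated correlation (adjusted p = 0.253 in ‘No LR’ segments, and 0.282, 0.102, 0.136, 0.132, and 0.0831 from 12 to 36 hpg, with an estimated correlation).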

Transcription factor genes and genes associated with auxin and cytokinin homeostasis and signalling pathways, LR development, meristem regulation, and VLCFA biosynthesis are also on this list (Supplementary Fig. S5B; Supplementary Table S1). 

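*PLT5* encodes a PLETHORA transcription factor and lies on chromosome 5 of TAIR10 from 23252989 to 23256703. In WT bends it was measured at 7.01 ± 1.15 CPM at 12 hpg, 9.02 ± 0.471 CPM at 18 hpg, and 9.33 ± 1.45 CPM at 24 hpg. It was at 6.7 ± 0.936 CPM at 30 hpg and 5.44 ± 1.19 CPM at 36 hpg. In *puchi-1* the levels were 3.94 ± 0.529, 5.14 ± 0.629, 3.49 ± 0.494, 2.43 ± 0.332, and 1.75 ± 0.356 CPM at the same times. In ‘No LR’ segments *PLT5* was at 4.68 ± 1.8 CPM in the WT and 1.95 ± 0.418 CPM in *puchi-1* (log2FC = -1.26, adjusted p = 0.00419).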

Remarkably, *PLT5*, whose expression dynamics in branching root segments are dependent on PUCHI (this work), was associated with PUCHI-binding sites identified by DAP-seq analysis. Thus, altogether these results suggest that the early expressed LRP regulator PLT5 may also be a direct target gene of PUCHI during LR development.

LRP development progression in a *puchi-1* mutant background has previously been shown to be delayed (Hirota *et al.*, 2007; Trinh *et al.*, 2019). To assess the role played by this developmental delay in the transcriptomic gap observed between *puchi-1* and WT LRPs, we analysed the expression profiles of selected genes whose time-dependent expression dynamics during LRP development have previously been documented (Lavenus *et al.*, 2015; Nagata *et al.*, 2021). 

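*CRF1* was lower in *puchi-1* bends than in those of the WT 6 h earlier from 18 hpg, and *CER3*, *PLT5*, and *DCR* from 24 hpg. *CER3* had log2FC of -0.79 at 18 hpg (standard error 0.24, adjusted p = 0.0588), -1.91 at 24 hpg, -2.72 at 30 hpg, and -2.86 at 36 hpg (adjusted p = 5.08e-05, 1.37e-07, and 4.14e-08). *CRF1* had log2FC of -2.47, -2.42, -2.66, and -2.46 from 18 to 36 hpg (adjusted p = 0.00136, 0.000939, 0.00028, and 0.000475). *PLT5* had -0.45 at 18 hpg (adjusted p = 0.209), and -1.37, -1.94, and -1.94 later (adjusted p = 0.00162, 1.57e-05, and 1.62e-05). *DCR* had -0.68 at 18 hpg (adjusted p = 0.145), and -1.3, -2.36, and -2.39 later (adjusted p = 0.019, 5.96e-05, and 4.05e-05). The calls of these 4 genes held without any 1 library, apart from that of *DCR* at 24 hpg. It was lost without *puchi-1* replicates 1, 2, or 3 (0.0557, 0.123, and 0.0642) or WT replicates 2 or 3 (0.149 and 0.0567). *PLT1* was higher than in the WT 6 h earlier at 18, 24, and 30 hpg, with log2FC of 2.09, 1.97, and 1.82 (adjusted p = 0.017, 0.0231, and 0.0468). At 18 hpg this was lost without *puchi-1* replicate 3 (0.0551) or WT replicates 1 or 2 (0.0976 and 0.0855). At 24 hpg it was lost without *puchi-1* replicates 1, 2, or 3 (0.053, 0.0816, and 0.0695) or those of the WT (0.079, 0.108, and 0.0936). At 30 hpg it was also lost without each of them (0.145, 0.104, and 0.127 for *puchi-1*, and 0.0702, 0.111, and 0.307 for the WT).

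Of the genes of Supplementary Figs S6 and S7, *PHV*, *PHB*, *MYB52*, *MYB56*, *CUC2*, *CKX3*, *STY1*, *ERF53*, and *GDSL1* did not pass the test against the WT 6 h earlier. The exceptions were *STY1* at 30 hpg with the replicate as a block (0.332 and 0.0296) and *CUC2* at 30 hpg without WT replicate 2 (0.325 and 0.0156). *SHI* was lower at 18 and 24 hpg, with log2FC of -2.29 and -2.23 (adjusted p = 0.039 and 0.0419). It no longer passed at 18 hpg without *puchi-1* replicates 1, 2, or 3 (0.0897, 0.126, and 0.0821) or WT replicates 1 or 2 (0.119 and 0.101). It did not pass at 24 hpg without *puchi-1* replicates 1, 2, or 3 (0.136, 0.133, and 0.151) or WT replicates 1, 2, or 3 (0.139, 0.0696, and 0.0767).

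Against the WT 6 h earlier, 236 genes were called at 18 hpg, 118 at 24 hpg, 121 at 30 hpg, and 123 at 36 hpg. The up-regulated genes numbered 150, 57, 56, and 41, and the down-regulated genes 86, 61, 65, and 82. Replicates of *puchi-1* at 30 hpg and of the WT at 24 hpg were taken as pairs from correlated deviations in the data themselves. Their titles do not give the same month to every number. With the replicate as a block 369 genes were called there, 131 up-regulated and 238 down-regulated. At 18 hpg the count became 71, 59, and 55 without the *puchi-1* replicates, and 38 without replicate 1 or 2 of the WT. The count of 24 hpg became 60, 53, and 48 without the *puchi-1* replicates, and 63, 54, and 65 without those of the WT. At 30 hpg it became 59, 71, and 62, and 77, 69, and 45 in the same order. At 36 hpg it became 60 and 58 without *puchi-1* replicates 1 and 3, and 75 and 62 without WT replicates 2 and 3.

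Of the 639 genes that changed in the WT, 637 were called between ‘No LR’ segments and 12 hpg, and 0 after 18 hpg. Distances over these genes weigh that first step and do not measure the progress of primordia. Over them, ‘No LR’ segments and bends of *puchi-1* at 12 and 18 hpg were nearest to the WT sample of their own time (distances of 1.022, 0.764, and 1.088). *puchi-1* at 24 hpg was nearest to the WT at 18 hpg (1.129 against 1.521 at its own time). At 30 and 36 hpg it was nearest to ‘No LR’ segments (1.118 and 1.122 against 1.489 and 1.534), and among WT bends to 24 hpg (1.258 and 1.286), a comparison chosen after the values were seen. Over all 25889 tested genes *puchi-1* was nearest to the WT of its own time at 30 and 36 hpg (0.503 and 0.531), and at 24 hpg to the WT at 18 hpg (0.518 against 0.575). With Spearman’s correlation over the 639 genes *puchi-1* at 18 hpg was nearest to the WT at 12 hpg (0.039 against 0.055). Without WT ‘No LR’ replicate 1, *puchi-1* ‘No LR’ segments were nearest to the WT at 24 hpg (1.298). Without any 1 of WT ‘No LR’ replicates 1, 2, and 3, *puchi-1* at 30 hpg was nearest to the WT at 24 hpg. Without replicate 3, *puchi-1* at 24 hpg was nearest to ‘No LR’ (1.113) and at 36 hpg to the WT at 24 hpg. Without WT 18 hpg replicate 1, *puchi-1* at 18 hpg was nearest to the WT at 12 hpg (1.177 against 1.185). The distances were not tested.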

In most cases, observed changes in gene expression kinetics between both genotypes were not consistent simply with shifted developmental time courses (Supplementary Figs S6, S7). Taken together, our data confirm that PUCHI activity is required for correct progression of LRP development and suggest that this transcription factor induces the expression of *CRF1*, *PLT5*, and *PLT7* genes, and represses the expression of several meristem-specific genes during the LRP early morphogenetic phase.

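Averaged over the 5 bend time points, *CRF1*, *PLT5*, *CER3*, and *STY2* were lower and *SADHU3-2*, *GATA23*, and *CKX6* were higher in *puchi-1*. *GATA23*, which specifies lateral root founder cells, had an average log2FC of 2.39 (standard error 0.44, adjusted p = 0.000728). *CKX6*, which encodes a cytokinin oxidase, had one of 1.16 (adjusted p = 3.64e-11). The averages were -2.53 for *CRF1* (adjusted p = 4.01e-11), -1.23 for *PLT5* (adjusted p = 1.73e-09), -2.15 for *CER3* (adjusted p = 9.76e-14), and -4.63 for *STY2* (adjusted p = 4.74e-09). In all, 377 genes were called on the average, 134 up-regulated and 243 down-regulated, and 2819 passed the test at any fold change. Without any 1 of the 30 bend libraries the number of genes called stayed between 329 and 397. The average weighs the 5 time points equally, and 4 genes had a log2FC that differed between the bend time points.

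From its data taken together, the paper concludes that PUCHI is needed for primordia to progress correctly. It proposes that PUCHI activates *CRF1*, *PLT5*, and *PLT7* and holds back several genes of the meristem during the early morphogenetic phase.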

### Meristematic *PLT* genes are induced prematurely in *puchi-1* LRPs

It was previously reported that the transcription factors PLT3, PLT5, and PLT7 control the induction of *PLT1*, *PLT2*, and *PLT4* in developing LRPs (Du and Scheres, 2017). Unexpectedly, *PLT1* and *PLT4* were overexpressed and *PLT5* and *PLT7* down-regulated in *puchi-1* mutant roots, especially in the early stages of development (Fig. 1D; Supplementary Fig. S4A). To analyse the impact of *PUCHI* loss of function on the expression pattern of root meristem-related *PLT* genes, transgenic reporter constructs *promPLT1:PLT1-YFP*, *promPLT2:PLT2-YFP*, *promPLT3:PLT3-YFP*, and *promPLT4:PLT4-YFP* were introduced into the *puchi-1* mutant background, and their expression pattern compared with that in the WT background (Galinha *et al.*, 2007; Hofhuis *et al.*, 2013). Consistent with our time-course RNAseq results, we observed earlier *PLT1-YFP* and *PLT4-YFP* expression in stages II–III (18–24 h after gravistimulation) in *puchi-1* LRPs compared with the WT (Fig. 2A–F, G–L). Conversely, *PLT3-YFP* expression was weaker in *puchi-1* LRPs, while the *PLT2–YFP* construct did not display major changes in expression in *puchi-1* compared with the WT before LRP emergence (Supplementary Fig. S4B–G, H–M). Hence, our results reveal that PUCHI inhibits expression of *PLT1* and *PLT4*, two key root meristem transcription factor genes, during the early stages of LRP formation.

**Fig. 2.**
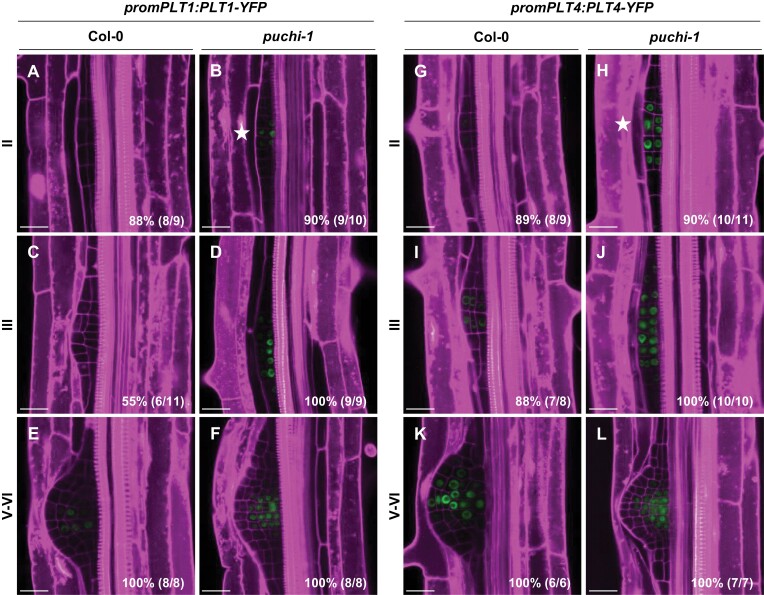
*PUCHI* loss of function results in distinct expression patterns of meristematic phase regulator *PLT* genes during LRP development. (A–F) and (G–L) Expression pattern of *promPLT1:PLT1-YFP* and *promPLT4:PLT4-YFP* (green), respectively, in *puchi-1* and Col-0 LRPs. Stars indicate earlier detected signal expression during LRP outgrowth. Percentages and numbers indicate the occurrence of the represented pattern over the total number of observations. Cell walls were stained using propidium iodide (magenta). Scale bar: 25 μm.

### PUCHI represses expression of QC markers during the early LR development phase

During the first phase of LR organogenesis, anticlinal, periclinal, and tangential cell divisions progressively generate a four-layer LRP that grows against the overlying endodermal layer (Malamy *et al.*, 1997; von Wangenheim *et al.*, 2016). A major developmental transition occurs at this stage, during which the LRP first expresses QC marker genes in inner central cells and acquires a dome shape as it breaks through the endodermis (Lucas *et al.*, 2013; Goh *et al.*, 2016; von Wangenheim *et al.*, 2016). The early expression of meristematic *PLT* genes suggests that the transition from the early, morphogenetic to the second, meristematic phase occurred prematurely in the *puchi-1* background. To test this hypothesis and confirm modifications in QC marker gene expression observed in the RNAseq data (Supplementary Fig. S3) (Nawy *et al.*, 2005), we investigated meristem establishment in *puchi-1* LRPs using QC marker constructs *QC25::CFP* and *promWOX5::nls:GFP* (ten Hove *et al.*, 2010; Goh *et al.*, 2016). Expression of *QC25::CFP* in Col-0 LRPs was first detected in a few central cells in the second outermost layer from stages IV–V onwards (Fig. 3C, E, G) (Goh *et al.*, 2016; Du and Scheres, 2017). In contrast, in a *puchi-1* loss-of-function background, *QC25::CFP* expression could be detected in young LRPs as early as stage II (Fig. 3B, D), and later in a wider domain compared with the WT (Fig. 3G, H). Similarly, *promWOX5::nls:GFP* was expressed prematurely in stage II in inner cell layers of *puchi-1* LRPs which correlates with *WOX5* up-regulation observed in *puchi-1* RNAseq data as compared with the WT at 18 h after LR induction (Fig. 3I, J; Supplementary Fig. S3). Furthermore, the *promWOX5::nls:GFP* expression domain stretches to inner cell layers, but also to flanking cells at later stages in *puchi-1* LRPs (Fig. 3K–P). 

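*WOX5*, which encodes a homeodomain transcription factor that marks the QC, was measured at 4.04 ± 0.133 CPM in *puchi-1* and 2.59 ± 0.119 CPM in the WT at 18 hpg. It lies on chromosome 3 of TAIR10 from 3527280 to 3528440. The log2FC at 18 hpg was 0.64 (standard error 0.25, adjusted p = 0.381), and a separate DESeq2 fit of the 6 libraries of 18 hpg gave an adjusted p of 0.0326. At 12 hpg the levels were 2.38 ± 0.811 and 1.65 ± 0.28 CPM (log2FC = 0.53, adjusted p = 0.663). At 24, 30, and 36 hpg the log2FC of *WOX5* was -0.49, -0.75, and -0.97 (adjusted p = 0.357, 0.349, and 0.0536, the last 0.0152 without *puchi-1* replicate 2). The test of a difference between time points had an unadjusted p of 9.49e-05 (adjusted p = 0.24).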

Altogether, our observations show that expression of QC marker genes occurs earlier and in a wider domain in *puchi-1* LRPs. We conclude that PUCHI is required to delay the activation of QC marker gene expression during LRP development, possibly via repressing *PLT1* and *PLT4* expression at early stages.

**Fig. 3.**
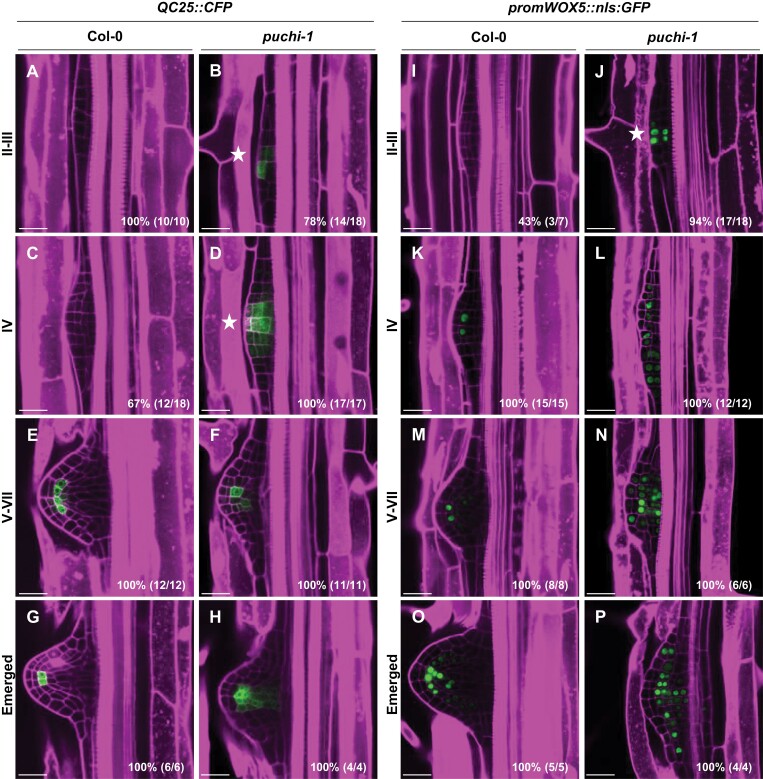
*PUCHI* loss of function impacts QC marker gene expression patterns during LRP formation. Confocal microscopy images of expression of QC reporters (A–H) *QC25::CFP* and (I–P) *promWOX5::nls:GFP* (green) in LRPs in Col-0 and *puchi-1*. Stars indicate earlier detected signal expression during LRP outgrowth. Percentages and numbers indicate the occurrence of the represented pattern over the total number of observations. Cell walls were stained using propidium iodide (magenta). Scale bar: 25 μm.

### Auxin and cytokinin signalling patterns are modified in *puchi* LRPs

Auxin distribution regulates *PLT* gene expression and contributes to LRP organization (Laskowski *et al.*, 2008; Peret *et al.*, 2014; Mähönen *et al.*, 2014; Du and Scheres, 2017; Scheres and Krizek, 2018). 

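*PIN3* and *IAA13* were higher in *puchi-1* bends, whereas *PIN4* did not pass the test at any time point. The PIN proteins export auxin, and *IAA2* and *IAA13* encode Aux/IAA repressors, of which *IAA2* is induced by auxin. *PIN3* lies on chromosome 1 of TAIR10 from 26742940 to 26746469 and was measured at 110 ± 1.88 CPM in *puchi-1* and 64.6 ± 6.91 CPM in the WT at 24 hpg (log2FC = 0.76, standard error 0.09, adjusted p = 1.94e-05). At 18 hpg its log2FC was 0.6 (adjusted p = 0.00062). *PIN7* had log2FC of 0.5 and 0.46 at 18 and 24 hpg (adjusted p = 0.311 and 0.23, and 0.032 at 18 hpg with the replicate as a block), and one of 0.47 on the average of the bends (adjusted p = 0.000198). *PIN4* had log2FC of 0.17 and 0.91 (adjusted p = 0.933 and 0.256). DESeq2 on 6 libraries and edgeR on the bends alone called *PIN4* at 24 hpg.

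*IAA2* lies on chromosome 3 from 8180646 to 8182095. Its log2FC was 0.42 at 18 hpg (adjusted p = 0.245, and 0.0345 with the replicate as a block) and 0.35 at 24 hpg (adjusted p = 0.226). It was 0.76 at 30 hpg and 1.06 at 36 hpg (adjusted p = 0.00286 and 4.01e-05), where *IAA2* reached 88.2 ± 13.3 CPM in *puchi-1* and 42.2 ± 3 CPM in the WT. Averaged over the bends it was 0.56 (adjusted p = 2.11e-07). The difference between the time points had an unadjusted p of 0.00051 for *IAA2* (adjusted p = 0.48). *IAA13* was at 69.5 ± 3.4 and 45.7 ± 1.08 CPM at 18 hpg (log2FC = 0.61, adjusted p = 0.000114). *AUX1*, which encodes an auxin influx carrier, was lower at 18 hpg, with 80.1 ± 6.24 CPM in *puchi-1* and 146 ± 5.05 CPM in the WT (log2FC = -0.87, adjusted p = 0.000547).

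Of 29 Aux/IAA genes, 2 were higher at 18 and 24 hpg, 3 at 30 hpg, and 7 at 36 hpg, and none was lower (5, 8, 10, and 8 higher when adjusted over the list alone). As a group they were higher from 12 to 36 hpg (adjusted p = 0.000101, 7.74e-06, 1.46e-05, 1.02e-10, and 5.2e-08), all held with an estimated correlation. Of the 29, 4 were higher in ‘No LR’ segments (8 when adjusted over the list alone), and the list was higher there as well (adjusted p = 2.31e-06, held with an estimated correlation and without any 1 library). Of 14 auxin transport genes, 1 was higher and 1 lower at 18 hpg, and 4, 2, and 2 were higher from 24 to 36 hpg. Adjusted over the list alone, 5 were higher and 1 lower at 18 hpg, 8 and 1 at 24 hpg, 6 and 1 at 30 hpg, and 4 were higher at 36 hpg. Together they were higher at 24 hpg (adjusted p = 6.67e-07, held with an estimated correlation). The calls at 18, 30, and 36 hpg (adjusted p = 0.017, 9.73e-05, and 0.00319) were lost with an estimated correlation (adjusted p = 0.278, 0.0732, and 0.172 with an estimated correlation). At 18 hpg the call was also lost without *puchi-1* replicate 1 (0.0516) or WT replicate 2 (0.0529), and with the replicate as a block (0.106).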

Interestingly, our transcriptomic analysis revealed that genes induced by auxin, such as *IAA2*, or encoding auxin transporters, such as *PIN1*, *PIN3*, *PIN4*, and *PIN7*, were up-regulated in the early stages (18–24 hpg) of LR development in *puchi-1* (Fig. 4A; Supplementary Fig. S3) (Bishopp *et al.*, 2011). We used the *DR5::GFP* synthetic auxin response reporter to visualize the pattern of auxin signalling in *puchi-1* LRPs compared with the WT (Friml *et al.*, 2003). As previously described (Benková *et al.*, 2003), the *DR5::GFP* reporter revealed an auxin response gradient in developing WT LRPs with a maximum close to the LRP tip (Fig. 4B, D, F). In *puchi-1* mutant LRPs too, the *DR5::GFP* reporter signal was non-uniformly distributed and displayed predominant expression in the centre of the primordium in contrast to its flanks (Fig. 4C, E, G). However, in comparison with the WT situation, the *DR5::GFP* expression domain was broader and extended closer to the LRP base in *puchi-1*, especially in primordia from stage IV onwards. Thus, in contrast to a previous report based on the *DR5::GUS* expression pattern (Hirota *et al.*, 2007), our data suggest that PUCHI is required for the establishment of a WT-like auxin signal gradient during LRP development. We therefore investigated the spatial distribution of PIN1 proteins in Col-0 and *puchi-1* LRPs using a *promPIN1:PIN1-GFP* construct (Benková *et al.*, 2003). This revealed that PIN1 distribution is strongly impaired in *puchi-1* LRPs from stage III onwards, displaying a higher signal in inner cell layers compared with the WT (Fig. 4H–O).

**Fig. 4.**
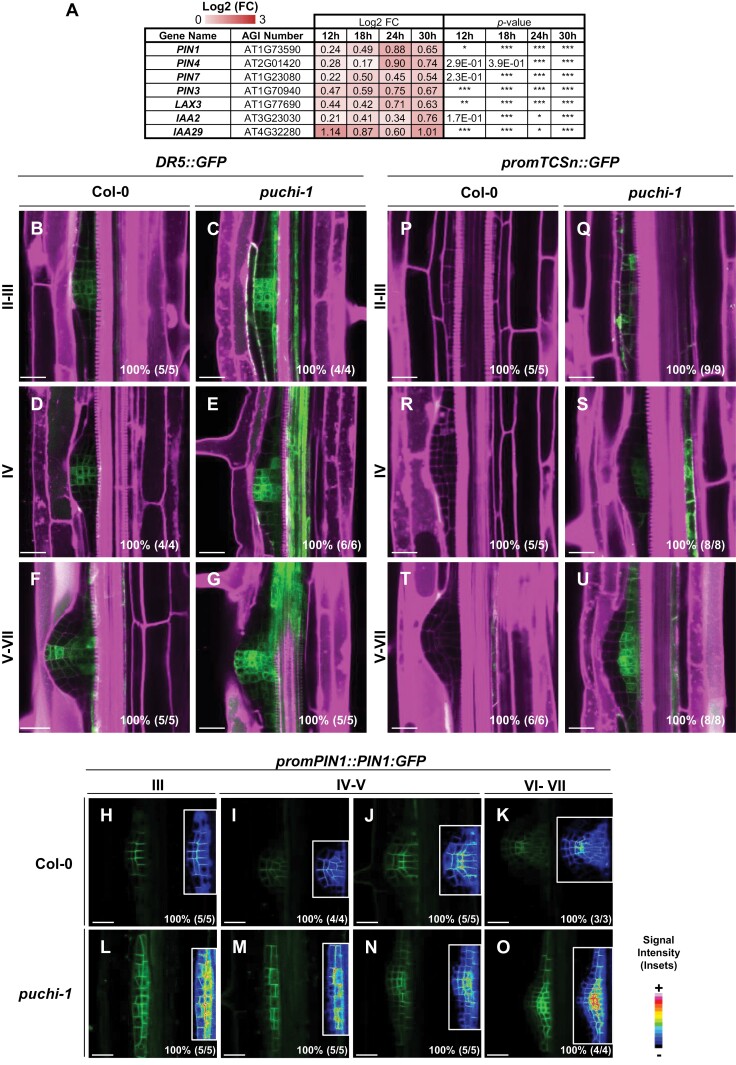
*PUCHI* loss of function alters auxin and cytokinin signal distribution in developing LRPs. (A) Heat map of selected auxin transporter gene patterns up-regulated in *puchi-1* compared with the Col-0 background during LRP formation. Log2-fold change (FC) of expression in *puchi-1* compared with the WT is given. Statistical analysis on the three independent RNAseq replicates were performed using the DESeq2 package and Wald test: *P<0.05; **P<0.02; ***P<0.01. (B–G) *DR5::GFP* (green), (H–O) *promPIN1::PIN1:GFP* (green), and (P–U) *promTCSn::GFP* (green) expression during LR development. Percentages and numbers indicate the occurrence of the represented pattern over the total number of observations. (B–G) and (P–U) Cell walls were stained using propidium iodide (magenta). (H–O) (inset) Signal intensity monitor; (blue) low intensity; (red) high intensity. Scale bar: 25 μm.

Previous studies have shown that cytokinin impacts PIN1 polarization in LRPs from stage III onwards by reallocating PIN1 to periclinal membranes (Marhavý *et al.*, 2011, 2014). To test whether *puchi-1* LRP defects are correlated with perturbations in cytokinin signalling patterning, the *promTCSn::GFP* reporter was introduced into the *puchi-1* mutant background and its expression compared with that in WT LRPs (Zürcher *et al.*, 2013). In the WT, *promTCSn::GFP* expression was not detected in LRPs before stage VII, and from stage VII onwards the expression of this cytokinin signalling reporter was restricted to provascular cells as previously described (Fig. 4P, R, T; Bielach *et al.*, 2012). In contrast, *promTCSn::GFP* expression was detected in central cells in the inner layers and extended to flanking regions of *puchi-1* LRPs from stage II onwards (Fig. 4Q). In later stages, cytokinin signalling was observed in LRP flanks (Fig. 4S, U). We conclude that *PUCHI* loss of function compromises the establishment of auxin and cytokinin response patterns in developing LRPs.

## Discussion

Two successive phases were previously described during the process of LR organogenesis before the emergence of a new LR. During the first so-called morphogenetic phase, cell proliferation generates a four-cell-layered primordium that grows against the overlying endodermis layer. Only at this stage, at about mid-term of the full developmental time course of the LRP, do anatomic features reminiscent of the meristem stem cell niche become apparent in the centre of the primordium, where expression of QC marker genes initiates (Lavenus *et al.*, 2015; Voß *et al.*, 2015; Goh *et al.*, 2016). Onset of QC marker gene expression at this transition stage is dependent on the previous establishment of the layered pattern that is controlled by the SHR/SCR pathway (Goh *et al.*, 2016; von Wangenheim *et al.*, 2016). Next, during the following developmental steps, the root meristem organization in the centre of the growing primordium becomes more and more complex while surrounding cells retain LRP boundary characteristics (Malamy *et al.*, 1997; Lavenus *et al.*, 2015). After LR emergence, the QC may maintain the indeterminate growth of the LR by repressing differentiation of the surrounding meristematic cells as described in primary root meristems (van den Berg *et al.*, 1995). Many transcriptional regulators were shown to be dynamically expressed during the process of LR organogenesis and may participate in the control of cell proliferation and the acquisition of new cell identities. Remarkably, inference of the GRN controlling LR development suggested that it is organized in two genetic subnetworks whose mutual inhibition may explain LRP development patterning (Lavenus *et al.*, 2015; Voß *et al.*, 2015). One genetic subcircuit gathers genes, including those encoding the transcription factors ARF7 and PUCHI, that are expressed at early stages in the whole primordium and only in its base in later stages. The second genetic module gathers transcription factors such as ARF5 and PLT4 whose expression spans the central domain of the primordium where the meristem stem cell niche is being established, only in the second phase of its development (Fig. 5).

**Fig. 5.**
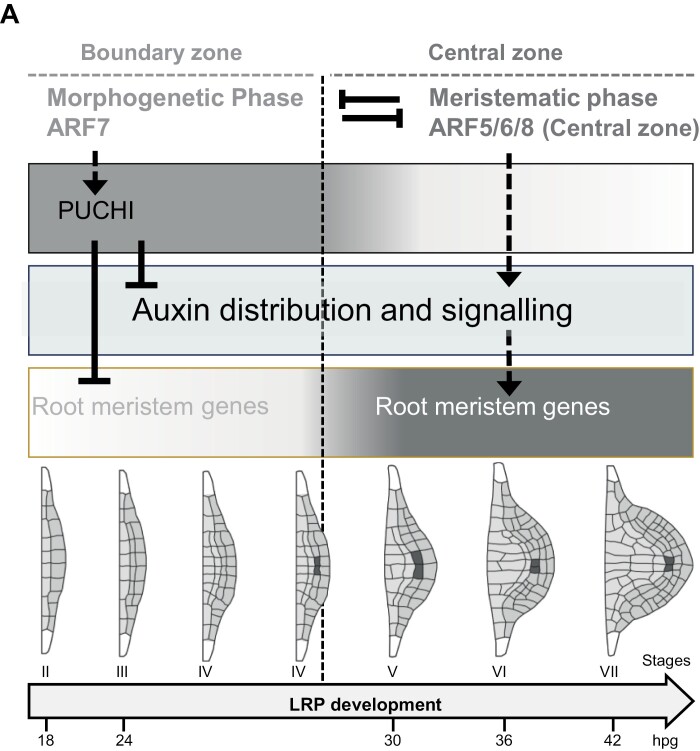
*PUCHI-*dependent early repression of meristem establishment. (A) Hypothetical model showing the role of *PUCHI* at early stages of LRP formation; *PUCHI* acts as a key regulator of spatiotemporal distribution of auxin balance and represses specific meristematic module genes.

The transcription factor PUCHI belongs to the former genetic module and is expressed very early in the developing LRP from stage I (Hirota *et al.*, 2007; Goh *et al.*, 2019; Trinh *et al.*, 2019). Interestingly, the correct timing of *PUCHI* induction is essential: the sequential induction of *ARF7*, *LBD16*, and, only then, *PUCHI* was shown to be critical for the correct progression of LR formation as premature expression of *PUCHI* disrupted LRP initiation by repressing auxin-induced root branching (Goh *et al.*, 2019). However, how PUCHI function at early stages influences subsequent LRP development remained unclear. Here, we show that meristematic genes, *PLT1* and *PLT4*, as well as root meristem QC marker constructs, *QC25::CFP* and *promWOX5::nls:GFP*, are expressed ectopically at earlier stages and in wider domains in *puchi-1* developing LRPs as compared with the WT. Conversely *PLT5* and *PLT7*, that belong together with *PUCHI* to the group of genes expressed at early stages of LRP development (Lavenus *et al.*, 2015), are underexpressed in the *puchi-1* loss-of-function background. Although such perturbations are not observed for all the genes in each gene subnetwork, respective changes in the expression patterns of *PLT5*, *PLT7*, and root meristem genes in *puchi-1* mutant LRPs are consistent with the hypothesis that, at the level of the LR GRN system, early expressed and root meristematic genes belong to two mutually exclusive subcircuits (Lavenus *et al.*, 2015). PUCHI participates in the induction of *PLT5* and *PLT7* expression during LR formation, with *PLT5* probably being a direct target of the transcription factor PUCHI. We also show for the first time that PUCHI, which is predominantly expressed at early stages of LRP development, is required for the correct timing of meristem establishment and especially represses premature expression of key meristematic genes at early stages of LR development, namely *PLT1*, *PLT4*, and *WOX5*. Remarkably, this is clearly different from the role of PLT3, PLT5, and PLT7 transcription factors which were shown to be required for the correct progression of LRP development and its transition to the meristematic phase (Du and Scheres, 2017). These data point to a complex influence of PUCHI on the GRN controlling LR development, as its control over the expression of its direct target genes may translate into intricate effects on the gene system dynamics.

This raises the question of how PUCHI regulates cell identity acquisition in developing LRPs. Interestingly, cross analysis of three lists of PUCHI-dependent genes highlighted *CRF1* as a likely direct target gene of PUCHI. This is also supported by *in silico* predictions of PUCHI target genes based on correlated, but delayed, expression profiles (Lavenus *et al.*, 2015). *CRF1* encodes an AP2/ERF transcription factor that, redundantly with other CRFs, mediates part of the cytokinin signalling pathway modulating various plant development processes and responses to abiotic stresses, in interaction with other hormonal signalling pathways (Rashotte *et al.*, 2006). Interestingly, phenotypical analyses of multiple mutant combinations and overexpressing lines revealed a complex and redundant influence of CRFs on primary root growth and suggested that at least some members promote lateral root formation (Raines *et al.*, 2016). CRF-dependent expression of PIN family, auxin transporter genes was shown to contribute to the regulation of primary root growth and lateral root formation by cytokinins (Šimášková *et al.*, 2015). The expression pattern of the cytokinin reporter construct *promTCSn::GFP* and the distribution of the PIN1 reporter PIN1:GFP were shown to be altered in *puchi-1* mutant LRPs as compared with the WT (Fig. 4). 

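Among the cytokinin response factor genes, *CRF3* had higher levels in *puchi-1* bends. *CRF3* encodes an AP2/ERF transcription factor that acts in the cytokinin response and lies on chromosome 5 of TAIR10 from 21617714 to 21619281. At 18 hpg its log2FC was 0.71 (standard error 0.13, adjusted p = 0.00655, and 0.0525 without WT replicate 3), with 10.6 ± 0.508 CPM in the WT. Averaged over the bends its log2FC was 0.57 (adjusted p = 1.07e-07). *CRF2*, *CRF4*, and *CRF6* did not pass the test in ‘No LR’ segments or at any time point (*CRF2* at 18 hpg had an adjusted p of 0.311, and 0.0259 with the replicate as a block, and in ‘No LR’ segments 0.269, and 0.0113 without WT replicate 3). Of the 6 *CRF* genes, *CRF1* was lower at all times and *CRF3* was higher at 18, 24, and 30 hpg. When adjusted over the list alone, 1 gene was lower at every time, and 1, 2, 1, 1, and 1 were higher from 12 to 36 hpg. The lowest adjusted p of the list as a group was 0.543.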

In the RNAseq profiling of LR development, *CRF1* is the only *CRF* gene displaying such expression dynamics typical of the early expressed subnetwork and positively controlled by PUCHI (Supplementary Fig. S3). Thus, *CRF1* may represent a key target of PUCHI impacting the cytokinin- and auxin-dependent pathways that regulate LRP organogenesis and patterning.

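*ERF12*, which encodes a transcription factor with a repressor motif, lies on chromosome 1 of TAIR10 from 9951762 to 9953105. It was lower in *puchi-1* at 12 hpg, with 1.25 ± 0.193 CPM against 2.79 ± 0.139 CPM in the WT (log2FC = -1.15, standard error 0.23, adjusted p = 0.0384). Without any 1 of the 6 libraries this call was lost, with adjusted p between 0.0981 and 0.241. Averaged over the bends its log2FC was -0.86 (adjusted p = 1.04e-06). *ERF2* varied between replicates, with an SD of 13.3 CPM around a mean of 19 CPM in the WT at 24 hpg (log2FC = -2.19, standard error 1.16, adjusted p = 0.38). *ERF113*, which acts in root regeneration, had a log2FC of 1.14 at 30 hpg (standard error 0.85, adjusted p = 0.969). *DDF1*, a stress-induced gene, had one of -2.21 at 24 hpg (standard error 1.42, adjusted p = 0.466). *ERF53*, a drought-induced gene, was at 0.861 ± 0.294 CPM in *puchi-1* and 0.261 ± 0.176 CPM in the WT at 30 hpg (log2FC = 1.72, adjusted p = 0.839). Its average over the bends was 1.25 (adjusted p = 0.0444). This call was lost without 21 of the 30 bend libraries, with adjusted p of 0.0508 to 0.0891. It held only without *puchi-1* replicates 1 of 12 hpg, 2 of 18 hpg, 3 of 24 hpg, and 1 of 36 hpg, and without WT replicates 1 of 12 hpg, 3 of 18 hpg, 3 of 24 hpg, 3 of 30 hpg, and 2 of 36 hpg.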

Interestingly, a number of other transcription factors of the AP2/ERF family were identified as putative PUCHI targets supported by both the RNAseq dataset and the DAP-seq dataset (*PLT5*, *ERF2*, *ERF12*, *ERF53*, *ERF113*, and *DDF1*) (Supplementary Fig. 5B; Supplementary Table S1). Transcription factors of the AP2/ERF family are involved in the regulation of a wide range of developmental processes, in many cases in relation to hormone or stress signalling networks (Horstman *et al.*, 2014; Feng *et al.*, 2020). Interestingly, ERF12 was shown to regulate flower development, possibly by orchestrating the sequential induction and stabilization of reproductive developmental programmes in shoot apices together with PUCHI and related transcription factors (Chandler and Werr, 2020). The expression dynamics of *PLT5* during LR development previously suggested that it was indeed controlled by PUCHI (Lavenus *et al.*, 2015). Redundantly with PLT3 and PLT7, PLT5 was shown to control cell division patterning, correct auxin signal distribution, and WT progression of LRP development including the onset of root meristem gene expression such as of *PLT1*, *PLT4*, and *WOX5* (Du and Scheres, 2017). Both *PLT5* and *PLT7* expression are down-regulated in the *puchi-1* mutant background, and auxin signal distribution and PIN1 localization are also impaired (Fig. 4; Supplementary Fig. S3). 

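*PLT3*, which acts with *PLT5* and *PLT7* in lateral root primordia, lies on chromosome 5 of TAIR10 from 3315401 to 3320323. Its level was 30.5 ± 2.57 CPM in *puchi-1* and 21.9 ± 2.34 CPM in the WT at 18 hpg (log2FC = 0.48, standard error 0.25, adjusted p = 0.529, and 0.0214 with the replicate as a block). At 24 and 30 hpg its log2FC was -0.01 and -0.11 (adjusted p = 1 for both). At 36 hpg it was -0.57 (adjusted p = 0.395), with 30.7 ± 5.03 CPM in *puchi-1* and 45.6 ± 6.51 CPM in the WT. The change between time points had an unadjusted p of 0.0835 (adjusted p = 1).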

Expression of *PLT3* and/or modification in expression of PLT5/7-independent genes in *puchi-1* may explain the observed differences between *plt3/5/7* and *puchi-1* LRP phenotypes.

Several genes involved in hormone homeostasis or signalling have also been identified among the PUCHI-dependent genes (Supplementary Figs S3, S5B; Supplementary Table S1). 

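*GH3.1*, which encodes an auxin-conjugating enzyme, and *CKX6*, which encodes a cytokinin oxidase, were higher in *puchi-1* bends at 18 hpg. *GH3.1* was measured at 27.9 ± 3.05 CPM in *puchi-1* and 9.79 ± 0.504 CPM in the WT (log2FC = 1.51, standard error 0.2, adjusted p = 0.000114). At 36 hpg its log2FC was 0.13 (adjusted p = 0.882), and the difference between time points had an unadjusted p of 0.000365 (adjusted p = 0.394). *CKX6* lies on chromosome 3 of TAIR10 from 23424157 to 23426536 and was at 14.9 ± 1.96 CPM in *puchi-1* and 6.32 ± 1.23 CPM in the WT (log2FC = 1.23, adjusted p = 0.000192). *CKX6* was also called at 24, 30, and 36 hpg, with log2FC of 1.22, 1.21, and 1.18 (adjusted p = 0.000212, 0.000291, and 0.000178).

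Of 7 *GH3* genes, 2 were higher at 18 hpg and 2 at 36 hpg, and none was lower (2, 3, 1, 2, and 3 higher from 12 to 36 hpg when adjusted over the list alone). Taken as a list they were higher from 12 to 36 hpg (adjusted p = 0.00134, 0.00021, 0.0378, 0.0108, and 0.00467). Of the 7, 4 were higher in ‘No LR’ segments (4 when adjusted over the list alone), and so was the list there (adjusted p = 8.63e-06, held with an estimated correlation and without any 1 library). The calls at 12 and 18 hpg held with an estimated correlation, and those from 24 to 36 hpg did not (adjusted p = 0.204, 0.118, and 0.0769 with an estimated correlation). At 24 hpg the call was lost without *puchi-1* replicate 3 (0.112) or WT replicates 2 or 3 (0.117 and 0.0542). At 30 hpg it was lost without *puchi-1* replicate 2 (0.0657) or WT replicate 1 (0.075). Of 7 cytokinin oxidase genes, *CKX6* was the gene that passed from 12 to 30 hpg, and 2 were higher and 1 lower at 36 hpg (3 higher at 24 hpg when adjusted over the list alone). The list was higher at 24 hpg (adjusted p = 0.0222, adjusted p = 0.132 with an estimated correlation, and 0.0545 without WT replicate 1). None of 10 type-A response regulator genes, which respond to cytokinin, passed the test (1 lower at 36 hpg when adjusted over the list alone). Their list was lower at 36 hpg (adjusted p = 0.0194, adjusted p = 0.196 with an estimated correlation), and this was lost without *puchi-1* replicate 1 (0.0532) or WT replicate 1 (0.204). Of 13 cytokinin synthesis genes, 1 was higher at 18 hpg and 1 at 30 hpg (1 at each when adjusted over the list alone, lowest adjusted p of the list 0.459). Of 11 auxin synthesis genes none passed in the bends (2 lower at 24 hpg when adjusted over the list alone, lowest adjusted p of the list 0.0674, which was 0.0341 and 0.00418 without *puchi-1* replicate 3 and WT replicate 3 of 24 hpg).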

Auxin and cytokinin are key phytohormones whose roles in functional patterning of meristems and organ primordia have been well described, although in many cases the multiple feedback loops connecting GRNs and hormonal homeostasis and signalling pathways make any sequential order of molecular events difficult to establish (Chandler and Werr, 2015; Salvi *et al.*, 2020). Here, we show that auxin and cytokinin signalling patterns are impaired in *puchi-1* mutant LRPs. Interestingly, previous reports have shown higher auxin contents in the roots of 5-day-old *puchi-1* seedlings compared with the WT (Goh *et al.*, 2019). Alternatively, PUCHI may modulate auxin signalling processes and responses downstream of auxin accumulation, as suggested by the observation that ectopic expression of *PUCHI* in LR founder cells compromises the auxin signal maximum establishment without affecting auxin content (Goh *et al.*, 2019). More specifically, modification of auxin signalling distribution in *puchi-1* mutant LRPs correlates with perturbed distribution of PIN1 auxin transporters (Fig. 4A, H–O). Formation of an auxin response gradient is critical for proper LRP development (Benková *et al.*, 2003). *PLT1/2/3/4* are well-identified auxin-responsive genes that regulate the establishment and maintenance of a root stem cell niche and this, in turn, regulates the expression and localization of PIN transporters and therefore auxin distribution in the RAM and LRP (Benková *et al.*, 2003; Galinha *et al.*, 2007; Prasad *et al.*, 2011; Pinon *et al.*, 2013; Mähönen *et al.*, 2014; Du and Scheres, 2017).

Cytokinins repress the expression of the PIN auxin efflux carriers in the root meristem and in LRPs (Laplaze *et al.*, 2007; Dello Ioio *et al.*, 2008; Růžička *et al.*, 2009; Bishopp *et al.*, 2011). In addition, in the early stages of LRP development, cytokinins modulate PIN1 targeting to periclinal versus anticlinal domains of cell membranes (Marhavý *et al.*, 2011, 2014). Cytokinin signal distribution, PIN1 expression levels, and PIN1–GFP distribution are all modified in *puchi-1* LRPs. As observed for RAM initiation and maintenance, or when a RAM is regenerated after root tip excision, auxin and cytokinin signals define complementary spatial domains that may contribute to the positioning of the new stem cell niche and guide further LRP patterning (Schaller *et al.*, 2015; Efroni *et al.*, 2016). This pattern is not observed in the *puchi-1* background. Altogether, this suggests that compromised auxin and cytokinin response distribution in *puchi-1* LRPs may trigger the early ectopic expression of meristematic genes through a PIN1-regulated, auxin-dependent mechanism. Alternatively, misexpression of meristematic genes in *puchi-1* LRPs may contribute to disorganize auxin and cytokinin signal distribution and perturb LRP morphogenesis and patterning.

We recently showed that VLCFA biosynthetic enzymes are downstream targets of PUCHI in developing LRPs (Trinh *et al.*, 2019). Interestingly, an increasing body of evidence highlights crosstalk between VLCFAs and hormones in plant development (Boutté and Jaillais, 2020). For instance, VLCFAs are involved in controlling cell proliferation in shoot organs in a cytokinin-dependent, non-cell-autonomous manner (Nobusawa *et al.*, 2013; Boutté and Jaillais, 2020). Furthermore, in the VLCFA mutant *pasticcino1* (*pas1*), the abnormal polar distribution of PIN1 in specific cells results in local alteration of auxin distribution and disturbs LRP formation (Roudier *et al.*, 2010). Lastly, fused proliferating bulges generated by roots of *puchi* or VLCFA-defective mutants on auxin- and cytokinin-supplemented medium (callus-inducing medium) closely resemble those produced by roots of mutants affected in polar auxin transport in response to exogenous auxin supply, as well as those produced by cytokinin-overproducing pericycle upon treatment with a highly diffusible auxin analogue (Benková *et al.*, 2003; Geldner *et al.*, 2004; Laplaze *et al.*, 2007; Shang *et al.*, 2016; Trinh *et al.*, 2019). Altogether, these data suggest tight links between VLCFAs, cytokinin and auxin distribution, and LRP patterning. Strikingly, two distinct AP2/ERF-controlled cascades targeting VLCFA biosynthetic enzymes during LRP development were recently described, suggesting that AP2/ERF transcription factors may act as master regulators of VLCFA biosynthesis during LRP formation (Trinh *et al.*, 2019; Guyomarc’h *et al.*, 2021; Lv *et al.*, 2021). Lastly, VLCFA-containing ceramides were recently shown to participate in a feedforward loop maintaining preferential expression of the transcription factor genes *ATML1* and *PDF2*, key regulators of protodermis/epidermis differentiation, in the outer cell layer of developing LRPs (Nagata *et al.*, 2021). This function may involve direct binding of these VLCFA-containing ceramides to the START domain of the transcription factors (Nagata *et al.*, 2021). 

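The protoderm genes *ATML1*, *PDF2*, and *PDF1* were lower in *puchi-1* bends than in those of the WT at 36 hpg. *ATML1* and *PDF2* encode HD-ZIP IV transcription factors that specify the epidermis, and *PDF1* is a gene they activate. They lie on chromosomes 4, 4, and 2 of TAIR10, *ATML1* from 11555039 to 11560771, *PDF2* from 2476390 to 2482447, and *PDF1* from 17826071 to 17827648. At 36 hpg the 3 WT libraries held 567 counts of *ATML1* and the 3 *puchi-1* libraries 1, a ratio of 948 with a 95% interval of 169 to 37500 (adjusted p = 0.00235). *PDF2* was at 18.4 ± 2.87 CPM in the WT and 0.223 ± 0.16 CPM in *puchi-1* at 36 hpg (log2FC = -6.45, standard error 1.08, adjusted p = 0.00186). At 30 hpg *PDF2* was at 8.21 ± 1.05 and 0.064 ± 0.0756 CPM (adjusted p = 0.00323). *PDF1* was at 85.2 ± 8.83 and 0.293 ± 0.347 CPM at 36 hpg (log2FC = -8.35, adjusted p = 0.000163). At 24 hpg it had 4274 counts in the WT and 2 in *puchi-1*, a ratio of 2110 with a 95% interval of 584 to 17400. At 12 hpg the log2FC of *ATML1* was 0.1 (adjusted p = 1), and the difference between time points had unadjusted p of 0.00152 for *ATML1* and 0.667 for *PDF2* (adjusted p = 0.703 and 1).

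Of 15 HD-ZIP IV genes, 2 were lower at 24 hpg, 1 at 30 hpg, and 2 at 36 hpg, and none was higher (2, 3, and 5 lower when adjusted over the list alone). As a group they were lower at 30 and 36 hpg (adjusted p = 1.97e-06 and 1.7e-05), both held with an estimated correlation.

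**Figure D4:**
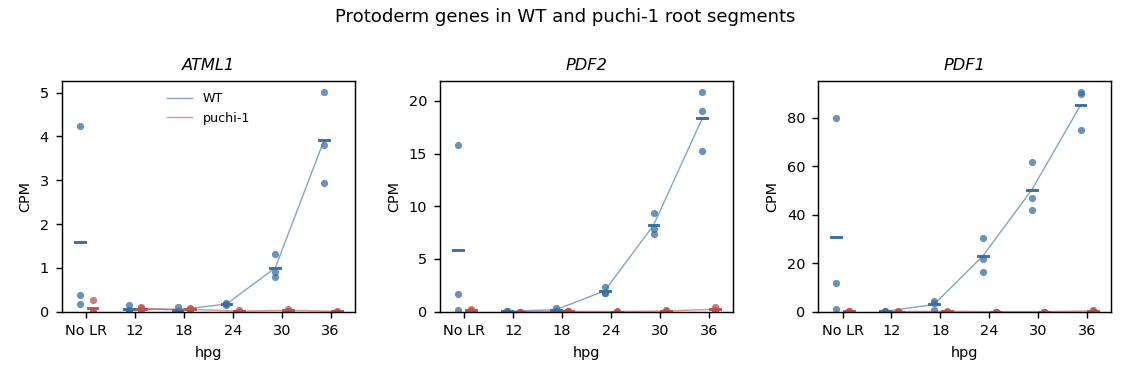
Level (CPM) of *ATML1*, *PDF2*, and *PDF1* by sample and genotype. Points are libraries, bars are means of 3 libraries, and the line joins the means of the bends. At 36 hpg the mean of *PDF1* is 85.2 CPM in the WT and 0.293 CPM in *puchi-1*.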

*ATML1* and *PDF2* expression dynamics are lost in *puchi-1* mutant LRPs (Supplementary Fig S7G, H). Thus, we hypothesize that PUCHI-dependent VLCFA regulation could participate actively in patterning mechanisms controlling LRP organization.

In conclusion, by analysing the impact of *PUCHI* loss of function on the progression of LRP development and functional patterning, we showed that PUCHI is required for the correct timing of meristem establishment and, in particular, represses premature expression of key root meristem genes at early stages of LRP development. These results are consistent with the model of an LR GRN organized in distinct genetic subcircuits whose sequential inhibitions or activations contribute to the transition from an early morphogenetic phase to a second, meristem establishment phase, as well as to the bifurcation between the central meristematic domain and the flanking domain in the developing organ. How VLCFA-, auxin-, or cytokinin-dependent patterning mechanisms may interact during this process downstream of PUCHI will require further investigations.

## Supplementary data

The following supplementary data are available at *JXB* online.

Fig. S1. The LRP phenotype of Col-0 and *puchi-1* LRPs during the time-course transcriptomic analysis after gravistimulation.

Fig. S2. GO term enrichment during the time-course transcriptomic analysis of LR formation in *puchi-1* compared with Col-0 upon gravistimulation.

Fig. S3. A heat map of selected gene patterns up- and down-regulated in *puchi-1* compared with the Col-0 background during the formation of LRPs.

Fig. S4. PLT gene expression analysis in *puchi-1* compared with Col-0 using qRT–PCR and confocal microscopy.

Fig. S5. Identification of the PUCHI direct target genes using available datasets.

Fig. S6. Predicted PUCHI target gene expression patterns in *puchi-1* and the Col-0 background during the formation of LRPs.

Fig. S7. Selected gene expression patterns in *puchi-1* and the Col-0 background during the formation of LRPs.

erac079_suppl_Supplementary_Figures_S1-S7

erac079_suppl_Supplementary_Table_S1

## Data Availability

All data to support the conclusions of this study are included in the main text and the supplementary data. The full RNAseq data discussed in this publication have been deposited in the NCBI’s Gene Expression Omnibus and are accessible through GEO Series accession number GSE199142 (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE199142) (Edgar *et al.*, 2002).

## Abbreviations

DEG: differentially expressed gene
GR: glucocorticoid receptor
GO: Gene Ontology
GRN: gene regulatory network
hpg: hours post-gravistimulation
LR: lateral root
LRP: lateral root primordium
MS: Murashige and Skoog
NAA: 1-naphthalene acetic acid; NPA. *N*-1-naphthylphthalamic acid
QC: quiescent centre
RAM: root apical meristem
VLCFA: very long chain fatty acid
WT: wild type

# Supplementary material for: PUCHI represses early meristem formation in developing lateral roots of Arabidopsis thaliana
**Source:** J Exp Bot. 2022 Feb 28;73(11):3496–510. doi: 10.1093/jxb/erac079
**Supplement:** erac079_suppl_Supplementary_Figures_S1-S7

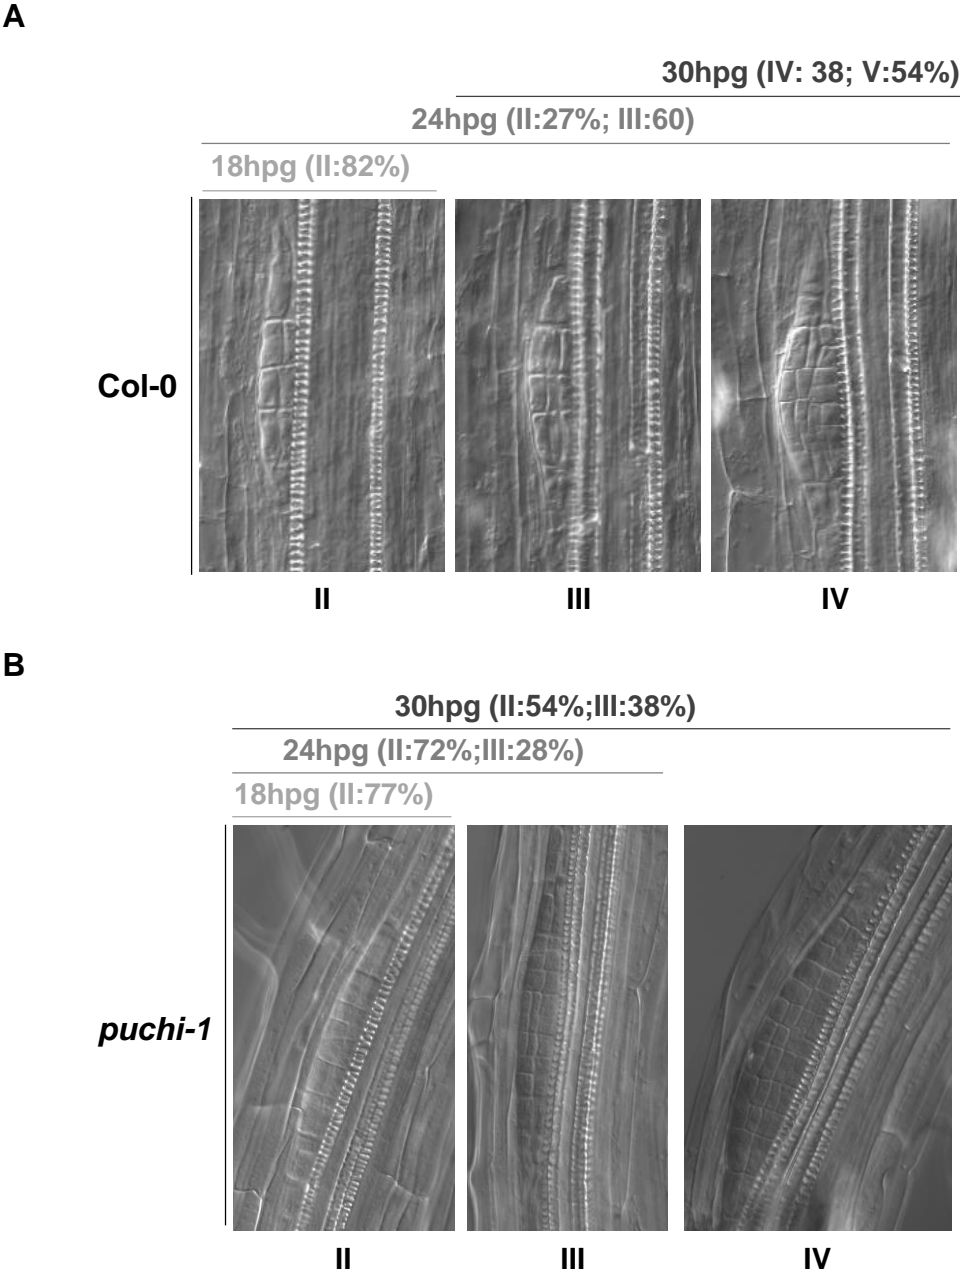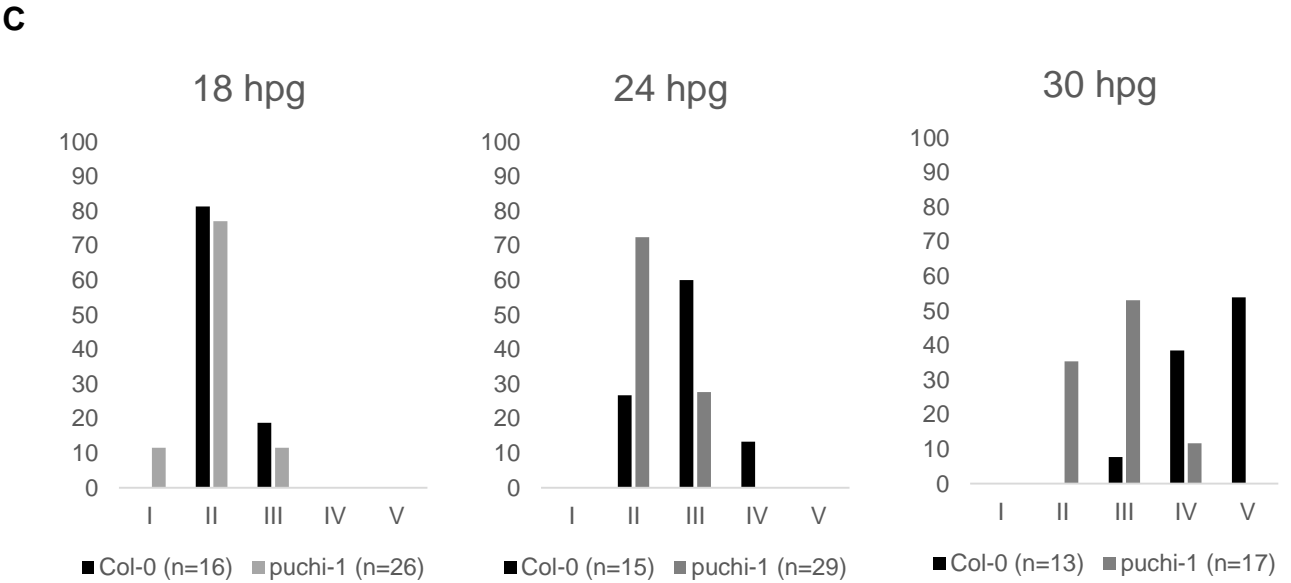

Fig. S1: LRP phenotype of Col-0 and *puchi-1* LRP during the time-course transcriptomic analysis after gravistimulation (hpg). (A) and (B) Brightfield images showing the LRP stages observed for each timepoint. Time points corresponds to phenotype of the LRP observed in the RNAseq samples. The percentages of occurrence for each LRP stages per time point are shown. (C) Distribution of LRP developmental stages after 18, 24, 30 hours post-gravistimulation (hpg) in Col-0 and *puchi-1* roots. Data are one biological replicate for Col-0 and two biological replicates for *puchi-1*. The number of observed seedlings is indicated (n=X).

A

GO biological process enrichment in <i>puchi-1</i> Downregulated genes						
	No LR	12h	18h	24h	30h	36h
wax biosynthetic process (GO:0010025)	0	0	36	0	27	23
cuticle development (GO:0042335)	43	0	41	13	37	22
suberin biosynthetic process (GO:0010345)	0	48	46	0	0	0
cutin biosynthetic process (GO:0010143)	0	49	0	0	0	25
fatty acid biosynthetic process (GO:0006633)	0	0	0	0	10	0
fatty acid metabolic process (GO:0006631)	0	9	0	0	0	0
very long-chain fatty acid metabolic process (GO:0000038)	0	0	25	0	19	13
lipid transport (GO:0006869)	9	0	15	5	10	7
response to fatty acid (GO:0070542)	0	0	0	5	0	0
lipid biosynthetic process (GO:0008610)	5	0	0	0	0	0
triterpenoid metabolic process (GO:0006722)	0	0	0	0	0	22
phyllome development (GO:0048827)	5	0	0	0	0	3
anther development (GO:0048653)	0	14	13	0	14	0
secondary metabolic process (GO:0019748)	0	0	0	5	0	0
response to stress (GO:0006950)	2	0	0	0	0	0
cellular response to hypoxia (GO:0071456)	0	0	0	8	0	0
response to salicylic acid (GO:0009751)	0	0	0	5	0	0
cell differentiation (GO:0030154)	0	0	0	0	0	3
GO biological process enrichment in <i>puchi-1</i> Upregulated genes						
	No LR	12h	18h	24h	30h	36h
root development (GO:0048364)	0	0	0	5	0	0
anatomical structure morphogenesis (GO:0009653)	0	0	0	4	0	0
cell growth (GO:0016049)	0	0	0	6	0	0
response to hormone (GO:0009725)	0	0	0	4	0	0
response to auxin (GO:0009733)	0	0	0	0	0	6
regulation of hormone levels (GO:0010817)	0	0	0	0	0	6
response to organic substance (GO:0010033)	4	0	0	0	0	0
response to wounding (GO:0009611)	0	0	0	0	7	0
cellular response to endogenous stimulus (GO:0071495)	0	0	0	5	0	0
response to jasmonic acid (GO:0009753)	0	0	0	0	9	0
response to fatty acid (GO:0070542)	0	0	0	0	9	0
regulation of transcription, DNA-templated (GO:0006355)	0	0	0	0	0	3

Fig. S2. GO-terms enrichment during the time-course transcriptomic analysis of LR formation in *puchi-1* compared to *Col-0* upon gravistimulation. (A) Distribution of Gene Ontologies among DEGs in *puchi* was analysed using a PANTHER overrepresentation assay and Fisher test followed by a Bonferroni Correction ($p^* < 0.05$). The Heat map shows the GO terms fold enrichment of DEGs for each time point.

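The heat map of Supplementary Fig. S2 sets out, for each time point, by how much each Gene Ontology term was more frequent among the DEGs than among all genes of the genome. A fold enrichment of this kind depends on which genes were called and on the set of genes taken as the background. Fisher’s test treats the genes as independent of one another, and the Bonferroni correction accounts for the number of terms tested. The enrichment was not computed again here, because the files hold no annotation of genes with these terms.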

		Log2 FC						p-value					
Gene Name	AGI Number	No LR	12h	18h	24h	30h	36h	No LR	12h	18h	24h	30h	36h
QC specific													
NAP	AT1G69490	2,33	-0,06	1,08	0,14	2,98	2,02	***	9,4E-01	9,4E-02	7,9E-01	***	***
WIP4	AT3G20880	0,78	0,83	5,13	4,41	1,24	0,68	3,9E-01	5,6E-01	***	***	*	8,1E-02
DUF9	AT5G23780	0,48	0,36	1,10	0,48	0,61	0,14	3,7E-01	4,2E-01	***	1,1E-01	1,3E-01	6,4E-01
NPY4	AT2G23050	0,48	0,39	0,88	1,96	1,19	0,72	5,6E-01	6,1E-01	***	***	***	***
APL4	AT2G21590	-0,29	0,34	1,12	1,18	1,06	0,11	7,6E-01	5,4E-01	*	***	**	8,0E-01
WOX5	AT3G11260	0,10	0,55	0,64	-0,50	-0,75	-0,98	7,8E-01	1,1E-01	***	*	***	***
Morphogenesis													
FEZ	AT1G26870	0,18	0,39	-0,18	2,13	1,22	-0,70	8,6E-01	6,3E-01	8,0E-01	*	**	*
SHR	AT4G37650	0,14	0,06	0,31	0,46	0,33	0,36	5,3E-01	6,0E-01	***	***	***	***
SCR	AT3G54220	-0,07	0,06	-0,07	0,27	-0,06	-0,04	8,2E-01	6,5E-01	5,3E-01	6,4E-02	5,7E-01	7,3E-01
WER/MYB66	AT5G14750	-1,06	0,55	-0,17	0,65	-1,38	-2,44	4,3E-01	2,7E-01	6,2E-01	3,1E-01	***	***
MIR166b	AT3G61897	0,08	0,04	0,55	-0,18	-1,11	1,39	9,6E-01	9,7E-01	4,5E-01	8,4E-01	3,1E-01	7,4E-02
KAN4/ATS	AT5G42630	-1,27	0,10	-0,63	-0,98	-2,02	-1,64	**	7,6E-01	*	***	***	***
Auxin transport													
LAX3	AT1G77690	0,41	0,44	0,42	0,71	0,63	0,48	2,7E-01	**	***	***	***	***
Auxin signalling													
ARF2	AT5G62000	0,36	0,06	0,18	0,09	0,22	0,37	***	5,9E-01	1,6E-01	4,7E-01	**	***
MP/ARF5	AT1G19850	-0,13	-0,10	0,08	0,11	0,44	0,24	7,0E-01	6,7E-01	5,6E-01	3,2E-01	***	1,1E-01
ARF7	AT5G20730	-0,11	-0,07	-0,06	-0,02	-0,02	0,00	5,5E-01	5,6E-01	5,2E-01	7,6E-01	8,2E-01	9,9E-01
ARF9	AT4G23980	0,24	0,10	0,24	0,05	0,15	0,22	2,1E-01	3,2E-01	6,6E-02	6,3E-01	1,6E-01	6,8E-02
ARF11	AT2G46530	0,14	0,09	0,31	-0,07	0,20	0,18	6,2E-01	7,1E-01	2,1E-01	7,2E-01	3,4E-01	3,9E-01
ARF19	AT1G19220	0,13	0,14	0,17	0,35	0,17	0,27	4,8E-01	2,4E-01	8,9E-02	***	9,5E-02	*
ETT	AT2G33860	-0,03	0,08	0,05	-0,28	-0,28	-0,06	8,6E-01	5,7E-01	7,2E-01	4,3E-02	***	4,7E-01
ARF4	AT5G60450	-0,11	0,52	0,49	-0,02	0,24	0,10	3,8E-01	***	***	8,7E-01	*	4,2E-01
ARF6	AT1G30330	0,06	0,21	0,24	0,26	0,09	-0,07	8,7E-01	1,6E-01	*	*	3,8E-01	5,4E-01
ARF17	AT1G77850	0,16	0,25	0,24	-0,12	-0,06	0,05	3,7E-01	8,2E-02	8,1E-02	3,5E-01	7,3E-01	7,3E-01
IAA11	AT4G28640	0,09	0,14	0,22	0,25	0,43	0,58	7,5E-01	2,8E-01	1,9E-01	*	***	***
IAA13	AT2G33310	0,51	0,32	0,60	0,55	0,53	0,51	***	**	***	***	***	***
IAA2	AT3G23030	0,86	0,21	0,41	0,34	0,76	1,06	***	1,7E-01	***	*	***	***
IAA29	AT4G32280	1,21	1,14	0,87	0,60	1,01	1,71	1,0E-01	***	***	*	***	***
IAA5	AT1G15580	-0,32	0,84	1,04	1,33	0,53	1,06	6,3E-01	1,1E-01	8,7E-02	8,6E-02	3,4E-01	*
SLR/IAA14	AT4G14550	0,19	0,23	-0,01	0,50	0,32	-0,03	4,4E-01	1,0E-01	9,3E-01	***	*	8,9E-01
IAA19	AT3G15540	0,36	0,30	0,54	-0,17	0,25	0,12	5,1E-01	1,5E-01	***	1,2E-01	2,4E-01	5,4E-01
SHY2	AT1G04240	0,80	0,15	0,32	0,41	0,59	0,71	***	3,8E-01	6,2E-02	***	***	***
Auxin homeostasis													
GH3.1	AT2G14960	1,19	0,94	1,51	0,49	0,42	0,12	***	***	***	***	*	5,0E-01
YDK1/GH3.2	AT4G37390	1,53	0,47	0,77	0,55	0,59	1,17	***	*	***	1,1E-01	***	***
GH3.3	AT2G23170	2,32	0,61	0,88	1,09	1,60	2,08	***	4,0E-01	***	***	***	***
GH3.5	AT4G27260	1,24	0,85	1,17	0,87	0,80	1,09	***	***	***	***	***	***
DAO1	AT1G14130	0,13	-0,57	-0,87	-0,39	-0,36	-0,19	3,9E-01	***	***	**	***	1,3E-01
VLCA and Cuticle													
CDEF1	AT4G30140	1,07	-0,71	0,43	0,20	0,49	1,19	4,6E-01	*	5,2E-01	8,2E-01	**	***
MPK14	AT4G36450	0,29	0,46	0,62	0,71	1,15	0,56	4,8E-01	1,8E-01	1,2E-01	*	*	2,1E-01
ERF13	AT2G44840	0,51	-0,57	-0,31	-1,81	0,92	0,12	3,3E-01	6,0E-01	8,3E-01	1,6E-01	1,6E-01	9,4E-01
Signalling													
GLV6	AT2G03830	-0,16	0,77	1,11	1,11	0,11	-0,72	8,5E-01	**	***	***	7,6E-01	***
MAKR4	AT2G39370	0,88	0,64	0,90	1,20	1,00	1,99	1,5E-01	***	***	***	***	***
MKK4	AT1G51660	-0,03	-0,27	-0,08	-0,52	-0,04	0,06	9,4E-01	2,3E-01	8,0E-01	*	8,0E-01	8,2E-01
MKK5	AT3G21220	-0,37	-0,19	-0,21	-0,34	-0,01	-0,31	7,6E-02	2,7E-01	1,4E-01	***	9,7E-01	***
MPK3	AT3G45640	0,32	-0,56	-0,25	-0,99	0,51	0,06	5,4E-01	3,7E-01	7,3E-01	***	8,9E-02	9,2E-01
TOL2	AT4G37295	0,32	0,56	0,67	0,34	0,22	0,55	1,9E-01	**	***	*	1,5E-01	***
Transcription factors													
FLP/MYB124	AT1G14350	-0,65	-0,77	-0,68	-0,71	-0,39	-0,54	1,5E-01	***	***	***	4,3E-02	***
GATA23	AT5G26930	1,08	1,55	1,79	2,80	2,38	3,57	4,5E-01	***	***	***	***	***
LBD16	AT2G42430	-0,09	-0,93	-0,89	-1,11	-0,86	-0,44	8,3E-01	***	***	***	***	***
LBD18	AT2G45420	0,09	0,27	0,59	0,20	0,42	0,20	8,5E-01	1,5E-01	***	3,5E-01	*	4,8E-01
LBD29	AT3G58190	0,94	0,39	0,62	0,82	0,99	1,13	***	1,7E-01	***	***	***	***
Cytokinins													
CRF1	AT4G11140	-1,68	-2,64	-2,88	-2,40	-2,50	-2,24	***	***	***	***	***	***
CRF3	AT5G53290	0,09	0,58	0,71	0,54	0,65	0,38	7,0E-01	**	***	***	***	***
CRF2	AT4G23750	0,56	0,48	0,67	0,40	0,16	-0,18	1,9E-01	5,7E-02	***	***	2,5E-01	2,8E-01
CRF4	AT4G27950	-0,51	0,29	0,22	0,66	0,38	-0,21	2,4E-01	4,9E-01	4,2E-01	*	7,7E-02	5,4E-01
APT5	AT5G11160	-1,05	0,10	0,23	-0,14	-0,14	-0,52	1,4E-01	9,1E-01	6,3E-01	6,3E-01	6,1E-01	6,9E-02
AHP6	AT1G80100	-1,59	-1,24	-1,02	-0,87	-0,37	-1,56	*	5,6E-02	*	7,9E-02	4,5E-01	***
ARR5	AT3G48100	-0,73	-0,53	-0,12	0,10	0,02	-0,85	***	8,3E-02	3,7E-01	5,2E-01	9,5E-01	***
ARR14	AT2G01760	-0,04	-0,51	0,18	0,09	0,38	0,03	9,6E-01	3,0E-01	7,5E-01	8,0E-01	2,5E-01	8,9E-01
ARR18	AT5G58080	1,38	N/A	N/A	-0,46	-0,04	N/A	2,7E-01	N/A	N/A	7,1E-01	9,8E-01	N/A
ARR15	AT1G74890	-2,12	0,42	0,58	1,15	-0,99	-0,45		4,3E-01	2,1E-01	1,6E-02	1,9E-01	7,0E-01
ARR7	AT1G19050	-0,15	-0,07	-0,07	-0,13	-0,15	-0,67	8,6E-01	7,5E-01	7,2E-01	4,4E-01	4,4E-01	***
IPT7	AT3G23630	-0,60	-0,45	-0,50	-0,64	-0,56	-0,61	1,7E-01	*	***	***	***	**
IPT1	AT1G68460	-2,00	0,62	-1,47	0,40	-1,01	-2,40	2,4E-01	6,8E-01	2,3E-01	7,4E-01	4,4E-01	*
IPT3	AT3G63110	-0,62	0,06	-0,06	-0,34	-0,42	-0,27	6,7E-02	7,3E-01	7,0E-01	1,0E-01	**	2,7E-01
CKX1	AT2G41510	0,24	-0,24	0,01	0,89	0,82	1,31	6,8E-01	4,3E-01	9,6E-01	***	***	***
CKX6	AT3G63440	0,72	0,94	1,23	1,21	1,21	1,18	***	***	***	***	***	***
CKX5	AT1G75450	-0,71	0,12	0,16	-0,26	-0,09	-0,47	**	6,7E-01	2,5E-01	1,7E-01	7,1E-01	**
CKX2	AT2G19500	-0,37	N/A	N/A	N/A	-1,75	-1,77	8,7E-01	N/A	N/A	N/A	4,0E-01	1,2E-01
LOG3	AT2G37210	1,32	0,29	1,80	1,42	1,74	0,86	*	4,9E-01	***	***	***	***

Module 1 (Lavenus *et al.*, 2015)

Module 2 (Lavenus *et al.*, 2015)

Figure S3. Time-course transcriptomic analysis in Col-0 and *puchi-1* after gravistimulation. Heat map of selected gene patterns up- and down-regulated in *puchi-1* compared to Col-0 background during the formation of LRP. Statistical analysis on three independent RNAseq replicates were performed using the DESeq2 package and Wald Test: p-value: * <0.05 ; ** <0.02 ; *** <0.01 . Colour code for the heatmap is red for upregulated genes and blue for downregulated genes. Colour code for gene names and AGI numbers indicates the module classification (Orange: module1, Morphogenetic phase and Purple: module 2, Meristematic phase) as described in Lavenus *et al.*, 2015.

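Of the 69 genes of the heat map, *IAA13* and *CKX6* were among those higher in *puchi-1*, and *CRF1* among those lower. Over all genes tested, 9 of the 69 were higher and 1 was lower in ‘No LR’ segments, and 1 was higher and 1 lower at 12 hpg. At 18 hpg 8 were higher and 2 lower, at 24 hpg 5 and 2, at 30 hpg 8 and 3, and at 36 hpg 11 and 2. Adjusted over the list alone, the numbers were 13 and 7 in ‘No LR’ segments, 8 and 3 at 12 hpg, 14 and 2 at 18 hpg, 20 and 6 at 24 hpg, 17 and 5 at 30 hpg, and 19 and 7 at 36 hpg. The study selected these genes on these samples, so the counts are not independent evidence.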

A

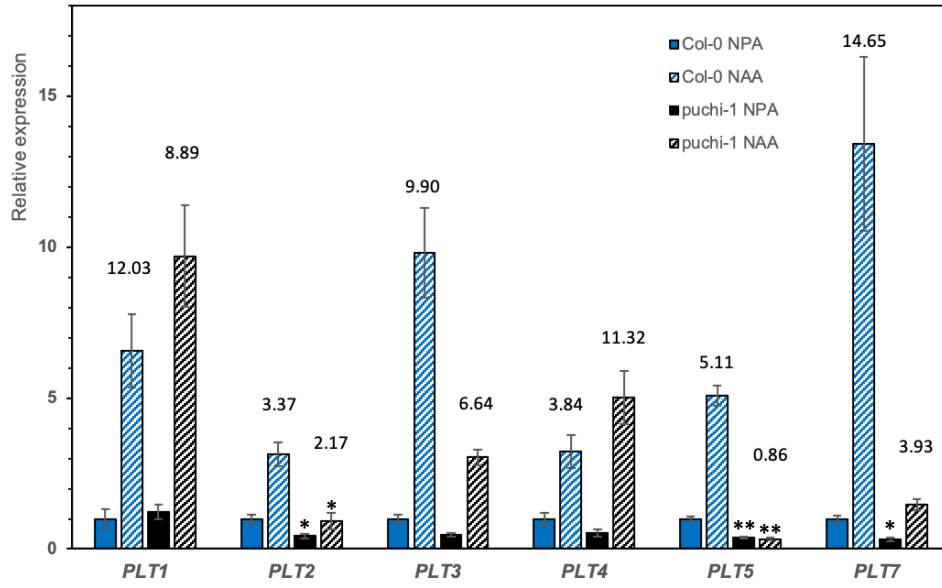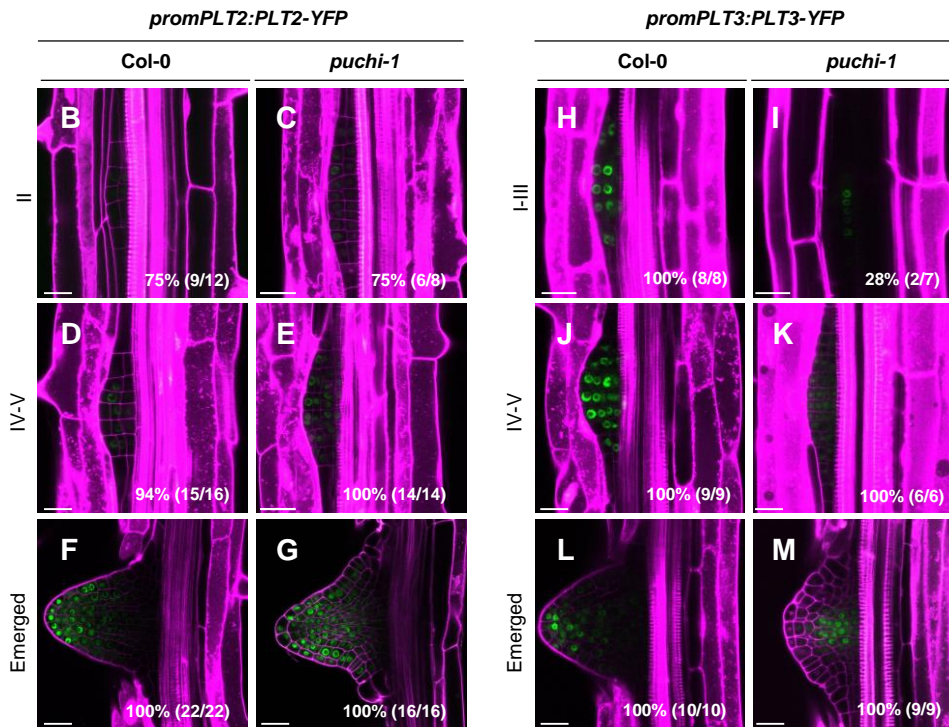

Fig. S4. Time-course transcriptomic analysis in Col-0 and *puchi-1* upon gravistimulation. (A) RT-qPCR analysis of *PLT1*, *PLT2*, *PLT3*, *PLT4*, *PLT5* and *PLT7* gene expression levels 24h after lateral root induction NPA/NAA treatment (Himanen *et al.*, 2002) in *puchi-1* and Col-0. Data are represented as mean $\pm$ SEM (standard error of the means), n=3 independent biological replicates. Significance was determined using a Student's t test (* $p < 0.05$, ** $p < 0.01$, *** $p < 0.001$). Expression pattern of (B-G) *promPLT2:PLT2-YFP* and (H-M) *promPLT3:PLT3-YFP* (green) in *puchi-1* and Col-0 LR primordia. Percentages and numbers indicate the occurrence of the represented pattern over the total number of observations. (B-M) Cell membranes were stained using propidium iodide (magenta). Scale bar: 25 μ m.

A

DAPseq PUCHI_ ampDAP-seq
FRiP $\geq 5\%$
(Ronan *et al.*, 2016)

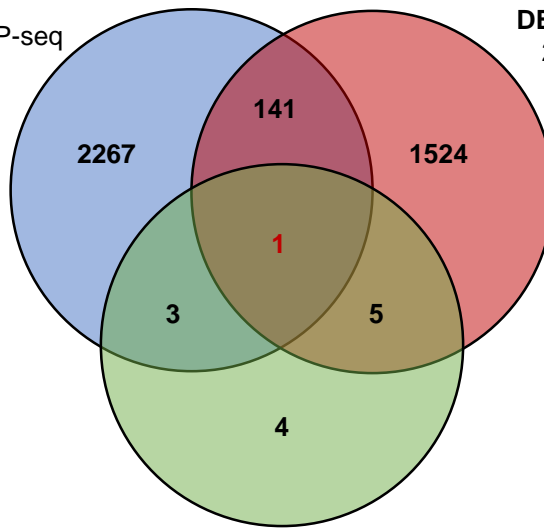

DEG RNAseq PUCHI_ 12h, 18h, 24h, 30h_FC $\geq \text{Log}_2: \pm 1$; p-value < 0.05
(Bellande *et al.*, this paper)

PUCHI-GR (Trinh *et al.*, 2019)

B

AGI number	TAIR Aliases	TAIR Summary
AT4G11140	CRF1	Encodes a member of the ERF (ethylene response factor) subfamily B-5 of ERF/AP2 transcription factor family. The protein contains one AP2 domain. There are 7 members in this subfamily. CRF proteins relocate to the nucleus in response to cytokinin.
AT3G51060	SRS1, STY1	A member of SHI gene family. Arabidopsis thaliana has ten members that encode proteins with a RING finger-like zinc finger motif. Despite being highly divergent in sequence, many of the SHI-related genes are partially redundant in function and synergistically promote gynoecium, stamen and leaf development in Arabidopsis. STY1/STY2 double mutants showed defective style, stigma as well as serrated leaves. Binds to the promoter of YUC4 and YUC8 (binding site ACTCTAC)
AT1G19790	SRS7	A member of SHI gene family. Arabidopsis thaliana has ten members that encode proteins with a RING finger-like zinc finger motif. Despite being highly divergent in sequence, many of the SHI-related genes are partially redundant in function and synergistically promote gynoecium, stamen and leaf development in Arabidopsis.
AT2G28500	LBD11	
AT3G56400	WRKY70	Member of WRKY Transcription Factor
AT4G29230	NAC075	NAC domain protein involved in negative regulation of flowering.
AT5G53950	ANAC098, CUC2	Transcriptional activator of the NAC gene family, with CUC1 redundantly required for embryonic apical meristem formation, cotyledon separation and expression of STM. Proper timing of CUC2 expression is required to maintain the phyllotactic pattern initiated in the meristem. CUC2 expression in leaf sinus region is required for serration and the extent of serration is modulated by mir164A mediated repression of CUC2. Together with CUC3-DA1-UBP15 part of a regulatory module which controls the initiation of axillary meristems, thereby determining plant architecture. Regulates the axillary meristem initiation, directly binding to the DA1 promoter.
AT1G28360	ERF12	encodes a member of the ERF (ethylene response factor) subfamily B-1 of ERF/AP2 transcription factor family (ERF12). The protein contains one AP2 domain. There are 15 members in this subfamily including ATERF-3, ATERF-4, ATERF-7, and leafy petiole. Regulates floral development.
AT1G12610	DDF1	Encodes a member of the DREB subfamily A-1 of ERF/AP2 transcription factor family (DDF1). The protein contains one AP2 domain. There are six members in this subfamily, including CBF1, CBF2, and CBF3. Overexpression of this gene results in delayed flowering and dwarfism, reduction of gibberellic acid biosynthesis, and increased tolerance to high levels of salt. This gene is expressed in all tissues examined, but most abundantly expressed in upper stems. Overexpression of this gene is also correlated with increased expression of GA biosynthetic genes and RD29A (a cold and drought responsive gene). Under salt stress it induces the expression of GAOX7, which encodes ad C20-GA inhibitor.
AT2G20880	ERF53	Encodes ERF53, a drought-induced transcription factor. Belongs to the AP2/ERF superfamily, and has a highly conserved AP2 domain. Regulates drought-responsive gene expressions by binding to the GCC box and/or dehydration-responsive element (DRE) in the promoter of downstream genes. Overexpression of AtERF53 driven by the CaMV35S promoter resulted in an unstable drought-tolerant phenotype in T2 transgenic plants. Involved in heat shock response.
AT5G24110	WRKY30	member of WRKY Transcription Factor
AT5G47220	ERF2	Encodes a member of the ERF (ethylene response factor) subfamily B-3 of ERF/AP2 transcription factor family (ATERF-2). The protein contains one AP2 domain. Functions as activator of GCC box Δ E-dependent transcription. Positive regulator of JA-responsive defense genes and resistance to <i>F. oxysporum</i> and enhances JA inhibition of root elongation.
AT1G29670	GDSL1	GDSL-motif esterase/acyltransferase/lipase. Enzyme group with broad substrate specificity that may catalyze acyltransfer or hydrolase reactions with lipid and non-lipid substrates. The mRNA is cell-to-cell mobile.
AT2G38110	GPAT6	bifunctional sn-glycerol-3-phosphate 2-O-acyltransferase/phosphatase. Involved in cutin assembly.
AT3G16370		GDSL-motif esterase/acyltransferase/lipase. Enzyme group with broad substrate specificity that may catalyze acyltransfer or hydrolase reactions with lipid and non-lipid substrates. The mRNA is cell-to-cell mobile.
AT5G56970	CKX3	It encodes a protein whose sequence is similar to cytokinin oxidase/dehydrogenase, which catalyzes the degradation of cytokinins.
AT4G26200	ACCS7, ACS7,	Member of a family of proteins in Arabidopsis that encode 1-Amino-cyclopropane-1-carboxylate synthase, an enzyme involved in ethylene biosynthesis. Not expressed in response to IAA.
AT1G51500	ABCG12, CER5	Encodes an ABC transporter involved in cuticular wax biosynthesis. Lines carrying recessive mutations in this locus have weakly glaucous stem surface, and relative elevated secondary alcohols and ketones.
AT1G43160	ERF113, RAP2.6	encodes a member of the ERF (ethylene response factor) subfamily B-4 of ERF/AP2 transcription factor family (RAP2.6). The protein contains one AP2 domain. There are 7 members in this subfamily.
AT5G57390	AIL5, PLT5	Encodes a member of the AP2 family of transcriptional regulators. May be involved in germination and seedling growth. Mutants are resistant to ABA analogs and are resistant to high nitrogen concentrations.essential for the developmental transition between the embryonic and vegetative phases in plants. Overexpression results in the formation of somatic embryos on cotyledons. It is also required to maintain high levels of PIN1 expression at the periphery of the meristem and modulate local auxin production in the central region of the SAM which underlies phyllotactic transitions. Acts redundantly with PLT3 and 7 in lateral root pattern formation.
AT2G14960	GH3.1	encodes a protein similar to IAA-amido synthases. Lines carrying an insertion in this gene are hypersensitive to auxin.
AT1G24470	KCR2	Encodes one of the two Arabidopsis homologues to YBR159w encoding a <i>S. cerevisiae</i> beta-ketoacyl reductase (KCR), which catalyzes the first reduction during VLCFA (very long chain fatty acids, >18 carbon) elongation: KCR1 (At1g67730), KCR2 (At1g24470). Complementation of the yeast ybr159Delta mutant demonstrated that the two KCR proteins are divergent and that only AtKCR1 can restore heterologous elongase activity similar to the native yeast KCR gene.
AT1G46264	HSFB4, SCZ	Encodes SCHIZORIZA, a member of Heat Shock Transcription Factor (Hsf) family. Functions as a nuclear factor regulating asymmetry of stem cell divisions.
AT1G71030	MYBL2	Encodes a putative myb family transcription factor. In contrast to most other myb-like proteins its myb domain consists of a single repeat. A proline-rich region potentially involved in transactivation is found in the C-terminal part of the protein. Its transcript accumulates mainly in leaves.
AT4G36260	SRS2, STY2	A member of SHI gene family. Arabidopsis thaliana has ten members that encode proteins with a RING finger-like zinc finger motif. Despite being highly divergent in sequence, many of the SHI-related genes are partially redundant in function and synergistically promote gynoecium, stamen and leaf development in Arabidopsis. Encodes protein with a single zinc finger motif and a members of a small gene family of putative transcription factors in which the SHORT INTERNODES (SHI) gene is found. STY2/STY1 double mutants showed defective style, stigma as well as serrated leaves.

Figure S5. Identified PUCHI target genes in different datasets. (A) Venn diagram showing the number of targeted genes by PUCHI using DAPseq (Ronan *et al.*, 2016; http://neomorph.salk.edu/dap_web/pages/index.php), RNAseq analysis in *puchi-1* background after gravistimulation (this paper) and PUCHI-GR inducible system (Trinh *et al.*, 2019). Genes in pPUCHI::PUCHI:GR in *puchi-1* seedlings showed an upregulation (fold change ≥ 1.5 , p-value ≤ 0.05 as determined by Welch two sample t-test) in the following conditions: NAA CHX DEX vs NAA CHX. (GR: GLUCOCORTICOID RECEPTOR; DEX: dexamethasone; CHX: cycloheximide). (B) The common gene (red) between the three datasets and 25 genes (Auxin-, cytokinin-, VLCFA-, LR-, meristematic- related and transcription factors) that were common between two datasets (among the 150 genes, see suppl. Table 1 for details) were selected and their AGI number, aliases and TAIR summary are shown in the table.

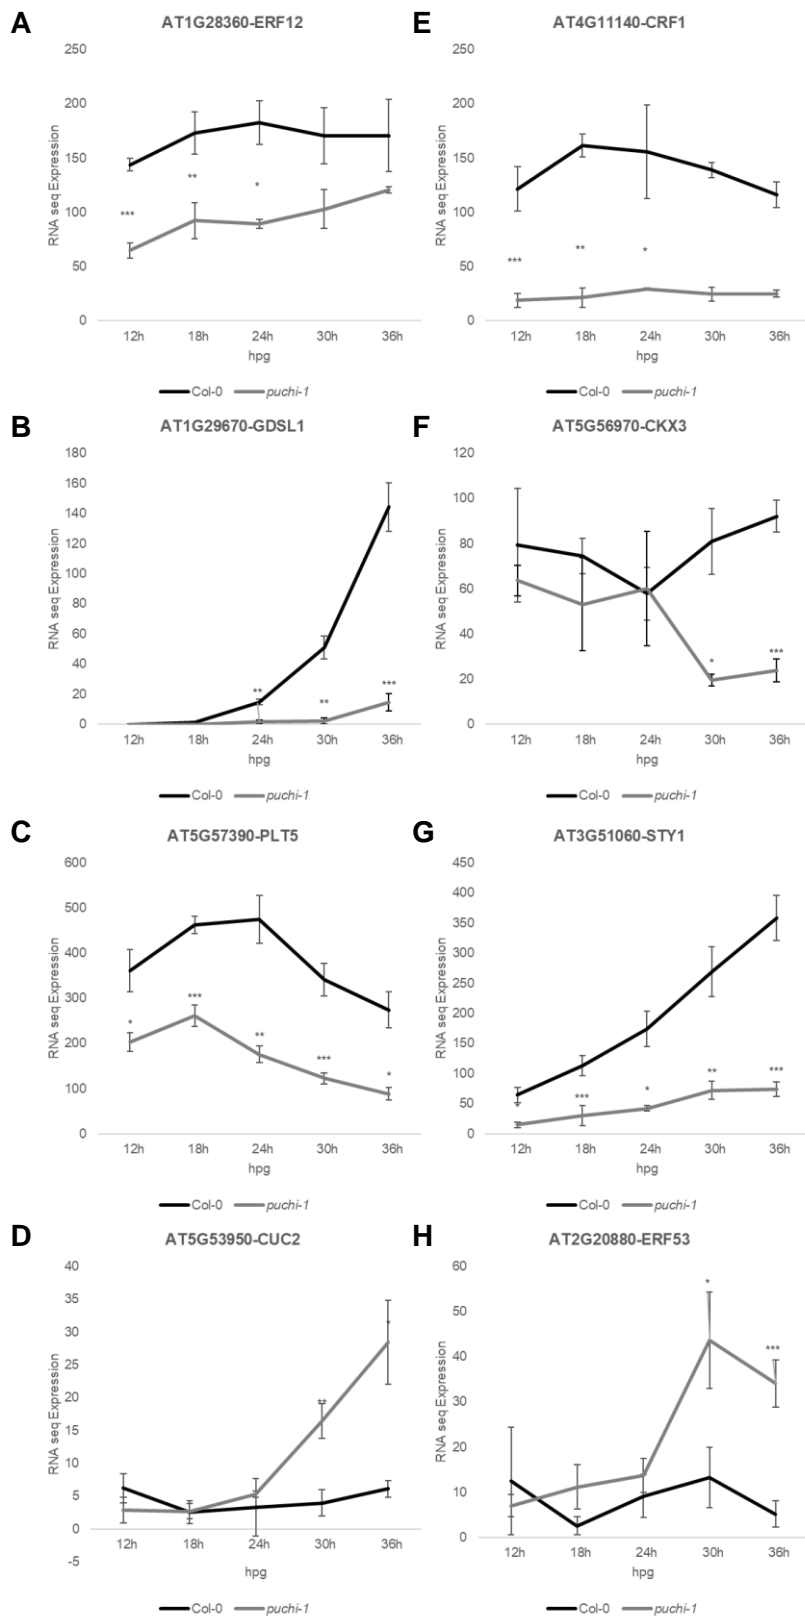

Figure S6. Expression patterns of the 8 predicted PUCHI target genes. (A-H) Gene expression patterns in *puchi-1* and Col-0 background during the formation of LRP. Data are means $\pm$ SE of three replicates per time point from the transcriptomic dataset. Statistical analysis on RNAseq replicates were performed using DESeq2 package and Wald Test: p-value: * <0.05 ; ** <0.02 ; *** <0.01 .

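Among the predicted target genes of Supplementary Fig. S6, *STY1* and *CKX3* were lower in *puchi-1* at 36 hpg, and neither call held without any 1 library. *STY1*, a gene of the SHI/STY family, was at 7.12 ± 1.11 CPM in the WT and 1.48 ± 0.338 CPM in *puchi-1* at 36 hpg (log2FC = -2.27, standard error 0.54, adjusted p = 0.0322). Without any 1 of the 6 libraries this adjusted p was between 0.0661 and 0.181. *CKX3*, which encodes a cytokinin oxidase, was at 1.83 ± 0.205 and 0.473 ± 0.154 CPM at 36 hpg (log2FC = -1.93, adjusted p = 0.0458, and between 0.0853 and 0.212 without any 1 of the 6 libraries). Averaged over the bends, the log2FC was -2.03 for *STY1* and -0.93 for *CKX3* (adjusted p = 2.3e-06 and 0.00468). *GDSL1*, which encodes a lipase of the GDSL family, was at 2.87 ± 0.436 and 0.287 ± 0.148 CPM at 36 hpg (log2FC = -3.35, adjusted p = 0.229). *CUC2*, a gene of organ boundaries, was at 0.122 ± 0.0329 CPM in the WT and 0.566 ± 0.171 CPM in *puchi-1* at 36 hpg (log2FC = 2.2, adjusted p = 0.369).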

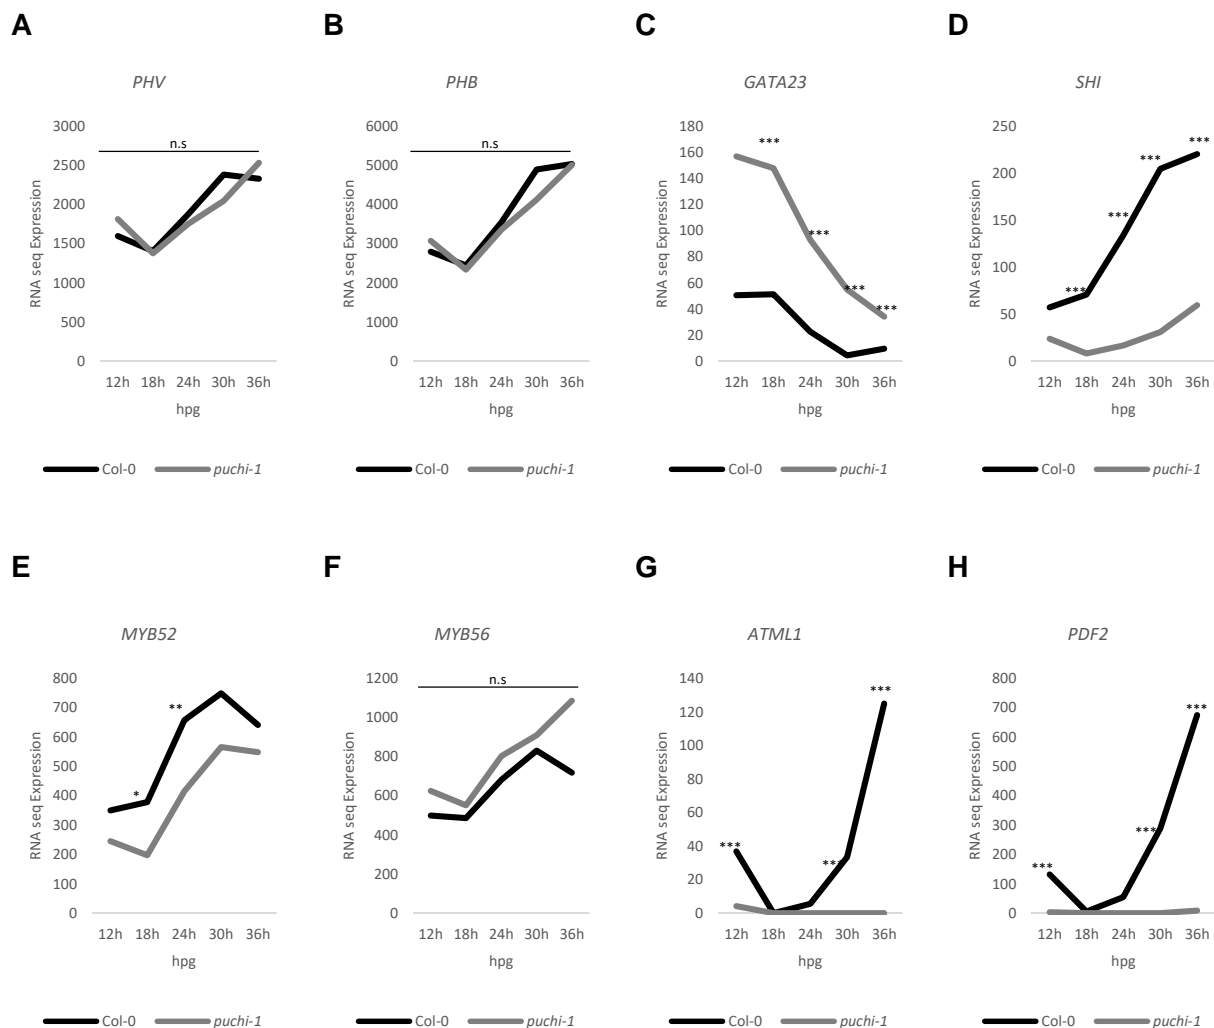

Fig. S7: Selected gene expression analysis in Col-0 and *puchi-1* after gravistimulation. (A-H) Gene expression patterns in *puchi-1* and Col-0 background during the formation of LRP. Data are means $\pm$ SE of three replicates per time point from the transcriptomic dataset. Statistical analysis on RNAseq replicates were performed using DESeq2 package and Wald Test: p-value: * <0.05 ; ** <0.02 ; *** <0.01 .

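*SHI*, a transcription factor gene of the SHI/STY family, was lower in *puchi-1* bends, while *PHV* and *PHB*, which encode HD-ZIP III transcription factors of vascular patterning, differed little. *SHI* was at 2.19 ± 0.707 CPM in the WT and 0.205 ± 0.124 CPM in *puchi-1* at 18 hpg (log2FC = -3.35, standard error 0.61, adjusted p = 0.0062, and 0.0536 without *puchi-1* replicate 2). At 36 hpg *PHV* was at 47.8 ± 3.22 and 43.7 ± 1.28 CPM (log2FC = -0.13, adjusted p = 0.733). *PHB* was at 103 ± 6.69 and 84.4 ± 8.19 CPM (log2FC = -0.29, adjusted p = 0.557). *MYB52*, a gene of cell wall formation, was at 11.9 ± 3.31 CPM in the WT and 6.55 ± 1.61 CPM in *puchi-1* at 18 hpg (log2FC = -0.87, adjusted p = 0.381, and 0.00987 with the replicate as a block). *MYB52* passed on the average of the bends, with a log2FC of -0.61 (adjusted p = 0.00891). *MYB56*, which acts on QC division, was at 14.3 ± 1.76 and 19.4 ± 0.577 CPM at 36 hpg (log2FC = 0.44, adjusted p = 0.458).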

How the deposited data were processed for this re-analysis (not part of the article)

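RNA was sequenced from root segments of the WT (Col-0) and of *puchi-1* in 12 groups of 3 biological replicates, 36 libraries in all. The groups were bends harvested at 12, 18, 24, 30, and 36 hpg and ‘No LR’ segments, which the paper places at 12 hpg and the sample labels at 9 h. Replicates were numbered 1 to 3 as in the source names of the samples. The titles of most samples carry a date, whose month was used as a sampling month. What the dates mark, such as sowing, harvest, or extraction, is not stated. Whether the year of WT 12 hpg replicate 1, later than the others, is a typing error was not resolved. The covariate by month and the match of months at 18 hpg thus rest on the titles. Libraries without a date shared a level of their own in that covariate. At 24 hpg the genotypes had no month in common, so the covariate rests there on the other groups. Replicate 1 of the ‘No LR’ segments carries no date in either genotype, and replicates 2 and 3 are dated August. The titles of *puchi-1* ‘No LR’ replicates 2 and 3 differ by the word bis alone. Their counts differed by 70.8 in chi-square per gene, within the range of 26 to 365.2 between other replicates of a group, so they were kept as separate libraries.

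The authors demultiplexed and trimmed the reads with bcl2fastq (version 2.20), and aligned them to the TAIR10 genome with TopHat2 (version 2.1.1) and Bowtie2 (version 2.3.5.1). They discarded alignments with more than 6 mismatches, sorted the alignments with SAMtools (version 1.9), and counted reads per gene with featureCounts (version 2.0.0) on the reverse strand. How read pairs and reads with several alignments were counted is not stated in the paper’s text. The deposited table holds raw counts for 37973 rows, all whole numbers, with no filter and no normalization. Of these, 7716 had 0 reads in every library. Another 87 rows, of organellar genes, carry no locus tag and held 0.07 to 0.362% of the counts of a library. The loci of 37884 rows were matched to the reference gene table, from which names and positions were taken. The alignment and the count could not be repeated, since the reads were not examined.

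Total counts per library had a median of 48.1 M (1000000). Of the 36 totals, 2 lay below the range of clusters that the paper states, 6 within it, and 28 above it. Counts were analysed in R (version 4.3.3) with edgeR (version 4.0.16). Genes needed at least 15 reads summed over the 36 libraries, the limit of the paper’s Methods, which left 25889 genes. Library sizes were scaled by TMM, and negative binomial models with quasi-likelihood tests were fitted to the 12 groups together, with 24 residual degrees of freedom. The biological coefficient of variation was 0.268. The study used DESeq2, which was run here as an alternative (version 1.42.0). P-values were adjusted by the Benjamini-Hochberg method within each comparison. The thresholds were an adjusted p under 0.05, by which the paper’s Methods declare genes differentially expressed, and a log2FC beyond 1 or -1, which they pair with the P of a Wald test. Log2 CPM was computed with a prior count of 2. Groups at 0 counts were given a floor of 3 counts over the 3 libraries of the group.

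The genotypes were compared in ‘No LR’ segments, at each of the 5 bend time points, and for the average of the 5. An F test on the bends asked whether the log2FC of a gene differed between time points. In each genotype, 5 successive comparisons ran from ‘No LR’ segments to 36 hpg. Each *puchi-1* time point from 18 hpg was also compared with the WT 6 h earlier. The nearest WT time point to each *puchi-1* time point was found by Euclidean distance between group means of log2 CPM, with no test. Overlaps with the gene lists of Supplementary Table S1 were counted and not tested, because they rest on the same libraries. The sheet of DAP-seq regions in that table is incomplete in the copy at hand and was not used. Gene Ontology enrichment was not repeated.

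A set of 31 gene lists with 416 entries was tested with camera of limma (version 3.58.1), with a preset correlation of 0.01 between genes, and with an estimated correlation and fry as alternatives. Camera compares the genes of a list with all others, whereas fry tests them against no change, so the 2 answer different questions. The lists covered VLCFA elongation, wax synthesis and export, cutin, suberin, the SHI/STY, HD-ZIP IV, and PLETHORA families, the root stem cell niche and root cap, and the QC genes of Supplementary Fig. S3. They also covered Aux/IAA and *GH3* genes, auxin transport and synthesis, type-A response regulators, cytokinin synthesis, cytokinin oxidases, cytokinin response factors, and early lateral root regulators. The remaining lists were cell cycle, endodermal barrier, xylem, phloem, root hair, photosynthesis of the shoot, hypoxia, jasmonate and wounding, defence, touch and handling, heat shock, and the morning and evening genes of the circadian clock. The QC genes, the PLETHORA family, and the early lateral root regulators were taken from genes the study reports on these samples. The pathway and family lists rest on general knowledge, and 3 entries that no source at hand paired with their name were left out. The paper had reported wax, cutin, suberin, and VLCFA genes as changed in these samples. Its Supplementary Figs S3 and S5B show Aux/IAA, *GH3*, *CRF*, and SHI/STY genes chosen on them. Tests of these lists are thus not independent of the paper’s findings. The values of 1 further gene are not reported here.

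The genes named were chosen by a rule. They were every gene that the paper names with RNAseq values in its text, Fig. 1D, Fig. 4A, or Supplementary Figs S3, S6, and S7, and the AP2/ERF, SHI/STY, lipid, and hormone genes of Supplementary Fig. S5B. Their values in the paper’s tables and figures had been seen. To these were added, for each comparison of the genotypes and for the average, the 10 called genes with the largest log2FC that had a name, a mean of at least 1 CPM, and no overlap between the libraries of the genotypes. Up to 4 genes with the smallest adjusted p were named from each list, and *PUCHI* in every library.

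Replicates of equal number were checked for shared deviations from their group means, as a correlation across genes between the genotypes. At 18 hpg, where the titles give the same months to equal numbers, the correlations were 0.349, 0.101, and 0.374, and the numbers were taken to pair the samples. They were also taken as pairs between *puchi-1* at 30 hpg and the WT at 24 hpg (0.284, 0.184, and 0.318). There the titles do not give the same month to every number, so the pairing rests on these correlations. At other time points at least 1 of the 3 correlations was below 0.1. The model with the replicate as a block was fitted to the 6 libraries of a comparison, over the 30 bend libraries for the difference between time points, and over the 18 libraries of a genotype for the time course.

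The alternatives tried were DESeq2 in one fit and on the 6 libraries of a comparison, with adjusted and unadjusted p, edgeR on the 6 libraries, and the size factors of DESeq2 in edgeR. Further alternatives were no filter, the filter of edgeR by expression, no limit on log2FC, a test against a log2FC of 1 (glmTreat), the sampling month as a covariate, the replicate as a block, and the 2 *puchi-1* ‘No LR’ replicates with the title in common summed. Each library was left out in turn. The time course was also counted without ‘No LR’ segments, against them, and with an F test. The nearest time point was also found over all tested genes and with Spearman’s correlation. Chosen after the data were seen were a fit of the bend libraries alone, the mean of root hair and endodermal barrier genes as a covariate, another setting of edgeR’s dispersion (legacy FALSE), the table without rows lacking a locus tag, the lists with the 3 unmatched loci, and WT bends alone for the nearest time point.

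The models were tested on data simulated with the trended spread of the edgeR fit to the 36 libraries, without structure between replicates. In *puchi-1* at 24 hpg, 100 genes were changed at each of 2 sizes. At a log2FC of 1.5 edgeR called 86 of 100 genes, and at a log2FC of 3 it called 100. Of the unchanged genes, 8 passed the test at any fold change. DESeq2 called 88 and 100 in one fit, where 41 unchanged genes passed at any fold change, and 90 and 100 on the 6 libraries, where 37 did. In 5 comparisons with no true difference edgeR called 0 genes, which was not tried with DESeq2.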

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

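The tests of sampling month and sequencing depth, of a bend of 12 hpg under the label of ‘No LR’ replicate 1, that of tissue age in ‘No LR’ segments, and the fits of the bends alone and with root hair and endodermal barrier genes as a covariate were chosen only after the result was seen.

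Genotype effects on *CER3*, *DCR*, and *KCS5*, genes of wax, cutin, and VLCFA synthesis, differed between the time points of the bends, as did that on AT5G66440, which was chosen after its values were seen. For *CER3* the F test of the difference had an adjusted p of 0.000222, which lay between 1.76e-15 and 0.0272 under the 9 alternatives and between 0.000179 and 0.00514 without any 1 bend library. For AT5G66440 it was 0.00221, and 2.51e-11 to 0.0827 under the alternatives, with the call lost under the sampling month as a covariate (0.0827). Its log2FC went from -0.45 at 12 hpg to 0.62 at 36 hpg (adjusted p = 0.203 and 0.00278). For *DCR* and *KCS5* it was 0.0235, and 2.02e-07 to 0.0905 and 2.02e-07 to 0.29 under the alternatives, with both calls lost under the sampling month (0.0905 and 0.29). Chance cannot be excluded for these 4 genes as a count, since another split of the libraries called up to 22 (2 of 21 splits as large, the real one included).

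The calls of *DCR* and *KCS5* also rested on single libraries. Both were lost without *puchi-1* 12 hpg replicates 1 or 2 (0.112 and 0.0739), WT 12 hpg replicates 1 or 2 (0.103 and 0.145), WT 30 hpg replicate 3 (0.0552), and WT 36 hpg replicates 2 or 3 (0.0632 and 0.0553). Without *puchi-1* 36 hpg replicate 3 the adjusted p was 0.0568 for *DCR* and 0.0801 for *KCS5*. That of *KCS5* was also lost without *puchi-1* 30 hpg replicates 1 or 3 (0.0632 and 0.0655) or *puchi-1* 36 hpg replicate 1 (0.0687).

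*SADHU3-2*, a retroposon pseudogene that the paper does not discuss, had a log2FC of 8.17 in *puchi-1* on the average of the bends (adjusted p = 9.03e-23). It lay between 0.0522 and 0.706 CPM in the 18 WT libraries and between 56.7 and 93.3 CPM in the 18 *puchi-1* libraries. Under the alternatives and without any 1 bend library the log2FC was 8.05 to 8.31.

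The ‘No LR’ libraries of each genotype stood further apart in root hair and endodermal barrier genes than the 3 libraries of any bend group. For replicates 2 and 3, early lateral root regulators lay below every bend library of the genotype in all 4 libraries. Their mean log2 CPM was 1.98 and 1.88 in the WT against 2.04 to 3.15, and 2.47 and 2.32 in *puchi-1* against 2.75 to 3.51. In *puchi-1* this argues against bends sampled under a ‘No LR’ label. In the WT the gap to the lowest bend was small. There replicate 3 was near replicate 3 of 36 hpg in root hair and endodermal barrier genes (-1.15 and -1.02). *PDF1* was at 80 and 90.6 CPM in these libraries, so a late bend could not be told apart in the WT. For replicate 1 a bend under that label could not be told apart. Its early lateral root regulators were at 2.68 in the WT and 3.15 in *puchi-1*, within the range of later bends (2.04 to 2.69 and 2.75 to 3.29). Its root hair and endodermal barrier genes were at 5.58 and 5.43, near bends of 12 hpg (5.34 to 5.55 and 5.56 to 5.85). In 1 of the 2 libraries of replicate 1, that of *puchi-1*, early lateral root regulators lay below the bends of 12 hpg (3.36 to 3.46) by more than these differed, and in the WT they did not (2.78 to 3.15). Sampling month could not be told apart, because replicate 1 carries no month and replicates 2 and 3 are of August, and 2 of the 4 August bend libraries lay below both others of their group (0.51 and -1.02) while those at 5.35 and 2.02 did not. Sequencing depth could not be told apart either, with r = -0.11 over the 36 libraries as the single relation computed (two-sided permutation test, p = 0.691, rho = 0.05, p = 0.802), a 95% bootstrap interval of -0.6 to 0.48, and r = -0.03 without the 2 libraries farthest in depth. Where along the root the segments were taken stays open as a biological difference and was not tested.

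In *puchi-1* bends, 14 genes of the wax, cutin, and HD-ZIP IV lists that were lower at 1 or more of 18 to 36 hpg had median log2FC of -3.32, -3.4, and -2.95 at 24, 30, and 36 hpg. A delay of 6 h as the whole cause is argued against, since against the WT 6 h earlier the medians were -1.75, -2.75, and -2.71 with all 14 genes below 0 each time. An older or younger root tissue in the samples is argued against as well, since the medians kept at least 0.92 of their size with root hair and endodermal barrier genes as a covariate. The median differences from the WT at 12 hpg were -0.27, 0.04, and 0.35 in log2 CPM, and those from the WT at 18 hpg -1.38, -1.14, and -0.57. The paper gives stage I at 12 hpg, and stages II–III, II–IV, and II–V for *puchi-1* at 24, 30, and 36 hpg. Its staging argues against primordia held as a whole at the stage of 12 hpg. A delay of more than 6 h, or an arrest at a later stage, stays open. A need for PUCHI in the formation of the primordium surface may be held as a hypothesis beside these, found and tested on the same data, and primordia of equal stage or bends of *puchi-1* after 36 hpg would tell them apart.

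Wax, VLCFA, and cutin genes were lower as lists in the ‘No LR’ segments of *puchi-1* than in those of the WT (adjusted p = 0.00115, 0.00803, and 0.0224), and none of these calls held with an estimated correlation (0.0732, 0.132, and 0.338). That of VLCFA genes was lost without WT replicate 2 (0.183), and that of cutin genes without *puchi-1* replicate 2 (0.109) or WT replicates 2 or 3 (0.675 and 0.108) and with the replicate as a block (0.104). Fry, which tests the genes of a list against no change and not against other genes, gave the cutin list 0.105. Tissue age as the whole cause is argued against for wax and VLCFA genes, since these 2 of the 3 lists passed the test with root hair and endodermal barrier genes as a covariate (0.00199 and 0.0123, and 0.112 and 0.178 with an estimated correlation too), and their medians went from -1.53 to -1.38 and from -0.42 to -0.35. The cutin list did not pass with it (0.0549), at a median of -0.35 against -0.39. Primordia in the WT segments of August stay open as a candidate explanation, since WT replicates 2 and 3 lay at least 1.06 above replicate 1 in mean log2 CPM of the wax and cutin lists (2.79 and 2.88 against 1.74), and *PDF1* was at 11.8 and 80 CPM there against 1.12. Early lateral root regulators were lower in the same 2 libraries than in replicate 1 (1.98 and 1.88 against 2.68), which primordia alone do not account for. Epidermal tissue from another source stays open too, and shoot photosynthesis genes gave it no higher level in these 2 libraries (mean log2 CPM of 3.58 and 2.7 against 3.7).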

How the results depend on the processing

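The tests with the bend libraries alone, with root hair and endodermal barrier genes as a covariate, with edgeR’s legacy FALSE, without genes lacking a locus tag, with the 3 unmatched loci, and with WT bends alone for the nearest time point were chosen only after the result was seen.

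The counts of called genes given here as main values were 95 in ‘No LR’ segments, 13, 58, 105, 91, and 135 from 12 to 36 hpg, 377 on the average of the bends, and 4 for a difference between time points. No filter, the filter of edgeR by expression, the size factors of DESeq2, and the table without genes lacking a locus tag kept every count of genes and lists within 1.5 times of its main value. The count on the average stayed within 1.5 times under all alternatives except no limit on log2FC (2819) and a test against a log2FC of 1 (77). Both follow from the limit itself. The median log2FC of all genes moved by no more than 0.1 with the size factors of DESeq2, no filter, the filter by expression, the sampling month, the bends alone, the covariate of root hair and endodermal barrier genes, legacy FALSE, and the table without genes lacking a locus tag, and was not computed for the others.

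DESeq2 in one fit called more genes, with 195, 33, 106, 240, 137, and 230 from ‘No LR’ to 36 hpg and 74 for a difference between time points. DESeq2 on 6 libraries called 54, 102, 233, 513, 233, and 420, and with an unadjusted p 361, 314, 446, 1009, 526, and 731. In simulated data more unchanged genes passed the test at any fold change with DESeq2 than with edgeR. These data were drawn from the edgeR fit, so this need not hold for the real libraries. EdgeR on 6 libraries moved the counts of ‘No LR’ (1) and 12 hpg (3). The model of the 12 groups takes the spread of a gene as common to all groups. Replicates of ‘No LR’ segments differed by up to 365.2 in chi-square per gene, and those of bends by up to 129.6. A test against a log2FC of 1 gave 10, 3, 10, 31, 32, and 38, and no limit on log2FC gave 274, 109, 180, and 247 in ‘No LR’ and at 18, 24, and 36 hpg. The sampling month as a covariate gave 157 in ‘No LR’, 4 at 12 hpg, and 2 for a difference between time points. With the 2 *puchi-1* ‘No LR’ replicates of one title summed, 35 genes were called. The bends alone gave 70, 156, 281, 176, and 283 from 12 to 36 hpg and 57 for a difference between time points, without the spread of the ‘No LR’ libraries. Root hair and endodermal barrier genes as a covariate gave 214 in ‘No LR’, 226 at 36 hpg, and 10 for a difference between time points. Legacy FALSE gave 179 at 24 hpg and 227 at 36 hpg. For the alternatives of this paragraph with no cause named, the cause was not tested.

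With the replicate as a block 2, 2, 217, 46, 142, and 18 genes were called from ‘No LR’ to 36 hpg, and 43 for a difference between time points. At 18 hpg every sample correlated best with the sample of its own number, as did 2 of 3 in ‘No LR’ segments and at 30 hpg, 1 of 3 at 24 hpg, and 0 of 3 at 12 and 36 hpg. The correlations were 0.658, -0.126, and 0.547 in ‘No LR’, 0.06, -0.211, and -0.0505 at 12 hpg, and -0.077, 0.0199, and 0.112 at 24 hpg. They were 0.224, 0.223, and 0.0336 at 30 hpg, and -0.377, -0.139, and -0.219 at 36 hpg. A block where numbers do not pair the samples takes up degrees of freedom.

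Over the time course the main values were 639 in the WT and 2479 in *puchi-1*. In the WT, DESeq2 gave 990 in one fit, 1161 on 6 libraries, and 2711 with an unadjusted p, and the month 1369, no limit on log2FC 1084, the block 225, and the covariate of root hair and endodermal barrier genes 24. In *puchi-1*, the unadjusted p gave 4359, no limit on log2FC 6318, the bends alone 958, and the same covariate 706. An F test gave 6442 and 8255, and without ‘No LR’ segments the counts were 27 and 123. Against the WT 6 h earlier the main values were 236, 118, 121, and 123 from 18 to 36 hpg. DESeq2 gave 535, 279, 250, and 246, the month 470, 741, 182, and 191, no limit on log2FC 833, 318, 203, and 213, and the bends alone 933, 482, 451, and 391. The block gave 803 at 18 hpg, 0 at 24 hpg (edgeR, with 889 at an unadjusted p and no block), and 369 at 30 hpg. The covariate of root hair and endodermal barrier genes gave 92, 250, and 187 at 18, 30, and 36 hpg, and legacy FALSE 209 at 36 hpg. For these counts the cause was not tested.

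Of genes called here at 12, 18, 24, and 30 hpg, 267 were in the lists of Table S1, 1081 with DESeq2 on 6 libraries, and 2294 with an unadjusted p. The nearest WT time point was the own one for 3 of 6 *puchi-1* samples, and for 5 over all tested genes. Lists called numbered 11, 8, 13, 20, 13, and 14, and with an estimated correlation 2, 4, 7, 5, 6, and 6, which allows for genes that vary together. Fry called 7 in ‘No LR’, 5 at 12 hpg, and 11 at 24 hpg, and the cause was not tested. Directions of lists were reversed with the sampling month for jasmonate and wounding genes at 12 and 24 hpg (0.00681 and 0.00166), touch and handling genes at 12 and 24 hpg (0.0419 and 0.724), and endodermal barrier genes at 24 hpg (0.00102). Without WT replicate 1 of 36 hpg those of jasmonate genes (0.0285, of 0.0285 to 0.962 without any 1 library) and touch genes (0.288, of 2.13e-05 to 0.288) were reversed. The cause was not tested. Changes of sign between values that both missed the threshold were counted as unchanged.

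Without any 1 library the count ranged from 40 to 520 in ‘No LR’, and from 6 to 9, 28 to 38, 51 to 118, 47 to 58, and 52 to 117 from 12 to 36 hpg. It ranged from 329 to 397 for the average, 2 to 7 for a difference between time points, 155 to 3014 for the time course of the WT, and 1477 to 4051 for that of *puchi-1*. The count of 4 became 2 without *puchi-1* 12 hpg replicates 1 or 2 or 36 hpg replicate 3, or WT 12 hpg replicates 1 or 2, 30 hpg replicate 3, or 36 hpg replicates 2 or 3, and 7 without *puchi-1* 12 hpg replicate 3. Against the WT 6 h earlier the ranges were 38 to 217, 48 to 65, 45 to 77, and 58 to 82. For lists they were 7 to 14, 7 to 13, 12 to 15, 16 to 19, 11 to 14, and 12 to 17, and for the nearest time point 2 to 3. Lists of ‘No LR’ numbered 7 without WT replicate 3, and those of 12 hpg 13 without *puchi-1* replicate 3.

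Values of named genes kept their direction wherever they passed. Of those that passed, 1175 no longer did without 1 library (5383 did), 83 with the month, 115 with the covariate of root hair and endodermal barrier genes, 173 with the block, 75 with edgeR on 6 libraries, and 58 with DESeq2 on 6 libraries. With DESeq2 in one fit and with the bends alone all that passed still did, and 235 and 359 more passed. For genes with 0 to 3 counts in a group at a time point, a bound or a counting interval is given in place of its fitted log2FC. The average of *KCR2* over the bends is a fitted value that includes such groups.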

Differences from the paper's values

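No test in this part was chosen only after the result was seen, apart from the search for the gene closest to the values printed for *DAO1*, the fit of the bend libraries alone, and the fits with edgeR’s legacy FALSE and with root hair and endodermal barrier genes as a covariate.

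Fewer genes were called here between the genotypes than the paper reports. The paper’s Methods declare genes differentially expressed at an adjusted p under 0.05, and select them for further analysis by a log2FC beyond 1 or -1 and the P of a Wald test. At an adjusted p under 0.05 and this log2FC, edgeR called 95 genes in ‘No LR’ segments against the paper’s 361, 13 at 12 hpg against the paper’s 314, and 105 at 24 hpg against the paper’s 1009. At 18 and 30 hpg it called 58 and 91 genes, and the paper’s Table S1 lists 446 and 526. At 36 hpg it called 135 genes, and the paper shows about 730 in Fig. 1B, read by eye. Fig. 1B gives its threshold as P with the same log2FC and does not say that it was adjusted. Of the alternatives set before the data were examined, DESeq2 on the 6 libraries of a comparison with an unadjusted p under 0.05 gave 361, 314, 446, 1009, 526, and 731 genes from ‘No LR’ to 36 hpg, within the paper’s values at every time. That setting of DESeq2 called every gene that Table S1 lists at 12, 18, 24, and 30 hpg (314, 446, 1008, and 526). The paper’s counts were thus reached at an unadjusted p, a threshold unlike the one used here. EdgeR with an unadjusted p and the same limit gave 845, 457, 542, 989, 623, and 768, within 1.5 times the paper’s in the bends and above it in ‘No LR’ segments. In ‘No LR’ segments the number was also within the paper’s range with no limit on log2FC (274), without *puchi-1* replicate 1 (520), and without WT replicate 3 (341). Under the other alternatives, all with an adjusted p, and without any other single library it stayed apart from the paper’s, with 1 to 214 genes in ‘No LR’ segments, 2 to 102 at 12 hpg, 10 to 233 at 18 hpg, 31 to 513 at 24 hpg, 32 to 233 at 30 hpg, and 18 to 420 at 36 hpg. All genes called here at 12, 18, 24, and 30 hpg were among those of Table S1.

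Over the time course, 639 genes were called in the WT against the paper’s 5791, and 2479 in *puchi-1* against the paper’s 9571. With an F test across the 6 sample types and no limit on log2FC the numbers were 6442 and 8255, within 1.5 times the paper’s. Under all other alternatives set before the data were examined they were not, with 27 to 2711 genes in the WT and 123 to 6318 in *puchi-1*, and 155 to 3014 and 1477 to 4051 without any 1 library.

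Of the 72 log2FC values of Fig. 1D, that of *KCS8* at 12 hpg was not compared, because *puchi-1* had 0 counts there and the fold found here is a lower bound. None of the other 71 and of the 16 of Fig. 4A differed from those found here by more than the SD between replicates, and 6 of the 408 of Supplementary Fig. S3 did, with a median difference of 0.01 in each figure. For *DAO1* the paper’s log2FC values are -0.57, -0.87, -0.39, -0.36, and -0.19 from 12 to 36 hpg, and those found here were -0.11, -0.08, -0.04, -0.02, and 0.04. No alternative brought any of these within the paper’s, except at 36 hpg without *puchi-1* replicate 3 (-0.05) or WT replicates 1 or 2 (-0.05 and -0.01). Of 25889 genes, *AUX1* came closest to the values printed for *DAO1*, with -0.58, -0.87, -0.38, -0.36, and -0.19, a match found after the values were seen. For *IAA13* at 36 hpg the paper’s log2FC is 0.51 and that found here was 0.7, and it was between 0.67 and 0.76 under the alternatives and without any 1 library, none within the paper’s.

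Fig. 1D marks *GPAT8* as different at 12 hpg and not at 24 hpg, and *GPAT4* the other way round. Here *GPAT8* had log2FC of -0.01 and -1.8 at these times (adjusted p = 1 and 0.0246). The call at 24 hpg was lost without *puchi-1* replicates 1, 2, or 3 (0.0794, 0.159, and 0.107) or WT replicates 2 or 3 (0.0695 and 0.0801), and its adjusted p was 7.19e-09 to 0.127 under the alternatives. *GPAT4* had log2FC of -0.86 and -0.19 (adjusted p = 0.507 and 0.799), and DESeq2 on the 6 libraries and the fit of the bends alone called it at 12 hpg (8.5e-05 and 0.045, of a range up to 1). Both were lower on the average of the bends (log2FC = -1.11 and -0.46, adjusted p = 9.29e-05 and 0.0281), and *GPAT4* lost this without *puchi-1* replicates 3 of 18 hpg (0.0523), 2 of 24 hpg (0.0521), or 2 of 30 hpg (0.0511), or WT replicate 1 of 12 hpg (0.0508).

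Numbers of up- and down-regulated genes in Fig. 1B match those of DESeq2 with an unadjusted p, but with the directions exchanged. Here 118, 85, 209, 212, 243, and 242 genes were higher in *puchi-1* from ‘No LR’ to 36 hpg in that setting, and 243, 229, 237, 797, 283, and 489 were lower.

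The paper states that *PLT1* and *PLT4* are overexpressed throughout the 4 time points of its dataset and especially at 18 and 24 h. It also shows earlier signal of YFP reporters of both genes in *puchi-1* primordia. Its marks rest on the P of a Wald test, not said to be adjusted, whereas an adjusted p is used here. Here *PLT1* passed the test at 18 and 24 hpg, and *PLT4* at none. On the average of the bends both passed, *PLT4* with an adjusted p of 0.0376 (0.000556 to 0.0482 under the alternatives). The average of *PLT4* was lost without 15 of the 30 bend libraries, namely *puchi-1* replicates 1 or 2 of 12 hpg (0.0629 and 0.0646), 3 of 18 hpg (0.0579), 2 or 3 of 24 hpg (0.0546 and 0.0501), 1 of 30 hpg (0.0573), or 2 of 36 hpg (0.0655), and WT replicates 1 or 2 of 12 hpg (0.069 and 0.0548), 2 of 18 hpg (0.0658), 3 of 24 hpg (0.0623), 2 or 3 of 30 hpg (0.0539 and 0.0622), or 1 or 2 of 36 hpg (0.0565 and 0.0549). At 30 hpg *PLT1* had an adjusted p of 1.26e-08 to 0.333 under the alternatives, and DESeq2 and edgeR on the 6 libraries, the replicate as a block, and the bends alone called it. *PLT4* had adjusted p of 2.26e-05 to 0.299 at 18 hpg, where DESeq2 on the 6 libraries, the replicate as a block, and the bends alone called it. At 24 hpg it had 3.55e-10 to 0.235, and DESeq2 and edgeR on the 6 libraries and the bends alone called it. The paper lists *PLT2* with the root development genes higher at 24 hpg. Its log2FC here was 0.04 (adjusted p = 0.861 to 1 under the alternatives), and at 18 hpg the replicate as a block alone called it (0.0438 to 0.449). The paper states that *PLT7* was lower, and reports the same from RT–qPCR of roots after induction by auxin. At 24 hpg DESeq2 on the 6 libraries alone called it (0.01 to 0.226), and at 36 hpg DESeq2 in both forms, the bends alone, legacy FALSE, and the covariate of root hair and endodermal barrier genes did (0.0121 to 0.444). On the average of the bends it passed.

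The paper describes *WOX5* as up-regulated at 18 hpg, which DESeq2 on the 6 libraries alone called (0.0326 to 0.393 under the alternatives). It also shows earlier expression of a *WOX5* promoter reporter in *puchi-1* primordia. Among the genes it names as up-regulated at 18 and 24 hpg are *IAA2*, *PIN3*, *PIN4*, and *PIN7*. Here *PIN3* passed at both times. *PIN4* was called at 24 hpg by DESeq2 on the 6 libraries and the bends alone (0.0041 to 0.585). *PIN7* was called at 18 hpg by DESeq2 on the 6 libraries and the replicate as a block (0.032 to 0.314), and at 24 hpg with the sampling month (0.0413 to 0.256). *IAA2* was called at 18 hpg by DESeq2 on the 6 libraries and the replicate as a block (0.0332 to 0.264), and at 24 hpg by none (0.116 to 0.282). *PIN7* and *IAA2* passed on the average of the bends (adjusted p = 0.000198 and 2.11e-07). The paper speaks of several suberin genes that depend on PUCHI. None of 13 passed here on its own at any time point, while on the average of the bends 10 passed and were lower, and 7 to 10 did without any 1 of the 30 bend libraries. At 12 hpg *CYP86A1* was called by DESeq2 in both forms and the bends alone (2.73e-15 to 0.829).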

Other observations

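The tests of other splits in ‘No LR’ segments and at 12 and 18 hpg, for genes and for lists, were chosen only after the result was seen.

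Genes of the phloem were lower in *puchi-1* at 24 and 30 hpg. *PP2-A1*, which encodes a phloem lectin, had a log2FC of -0.87 at 24 hpg (adjusted p = 0.0373), which was lost without *puchi-1* replicates 1, 2, or 3 (0.214, 0.0663, and 0.164) or WT replicates 1 or 3 (0.132 and 0.174). *FTIP1*, which acts in the export of FT protein to the phloem, had -0.53 (adjusted p = 0.0303), which was lost without *puchi-1* replicates 1 or 3 (0.199 and 0.164) or WT replicates 1 or 3 (0.093 and 0.0752). Of 8 phloem genes these 2 were lower at 24 hpg and none at 30 hpg (4 and 1 when adjusted over the list alone). As a group they were lower at both times, with medians of -0.54 and -0.4 (adjusted p = 0.000765 and 0.000968). Under the alternatives the adjusted p was 0.000517 to 0.132 and 9.95e-05 to 0.135, each highest with an estimated correlation. Their difference between time points was not tested as a list. *SUS1*, a sucrose synthase gene of the 11 hypoxia genes, was lower in ‘No LR’ segments and at 24 hpg (log2FC = -0.52 and -0.63, adjusted p = 0.0434 and 0.012). It was lost in ‘No LR’ segments without *puchi-1* replicates 2 or 3 (0.148 and 0.127) or WT replicate 2 (0.236), and at 24 hpg without *puchi-1* replicates 1 or 3 (0.0615 and 0.0944) or WT replicates 2 or 3 (0.0673 and 0.0801).

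The hypoxia genes as a group had an adjusted p of 0.0362 in ‘No LR’ segments and 0.0495 at 24 hpg (median log2FC of -0.61 and -0.35, 2 and 1 genes lower when adjusted over the list alone). Under the alternatives it was 0.0168 to 0.298 and 0.0133 to 0.497, with 0.298 and 0.334 for an estimated correlation. The call was lost in ‘No LR’ segments without *puchi-1* replicates 1 or 3 (0.0564 and 0.0995) or WT replicate 3 (0.712), and at 24 hpg without *puchi-1* replicates 1 or 2 (0.0987 and 0.0503) or WT replicates 2 or 3 (0.151 and 0.0652). *GI*, an evening gene of the clock, was lower in ‘No LR’ segments (log2FC = -0.99, adjusted p = 0.0313, and 0.155, 0.0843, and 0.111 without *puchi-1* replicates 2 and 3 and WT replicate 2). It was the 1 gene of the 7 evening genes that passed, over all genes and over the list alone, and the lowest adjusted p of that list was 0.2, at 36 hpg. The 9 morning genes were lower at 24 hpg (median -0.35, adjusted p = 0.0207, 0.00114 to 0.504 under the alternatives, highest with an estimated correlation), a call lost without *puchi-1* replicate 3 (0.208) or WT replicate 3 (0.107). The 10 heat shock genes had their lowest adjusted p at 30 hpg (0.0576). It was 0.0463 without WT replicate 1 and 0.0315 with the sampling month as a covariate.

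Genes that respond to wounding, touch, and pathogens were lower as lists in *puchi-1* at 24 hpg, although none passed on its own. The calls were lost or turned with the sampling month as a covariate. At 24 hpg the genotypes had no month in common, so that covariate rests there on other groups. All 13 touch and handling genes and all 9 defence genes were below 0, with medians of -0.97 and -1.61 (adjusted p = 6.07e-05 and 0.000298, and 0.453 and 0.206 with an estimated correlation). The touch genes no longer passed without *puchi-1* replicate 2 (0.083), and 2 defence genes were lower when adjusted over the list alone. The 19 jasmonate and wounding genes had a median of -1.1 at 24 hpg (adjusted p = 0.000441, 4.47e-05 to 0.609 under the alternatives, highest with an estimated correlation), and with the sampling month as a covariate they were higher there (0.00166). At 30 hpg they were higher, with a median of 0.79 (adjusted p = 0.0158, 0.00104 to 0.754 under the alternatives, highest with an estimated correlation), which was lost without *puchi-1* replicates 2 or 3 (0.0739 and 0.506) or WT replicate 1 (0.0859). The touch genes were higher at 36 hpg (median 0.16, adjusted p = 0.0266, 0.000915 to 0.754 under the alternatives). This was lost with an estimated correlation (0.754), the replicate as a block (0.116), the bends alone (0.0832), and root hair and endodermal barrier genes as a covariate (0.082), and without *puchi-1* replicate 1 (0.136) or WT replicate 1 (0.288, with the direction turned). Fry, which tests the genes of a list against no change and not against other genes, gave them 0.579. With the sampling month as a covariate the adjusted p at 24 hpg was 0.724 for touch genes and 0.637 for defence genes, of ranges over the alternatives of 6.07e-05 to 0.724 and 0.000147 to 0.637. The 19 photosynthesis genes of the shoot were lower at 24 hpg (median -0.4, adjusted p = 0.0185, 3.59e-06 to 0.754 under the alternatives), which was lost with an estimated correlation (0.754), and without *puchi-1* replicates 1 or 3 (0.0669 and 0.487) or WT replicate 3 (0.39), and fry gave 0.576.

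At 18 hpg, where the replicates were paired, phloem, photosynthesis, and morning genes passed with the replicate as a block (0.0266, 0.0255, and 0.0317, the lowest of ranges up to 0.651, 0.924, and 0.754 under the alternatives). Photosynthesis genes also passed without *puchi-1* replicate 1 (0.0019), and morning genes without *puchi-1* replicate 1 (0.0196) or WT replicate 3 (0.022). Their medians there were -0.21, -0.18, and -0.24 (adjusted p = 0.2, 0.286, and 0.196).

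The median log2FC of a list and the direction of its test differed in sign in 20 of the tests of 31 lists in 6 comparisons, none of which passed. Among these were the PLETHORA family at 24 hpg (median 0.04, adjusted p = 0.947), the root stem cell niche and root cap at 30 hpg (median -0.03, adjusted p = 0.163), and jasmonate and wounding genes at 36 hpg (median -0.29, adjusted p = 0.947).

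Other splits of the libraries were counted for each comparison of the genotypes. On the average of the bends chance is argued against, with 377 genes called and at most 5 in 20 other splits drawn at random. The real split was 1 of 21 as large, the smallest share that these draws can give. The splits do not address dates that differ between the genotypes. For the genes whose log2FC differed between time points chance cannot be excluded, with 4 genes called and up to 22 in another split (2 of 21 as large, the real one included). Nor can it be for the time course, with 639 genes in the WT and up to 1973 in another split (3 of 21), and 2479 in *puchi-1* and up to 3434 (2 of 21). A split of the WT with more genes than the real one points to a structure of the samples, and the ‘No LR’ libraries of each genotype stood apart in root hair and endodermal barrier genes.

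For 3 libraries against 3 there are 10 splits, too few for a share under 0.05. At 12, 18, 24, 30, and 36 hpg the real split called 13, 58, 105, 91, and 135 genes and every other split 0, so that 1 of 10 was as large. For *puchi-1* against the WT 6 h earlier the real split called 236, 118, 121, and 123 genes from 18 to 36 hpg and every other split 0 (1 of 10 each). At 18 hpg and for *puchi-1* at 30 hpg against the WT at 24 hpg the replicates were taken as pairs. There 4 of the splits part every pair, the real one included. Each of the others among these exchanges the genotypes of 1 pair, and called 0 genes. In ‘No LR’ segments the real split called 95 genes and 4 others called more, up to 2382, so that 5 of 10 were as large. In each of these 4 splits 1 side held libraries of replicates 2 and 3 alone, which points to a structure of the samples by replicate, and with the replicate as a block 2 genes were called. The lists called numbered 11, 8, 13, 20, 13, and 14 from ‘No LR’ to 36 hpg, and at most 13, 9, 12, 14, 13, and 16 in another split (4, 3, 1, 1, 3, and 2 of 10 as large).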
